# HRDE-2 drives small RNA specificity for the nuclear Argonaute protein HRDE-1

**DOI:** 10.1038/s41467-024-45245-8

**Published:** 2024-02-01

**Authors:** Shihui Chen, Carolyn M. Phillips

**Keywords:** Gene silencing, siRNAs, Organelles, Germline development

## Abstract

RNA interference (RNAi) is a conserved gene silencing process that exists in diverse organisms to protect genome integrity and regulate gene expression. In *C. elegans*, the majority of RNAi pathway proteins localize to perinuclear, phase-separated germ granules, which are comprised of sub-domains referred to as P granules, *Mutator* foci, Z granules, and SIMR foci. However, the protein components and function of the newly discovered SIMR foci are unknown. Here we demonstrate that HRDE-2 localizes to SIMR foci and interacts with the germline nuclear Argonaute HRDE-1 in its small RNA unbound state. In the absence of HRDE-2, HRDE-1 exclusively loads CSR-class 22G-RNAs rather than WAGO-class 22G-RNAs, resulting in inappropriate H3K9me3 deposition on CSR-target genes. Thus, our study demonstrates that the recruitment of unloaded HRDE-1 to germ granules, mediated by HRDE-2, is critical to ensure that the correct small RNAs are used to guide nuclear RNA silencing in the *C. elegans* germline.

## Abstract (web summary)

Argonaute proteins are loaded with small RNAs to confer target RNA specificity and proper gene silencing. Here, the authors establish that HRDE-2 recruits the unloaded nuclear Argonaute HRDE-1 to germ granules to facilitate correct small RNA loading.

## Introduction

Animal genomes are frequently exposed to diverse damage, such as environmental pathogens, RNA viruses, and endogenous transposable elements (TE). One mechanism the nematode *Caenorhabditis elegans* employs to protect genome integrity is through the production of small interfering RNAs (siRNAs). When siRNAs are generated from an exogenous double-stranded RNA (dsRNA), cleavage of that dsRNA occurs through the activity of an endonuclease RNase III enzyme Dicer^1,2^. Small RNAs trigger gene silencing and finely tune gene expression; this silencing process is called RNA interference (RNAi)^3^. Small RNAs can also be generated endogenously from the genome, such as Piwi-interacting RNAs (piRNAs) and endogenous small interfering RNAs (endo-siRNAs).

Small RNAs do not work alone to silence genes, rather, they associate with their protein partner Argonaute (AGO) to form the RNA-induced silencing complex (RISC). In *C. elegans*, there are 27 Argonaute genes and 19 of them are known to encode functional Argonaute proteins^4,5^. Argonaute proteins contain conserved domains, including an N terminal domain, a PAZ domain, a MID domain, and a PIWI domain. The PAZ domain and MID domain contain small RNA binding pockets to stabilize the small RNA^6,7^. The PIWI domain contains an RNaseH domain that, in some cases, can cleave target RNAs. In *C. elegans*, many Argonaute proteins have lost the catalytic amino acids that make up the active site (DDH), and instead they recruit downstream proteins to degrade mRNA by decapping and deadenylation, regulate translation, or modulate transcription through chromatin modification^4,5^.

The *C. elegans* siRNA pathways can be broken down into two stages – primary siRNAs recognize deleterious RNAs and initiate amplification of secondary siRNAs, while the more abundant secondary siRNAs mediate gene regulation. There are multiple sources for primary siRNAs. Exogenous siRNAs, produced by Dicer cleavage of double-strand RNA, associate with the Argonaute RDE-1^8–10^. Primary endo-siRNAs, or 26G-RNAs because they are generally 26 nucleotides in length and start with a guanosine, are produced by Dicer in concert with the RNA-dependent RNA polymerase (RdRP) RRF-3 and associate with the Argonaute proteins ERGO-1 during oogenesis and ALG-3 and ALG-4 during spermatogenesis^11–17^. piRNAs, or 21U-RNAs due to their 21-nucleotide length and 5’ uracil, are transcribed as individual RNA Polymerase II transcripts and processed at both 5’ and 3’ ends to their mature form and associate with the Piwi Argonaute PRG-1^18–26^.

Following target gene recognition, primary small RNAs trigger recruitment of the RdRPs, EGO-1 and RRF-1, to generate additional secondary small RNAs required to modulate gene expression^20,21,27^. The secondary siRNAs, or 22G-RNAs, named for their 22-nucleotide length and 5’ guanosine, require additional factors for their production such as the exonuclease MUT-7, the endonuclease RDE-8, the poly(UG) polymerase MUT-2/RDE-3, and the helicases MUT-14 and SMUT-1^18,28–34^. 22G-RNAs are then loaded onto secondary worm-specific Argonaute (WAGO) proteins to silence genes post-transcriptionally or co-transcriptionally. It is currently unclear how these different classes of small RNAs are precisely sorted and loaded to the correct Argonaute proteins.

Post-transcriptional silencing occurs in the cytoplasm, where Argonaute proteins cleave mature mRNAs directly or recruit downstream factors that degrade them or prevent their translation. Co-transcriptional silencing is mediated by nuclear Argonaute proteins and occurs in the nucleus, so it is also referred to as nuclear RNA interference (nuclear RNAi). HRDE-1/WAGO-9 and NRDE-3/WAGO-12 are the two nuclear RNAi Argonaute proteins that function in the germline and soma respectively^35,36^. They recruit the NRDE factors, including NRDE-1, NRDE-2, and NRDE-4, and the histone methyltransferase SET-25 and MET-2, to silence genes by depositing repressive trimethylation marks on Histone H3 at Lysine 9 (H3K9me3) and inhibiting RNA polymerase II elongation^35–42^. HRDE-1 shares targets largely with WAGO-1^42^, indicating that the nuclear RNAi pathway is likely working in parallel with the cytoplasmic WAGO proteins to modulate expression of the same target genes. HRDE-1-mediated gene silencing can also be inherited across multiple generations, leading to a heritable memory of both endogenous and exogenous RNA silencing^35^. When *hrde-1* mutants are raised at elevated temperature (25 °C), this failure in inheritance of small RNAs across generations results in a disruption of germ cell function triggering sterility of the animals within 3-5 generations^35^. In addition to silencing genes, small RNAs can also license gene expression. A special Argonaute protein CSR-1 protects genes from silencing by WAGO proteins. CSR-1 binds 22G-RNAs produced by the RdRP EGO-1 that targets germline protein-coding genes^31,43^. The precise details of CSR-1 22G-RNA biogenesis and gene licensing mechanisms are still unknown.

In the *C. elegans* germline, many of the small RNA pathway components reside in the cytoplasm and at perinuclear germ granules. Germ granules, or nuage, are phase-separated membraneless condensates that comprise proteins and RNAs. Many proteins associated with germ granules possess intrinsically disordered regions (IDRs), which mediate multivalent protein-protein interaction and protein-RNA interaction to drive granule assembly^44–46^. The *C. elegans* germ granules can be divided into multiple subdomains possessing distinct protein components and presumably unique molecular functions. Currently, we know of four distinct domains, P granules, Z granules, *Mutator* foci, and SIMR foci^33,47–50^, but there may be more still to discover. P granules are thought to be sites of mRNA surveillance and tightly associated with nuclear pores to survey transcripts as they exit the nucleus^51^; Z granules are known to mediate transgenerational inheritance^48,52^; *Mutator* foci contain factors required for 22G-RNA amplification^33^; and SIMR foci, the most recently discovered subdomain, mediate 22G-RNA production at piRNA target genes^50^. SIMR foci have only one well-characterized component, SIMR-1, which is a Tudor domain protein^50^. Thus, the full complement of protein components and detailed molecular processes occurring in SIMR foci remain a mystery.

An important open question in the *C. elegans* small RNA field centers around the means by which various classes of 22G-RNAs are sorted into the correct Argonaute proteins. In other systems, numerous mechanisms have been identified that promote small RNA sorting, but they vary from Argonaute to Argonaute and from organism to organism. For example, *Arabidopsis* Argonaute proteins have a strong preference for specific 5’ nucleotides, to the extent that changing the 5’ nucleotide can redirect a small RNA into a different Argonaute complex^53–55^. But with 10 *Arabidopsis* Argonaute proteins and only four nucleotides, 5’ nucleotide preference cannot be the sole driver of specificity. Alternate and hierarchical mechanisms by which Argonaute proteins derive specificity include protein-protein interactions with biogenesis and loading factors, structure and thermodynamic properties of their duplexed precursors, small RNA length, and differential stability of the small RNA post-Argonaute binding, which is dependent on complementarity of target binding and protection from degradation mediated by small RNA 2’-O-methylation^56–63^. In *C. elegans*, Argonaute specificity between WAGO-class and CSR-class 22G-RNAs cannot be dictated by properties of duplexed precursors or degree of 2’-O-methylation, since these classes of small RNAs are synthesized as single-strand RNAs by RdRPs and neither is methylated^64,65^. Specificity also cannot be dictated by 5’ nucleotide, length, unique tissue-specific or developmental expression, or degree of complementarity to target RNAs, because these properties are identical between the CSR- and WAGO-classes of siRNAs^31,43^. Further, no loading factors have been identified for either CSR-1 or the WAGO clade of Argonaute proteins and the RdRP EGO-1 can synthesize both types of 22G-RNAs.

Here, we have used multiple methods with the initial aim of discovering new SIMR foci components, but that ultimately led to the discovery of a mechanism by which WAGO-class and CSR-class 22G-RNAs are correctly sorted into their respective Argonaute proteins. First, we determined that HRDE-2 interacts with SIMR-1 by yeast two-hybrid (Y2H) screening. HRDE-2 colocalizes with SIMR-1 at SIMR foci and its germ granule association is independent of *Mutator* foci. Next, using immunoprecipitation-mass spectrometry, we found that HRDE-2 interacts with HRDE-1, the germline-expressed nuclear Argonaute protein. While this result was initially surprising because HRDE-1 is known to be nuclear^35^, localization analysis demonstrated that HRDE-1 localizes to germ granules only when unbound to 22G-RNAs. Further, HRDE-2 is required for the germ granule association of unbound HRDE-1 and is essential to promote loading of the preferred WAGO-class 22G-RNAs into HRDE-1. In the absence of HRDE-2, HRDE-1 is incorrectly loaded with CSR-class 22G-RNAs that are sufficient to promote transcriptional silencing at some germline expressed genes. Therefore, in this study we have identified a protein, HRDE-2, that is critical for promoting small RNA specificity and germ granule association of the Argonaute HRDE-1, ultimately affecting selection of HRDE-1 target genes and deposition of H3K9me3 at these ectopic HRDE-1 target-gene loci.

## Results

### HRDE-2 interacts with SIMR-1 and associates with SIMR foci

To date, no protein interactors of SIMR-1 have been identified. To identify proteins that interact with SIMR-1, we conducted a yeast two-hybrid (Y2H) screen with SIMR-1 and detected multiple potential interactions (Supplementary Data 1). The top three interactors captured were HRDE-2, an uncharacterized protein F45D3.4, and the kinase MBK-2 (Fig. 1a). The HRDE-2 protein was captured at the highest frequency in the yeast two-hybrid screen and was previously known to have a role in the small RNA pathway^66,67^, so we chose to initially focus on the potential interaction between HRDE-2 and SIMR-1. HRDE-2 was first identified in a genetic screen for RNAi inheritance factors; it was shown to function in the same genetic pathway as the nuclear Argonaute HRDE-1 and is required for HRDE-1 to bind siRNAs following exogenous RNAi^66^.

**Fig. 1:**
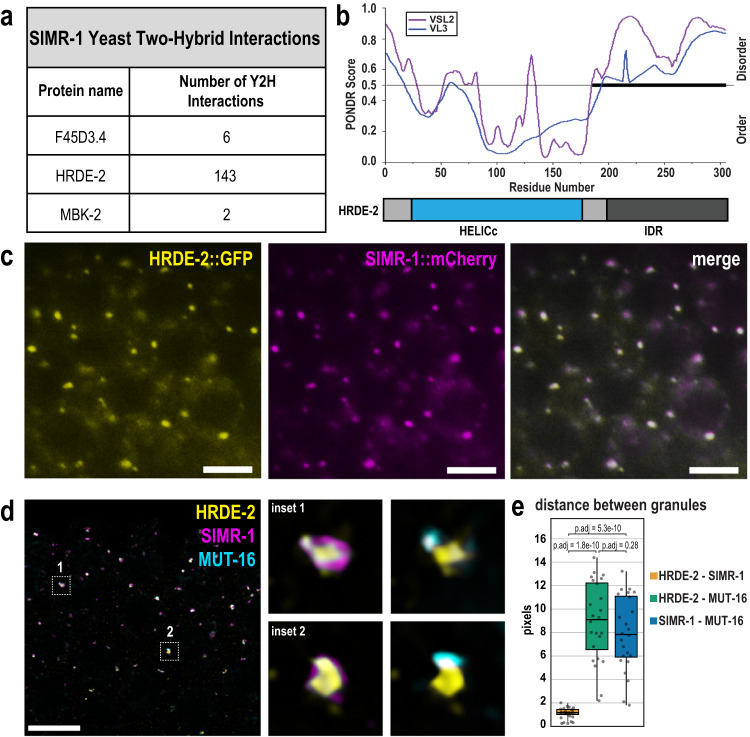
The IDR and HELICc domain-containing protein, HRDE-2, localizes to SIMR foci. **a** Medium and high-confidence protein interactions identified by a SIMR-1 yeast two-hybrid screen. See Supplementary Data 1 for a complete list of interacting proteins. **b** Graph displaying disorder tendency for the HRDE-2 protein sequence. The disorder prediction was made using PONDR (http://www.pondr.com) with VSL2 and VSL3 parameters. Regions with PONDR scores of greater than 0.5 indicate disorder and regions with PONDR score less than 0.5 indicate order. The bold line from a.a. 185 to 305 indicates the longest predicted disordered region of HRDE-2. Below, a domain diagram for HRDE-2 shows that it contains an N-terminal HELICc domain and a C-terminal intrinsically disordered region. **c** Live imaging of SIMR-1::mCherry::2xHA (magenta); HRDE-2::2xTy1::GFP (yellow) hermaphrodites, showing that SIMR-1 and HRDE-2 colocalize. At least ten individual germlines were imaged. Scale bars, 5 μM. **d** Confocal imaging of a SIMR-1::mCherry::2xHA MUT-16::3xMyc; HRDE-2::2xTy1::GFP in a dissected day-one adult germline, using antibodies against GFP, HA, and Myc. Insets, at right, show visual examples of SIMR-1 proximity to HRDE-2 compared to MUT-16 proximity to HRDE-2. All images are a single focal plane. At least five individual germlines were imaged. Scale bar, 5 μM. **e** Box plot showing distance between the centers of fluorescence for HRDE-2, SIMR-1, and MUT-16 granules. 24 individual granules from 4 germ cells of 2 animals were used for quantification. Measurements for each of the 24 granules are shown as individual dots. Bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represent the most extreme data points within 1.5 times the interquartile range, excluding outliers. Two-tailed *t*-tests were performed to determine statistical significance and *p* values were adjusted for multiple comparisons. See Methods for detailed description of quantification methods. Source data are provided as a Source Data file.

To identify domains present in the HRDE-2 protein sequence, we used the HHpred server to identify remote homologs with similar 3D structure^68,69^. We found that the N-terminal portion of HRDE-2 contains structural similarity to the C-terminal domain of helicases of the SF1 and SF2 superfamilies (HELICc) (Fig. 1b). We then used PONDR^70^ to predict disordered regions within the protein, and found that the C-terminal region of HRDE-2 is disordered (Fig. 1b).

Previous work demonstrated that HRDE-2 localizes to germ granules^66,67^, but the precise germ granule compartment to which HRDE-2 localized was unknown. First, to determine whether the N-terminal HELICc domain is important for HRDE-2 function, we deleted this region (a.a. 26-178) and observed that HRDE-2 no longer associates with germ granules (Supplementary Fig. 1a), indicating that the HELICc region is important for HRDE-2 to be assembled in germ granules. Next, to identify the subdomain of the germ granule to which HRDE-2 localizes, we examined whether HRDE-2 co-localizes with proteins found in each of the germ granule subdomains. Because HRDE-2 was initially identified through the yeast two-hybrid screen of SIMR-1, we first examined the localization of HRDE-2 relative to SIMR-1 by live imaging of the pachytene region in adult hermaphrodites and found the localization of the two proteins to be nearly identical (Fig. 1c). To further confirm that they colocalize, we performed immunofluorescence microscopy for SIMR-1, HRDE-2, and MUT-16, as MUT-16 marks *Mutator* foci which constitute a closely associated but separate germ granule subdomain from SIMR foci^33,50^. As previously demonstrated, we observed that SIMR-1 and MUT-16 localize near one another but are not perfectly co-localized (Fig. 1d, e). Similar results were observed for HRDE-2 and MUT-16 (Fig. 1d, e). In contrast, we found that HRDE-2 and SIMR-1 were highly coincident (Fig. 1d, e). We also examined HRDE-2 localization in a *mut-16* mutant, where the *Mutator* foci fail to assemble in the absence of the scaffolding protein MUT-16^33^. We observed that HRDE-2 still localizes to perinuclear germ granules (Supplementary Fig. 1b), indicating that HRDE-2 localizes independently of *Mutator* foci, similar to what was previously observed for SIMR-1^50^. Lastly, to compare HRDE-2 localization to that of Z granules and P granules, we performed immunofluorescence microscopy for HRDE-2, ZNFX-1, and PGL-1, and found that HRDE-2 does not colocalize with either ZNFX-1 or PGL-1, indicating that HRDE-2 does not associate with either the Z or P granule compartments. (Supplementary Fig. 1c). Together, these results indicate that HRDE-2 is likely a component of the SIMR foci.

We next sought to address whether HRDE-2 and SIMR-1 depend on one another for localization. To this end, we introduced fluorescently-tagged SIMR-1 into a *hrde-2* mutant and fluorescently-tagged HRDE-2 into a *simr-1* mutant. We found that HRDE-2 still localizes to germ granules in the absence of SIMR-1, but the fluorescence intensity is modestly reduced (Supplementary Fig. 1d). SIMR-1 also localizes to germ granules with wild-type expression levels in the absence of HRDE-2 (Supplementary Fig. 1e). These data indicate that SIMR-1 and HRDE-2 localize to germ granules independently of one another and neither is clearly acting as a scaffolding protein for SIMR foci assembly. We next performed western blot analysis on these mutants but we did not observe prominent protein expression changes for HRDE-2 in the *simr-1* mutant or the *mut-16* mutant; SIMR-1 expression level also remains the same in the absence of HRDE-2 (Supplementary Fig. 1f). These data indicate that neither HRDE-2 nor SIMR-1 are required for one another’s expression or localization to germ granules.

### HRDE-2 interacts with nuclear RNAi protein HRDE-1

To further investigate the interaction between HRDE-2 and SIMR-1, we conducted a co-immunoprecipitation (co-IP) between SIMR-1 and HRDE-2. Surprisingly, we were unable to detect the interaction following immunoprecipitation of SIMR-1 and probing for HRDE-2, or vice versa, with our immunoprecipitation conditions (Supplementary Fig. 2a, b). At this point, it remains possible that the interaction between HRDE-2 and SIMR-1 is either transient or unstable. Alternatively, it is also possible that they do not interact directly in vivo.

Next, we sought to identify additional interactors of either HRDE-2 or SIMR-1. We performed IP mass-spectrometry (mass-spec) on SIMR-1, HRDE-2, and wild-type controls. Consistent with the co-IP, SIMR-1 was not captured in the HRDE-2 mass-spec experiment and HRDE-2 was not captured in the SIMR-1 mass-spec experiment (Fig. 2a). Interestingly, the most prominent HRDE-2 interacting protein was the nuclear Argonaute protein, HRDE-1 (3/3 replicates), while another nuclear Argonaute protein, NRDE-3, was identified as an interactor of SIMR-1 (2/3 replicates) (Fig. 2a, Supplementary Fig. 2c, Supplementary Data 1). The interaction between HRDE-2 and HRDE-1 was initially surprising, because HRDE-2 localizes to germ granules in the cytoplasm while HRDE-1 localizes to the nucleus. However, we were able to further confirm this interaction by co-IP (Fig. 2b). In a recent publication, IP-mass spec of NRDE-3 from embryos lysates revealed the reciprocal interaction between NRDE-3 and SIMR-1^67^, confirming their association as interacting proteins. Further characterization of the SIMR-1 and NRDE-3 interaction will be reported elsewhere. Therefore, our IP mass-spectrometry and co-IP results support that HRDE-2 interacts with the germline-expressed nuclear Argonaute HRDE-1 while SIMR-1 interacts with somatic nuclear Argonaute NRDE-3.

**Fig. 2:**
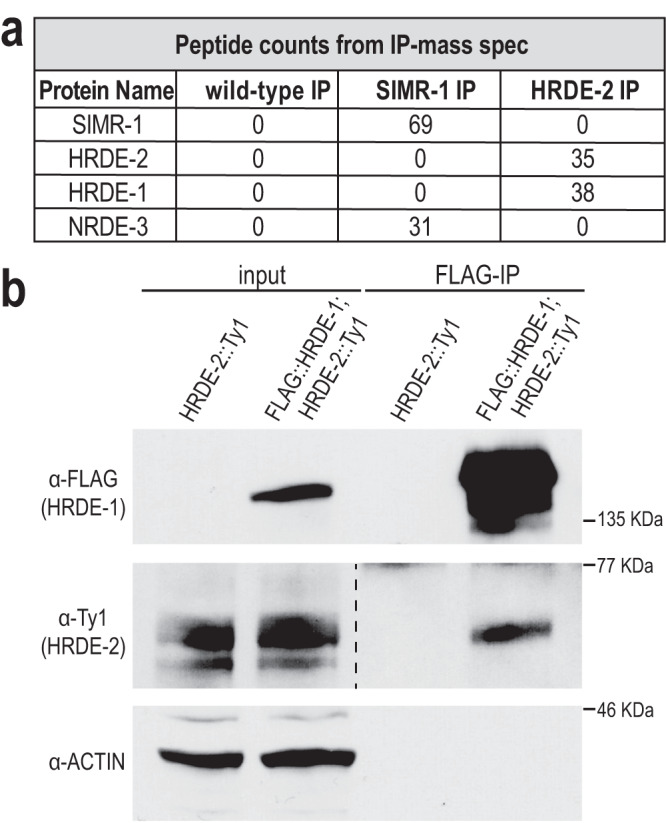
The germline-expressed nuclear Argonaute HRDE-1 interacts with HRDE-2. **a** Peptide counts for proteins identified by the IP-mass spec of wild-type, SIMR-1::mCherry::2xHA, and HRDE-2::2xTy1::GFP strains, replicate 1. Peptide counts for two additional replicates can be found in Supplementary Fig. 2c. Anti-HA conjugated beads were used for SIMR-1 IP and wild-type IP, and anti-GFP conjugated beads were used for HRDE-2 IP and wild-type IP. The IPs with anti-HA and anti-GFP beads from wild-type samples had the same results (0 peptide count for the SIMR-1, HRDE-2, HRDE-1, and NRDE-3 proteins). Full protein lists are in Supplementary Data 1. **b** Western blot of HRDE-2 and HRDE-1 following HRDE-1 immunoprecipitation from the GFP::3xFLAG::HRDE-1; HRDE-2::2xTy1::GFP strain, shows that HRDE-2 interacts with HRDE-1. The HRDE-2::2xTy1::GFP strain was used as negative control. Anti-FLAG conjugated beads were used to immunoprecipitate GFP::3XFLAG::HRDE-1. Anti-FLAG, anti-Ty1, and anti-Actin antibodies were used to detect HRDE-1, HRDE-2, and Actin, respectively. This co-immunoprecipitation and western blot have been repeated three times with the same result. Source data are provided as a Source Data file.

### Unloaded HRDE-1 translocates to germ granules

Given that HRDE-2 interacts with the nuclear Argonaute protein HRDE-1, we next investigated whether loss of HRDE-2 affects the nuclear localization of HRDE-1. Wild-type HRDE-1 localizes to the nucleus of germ cells in one-day-old adults, as expected (Fig. 3a)^35^. However, in addition to the nuclear signal, we also observed a small amount of germ granule localization exclusively in the diplotene region of the germline of L4 stage animals (Supplementary Fig. 3a). When we introduced a *hrde-2* mutation, we observed no change in HRDE-1 localization, with HRDE-1 still localized to the nucleus (Fig. 3a). HRDE-1 localization in a *simr-1* mutant shows similar nuclear localization (Supplementary Fig. 3a). Because the HRDE-2 paralogs ENRI-1 and ENRI-2 are thought to bind to unloaded NRDE-3 and prevent premature entry of NRDE-3 to the nucleus^67^, we wanted to examine HRDE-1 localization in a situation where HRDE-1 is not localized exclusively to the nucleus. We hypothesized that, similar to NRDE-3^36^, HRDE-1 nuclear localization might be regulated by small RNA binding. To this end, we introduced a *mut-2/rde-3* mutant, which depletes WAGO class 22G-RNAs^71,72^, into the tagged HRDE-1 strain. We observed that in the *mut-2* mutant, HRDE-1 shows prominent perinuclear germ granule localization, in addition to its nuclear localization (Fig. 3a). This germ granule association in the *mut-2* mutant requires HRDE-2, as HRDE-1 expression is entirely nuclear in the *mut-2; hrde-2* double mutant (Fig. 3a). These data indicate that HRDE-2 can recruit HRDE-1 to germ granules in the absence of its preferred small RNA partners. Further, in the absence of HRDE-2, HRDE-1 becomes fully nuclear again regardless as to whether its preferred small RNAs are present.

**Fig. 3:**
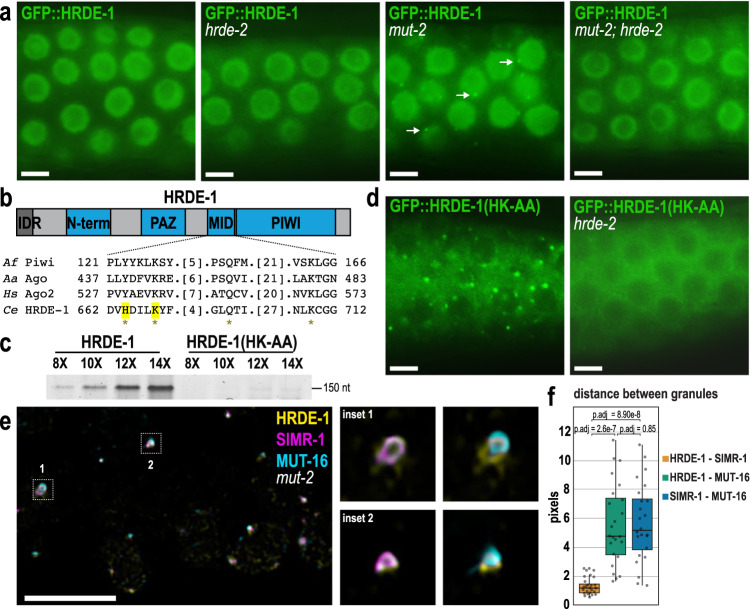
Unloaded HRDE-1 localizes to SIMR foci. **a** Live imaging of GFP::3xFLAG::HRDE-1 in wild-type, *hrde-2*, *mut-2*, and *mut-2; hrde-2* mutants. Arrows indicate perinuclear HRDE-1 granules visible only in *mut-2* single mutants. **b** Diagram of HRDE-1 protein domains. HRDE-1 includes an N-terminal intrinsically disordered region (IDR), PAZ, MID, and PIWI domains. Below, sequence alignment of the conserved 5’-phosphate binding residues across various species of Argonaute proteins. Prefix *Af, Archaeoglobus fulgidus; Aa, Aquifex aeolicus; Hs, human; Ce, Caenorhabditis elegans*. Asterisk indicates conserved Y-K-Q-K. The highlighted amino acids in HRDE-1 are mutated to alanine to generate the HRDE-1(HK-AA) small RNA-binding mutant. **c** Small RNA binding assay in HRDE-1 and HRDE-1(HK-AA) small RNA-binding mutant. The assay was performed using different PCR cycles (8X, 10X, 12X, 14X) to assess the amount of small RNA recovered from a HRDE-1 IP. This small RNA binding assay has been repeated three times with the same result. **d** Live imaging of GFP::3xFLAG::HRDE-1(HK-AA) in wild-type and *hrde-2* mutant strains. Small RNA-binding defective HRDE-1 is excluded from the nucleus and recruited to germ granules, and HRDE-2 is required for germ granule association. **e** Confocal imaging of SIMR-1::mCherry::2xHA, MUT-16::3xMyc, and GFP::3xFLAG::HRDE-1 in a dissected germline of a day-one adult *mut-2* mutant, using antibodies against FLAG, HA, and MYC. Insets, at right, show examples of SIMR-1 and MUT-16 proximity to HRDE-1. Images are a single focal plane. **f** Box plot showing distance between the centers of fluorescence for HRDE-1, SIMR-1, and MUT-16 granules. Measurements for each of the 24 granules are shown as individual dots. Bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represent the most extreme data points within 1.5 times the interquartile range, excluding outliers. Two-tailed *t*-tests were performed to determine statistical significance and *p* values were adjusted for multiple comparisons. All microscopy images are from the pachytene region of day-one adult animals and individually adjusted for brightness and contrast to optimize visualization of germ granules or lack thereof. At least five individual germlines were imaged for each strain. All scale bars, 5 μM. Source data are provided as a Source Data file.

We additionally compared the HRDE-1 localization in a *mut-2* mutant, to the *simr-1 mut-2* double mutant. We observed that in the absence of both SIMR-1 and MUT-2, HRDE-1 is primarily localized to the nucleus, though there is some weak granule localization (Supplementary Fig. 3a). These data indicate that SIMR-1 is also required for the germ granule retention of HRDE-1 in a *mut-2* mutant, but we cannot separate whether this is a direct effect or whether it is due to the modestly reduced germ granule localization of HRDE-2 in the *simr-1* mutant (Supplementary Fig. 1d).

We have two hypotheses to explain why HRDE-1 returns fully to the nucleus in a *mut-2; hrde-2* double mutant – 1) HRDE-2 prevents unloaded HRDE-1 from entering the nucleus, or 2) HRDE-2 promotes loading of HRDE-1 with the correct small RNAs. In the first hypothesis, the HRDE-1 found in germ granules in the *mut-2* mutant is unloaded with small RNAs and, in the *mut-2; hrde-2* double mutant, the unloaded HRDE-1 is able to enter the nucleus. In this scenario, HRDE-2 acts to prevent unloaded HRDE-1 from entering the nucleus. Alternatively, in the second hypothesis, the HRDE-1 found in germ granules in the *mut-2* mutant is still unloaded with small RNAs, but in the *mut-2; hrde-2* double mutant, HRDE-1 is now mis-loaded with incorrect small RNAs, which allowed it to translocate to the nucleus, with nuclear import still requiring small RNA binding. In this scenario, HRDE-2 acts to promote correct small RNA loading for HRDE-1 but plays no direct role in regulating the nuclear import of HRDE-1.

To address these possibilities, we generated a small RNA binding-defective HRDE-1 strain, where conserved residues in the MID domain that bind the 5’ end of the small RNA have been mutated to abolish its small RNA binding capability (H664A and K668A, henceforth referred to as HRDE-1(HK-AA)) (Fig. 3b)^6^. To confirm that the HRDE-1(HK-AA) strain is in fact small RNA-binding defective, we performed a small RNA binding assay on wild-type HRDE-1 and HRDE-1(HK-AA) strains. We found that wild-type HRDE-1-bound small RNAs are approximately 20-fold more abundant than HRDE-1(HK-AA)-bound small RNAs (or ~2.5-fold when normalized to HRDE-1 protein levels, which are reduced in the HRDE-1(HK-AA) mutant (Fig. 4c)), supporting that the HRDE-1(HK-AA) strain is small RNA binding-defective (Fig. 3c).

**Fig. 4:**
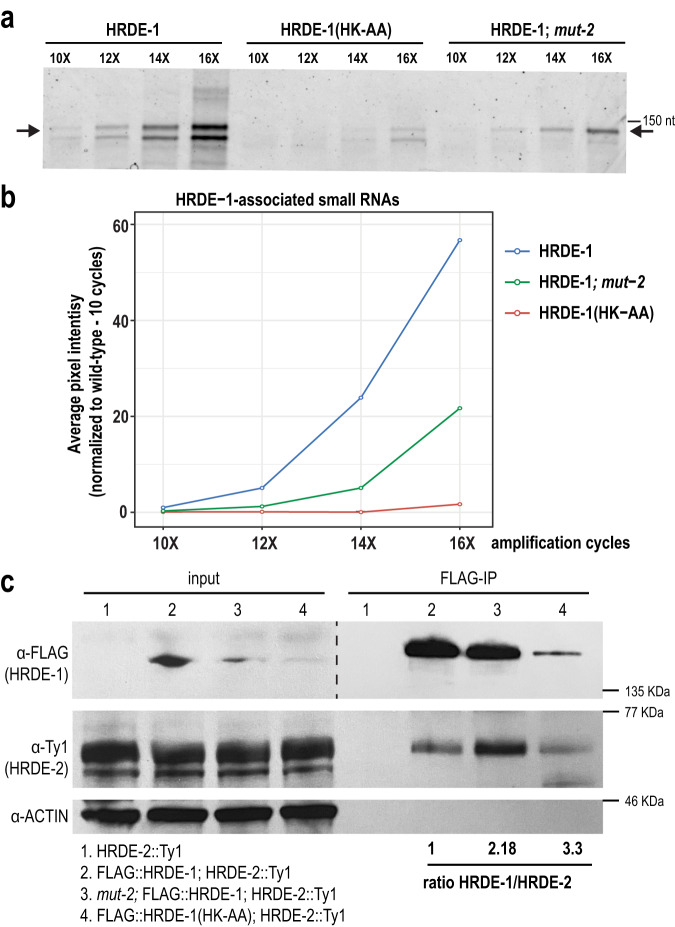
HRDE-1-HRDE-2 interaction is modulated by small RNA binding. **a** Small RNA binding assay following immunoprecipitation of HRDE-1, HRDE-1(HK-AA), and HRDE-1 in a *mut-2* mutant. The assay utilized different PCR cycles (10X, 12X, 14X, 16X) to assess the amount of small RNAs immunoprecipitating with HRDE-1. Arrows point to the band of the correct size for small RNA plus ligated adapters. Detailed protocol for the small RNA binding assay can be found in the Methods. **b** Quantification of HRDE-1-bound small RNAs from the small RNA binding assay. Average pixel intensities from two biological replicates are normalized to wild-type 10X PCR cycles. **c**. Western blot following immunoprecipitation of HRDE-1 in wild-type, *mut-2* mutants, and *hrde-1(HK-AA)* mutants, where HRDE-1 was tagged with GFP::3xFLAG and HRDE-2 was tagged with 2xTy1::GFP. The HRDE-2::2xTy1::GFP strain was used as a negative control. Anti-FLAG conjugated beads were used to immunoprecipitate GFP::3xFLAG::HRDE-1 and anti-FLAG, Anti-Ty1, and anti-Actin antibodies were used to detect HRDE-1, HRDE-2, and Actin. Band intensities were quantified using ImageJ and normalized to wild-type (lane 2) to determine how the HRDE-1-HRDE-2 interaction is affected by the *mut-2* and *hrde-1(HK-AA)* mutants. In this replicate, *mut-2* and *hrde-1(HK-AA)* mutants lead to 2.18-fold and 3.3-fold increase in HRDE-1-HRDE-2 interaction, respectively. This co-immunoprecipitation and western blot have been repeated three times with similar results. Additional replicates are shown in Supplementary Fig. 4. Source data are provided as a Source Data file.

First, to establish whether HRDE-1 is recruited to germ granules when unloaded, we examined the localization of HRDE-1(HK-AA) and observed abundant perinuclear granules (Fig. 3d). However, it is important to note that, unlike the *mut-2* mutant where HRDE-1 was localized both to the nucleus and the germ granules, the HRDE-1(HK-AA) mutant was exclusively cytoplasmic and germ granule-associated. These data support the idea that unloaded HRDE-1 does not enter the nucleus. In the *hrde-2* mutant, HRDE-1(HK-AA) remains cytoplasmic but becomes dispersed from the granules (Fig. 3d), demonstrating that HRDE-2 is required to retain unloaded HRDE-1 in germ granules. These data also indicate that small RNA binding-defective HRDE-1 (HRDE-1(HK-AA)) cannot enter the nucleus even in the absence of HRDE-2, disproving the first hypothesis described above. Thus, our data support the model that HRDE-2 may promote correct loading of small RNAs into HRDE-1.

### Unloaded HRDE-1 associated with SIMR foci

To interrogate which germ granule subdomain unloaded HRDE-1 associates with, we performed immunofluorescence microscopy on HRDE-1 in a *mut-2* mutant background in combination with tagged proteins from each of the other germ granule compartments. Our findings indicate that HRDE-1 foci are positioned adjacent to P granules and Z granules, but do not colocalize with them (Supplementary Fig. 3b). Both *Mutator* foci and SIMR foci were closely associated with HRDE-1 foci. After quantifying the 3D granule distance using ImageJ, we determined that HRDE-1 is more closely associated with SIMR-1 compared to MUT-16 (Fig. 3e, f). To confirm this result, we abolished *Mutator* foci by introducing a *mut-16* mutation into the HRDE-1(HK-AA) strain and found that small RNA binding-defective HRDE-1 still localizes to germ granules in the absence of *Mutator* foci (Supplementary Fig. 3c). We do not know the identity of any protein that is essential for SIMR foci integrity, however, we did observe that in the *simr-1* mutant, HRDE-1(HK-AA) granule intensity is reduced (Supplementary Fig. 3c). Together, these data suggest that granule-localized HRDE-1 associates with SIMR foci.

We next sought to identify the domains that are required for the granule and nuclear localization of HRDE-1. To this end, we used PONDR^70^ to predict disordered regions within the HRDE-1 protein and cNLS Mapper^73^, along with alignment to the NRDE-3 protein sequence, to identify the HRDE-1 nuclear localization signal (NLS) (Supplementary Fig. 3d). We identified a 63 amino acid IDR at the N-terminus of HRDE-1 and within that, an NLS at amino acids 34-36 (KRS) which aligns with the previously identified NRDE-3 NLS (Supplementary Fig. 3d)^36^. We next generated the HRDE-1(KRS-AAA) NLS mutant and an IDR deletion mutant. By live imaging both strains, we found that HRDE-1 localizes primarily to the cytoplasm, with some weak germ granule localization, in the absence of either the NLS or the full IDR (Supplementary Fig. 3e). By western blot, the protein expression level is similar to wild-type HRDE-1 (Supplementary Fig. 3f). The cytoplasmic localization of HRDE-1(KRS-AAA) NLS mutant is consistent with the observation that an NLS mutant of NRDE-3 similarly localizes to the cytoplasm of somatic cells^36^. Moreover, the NRDE-3 NLS mutant still binds small RNAs, indicating that small RNA loading is independent of nuclear localization. To further address whether the HRDE-1(KRS-AAA) NLS mutant is loaded with small RNAs, we disrupted its ability to bind small RNAs by introducing the HK-AA small RNA binding mutant. As we predicted, the HRDE-1(KRS-AAA; HK-AA) mutant, lacking both the ability to bind small RNAs and the NLS, associated with germ granules (Supplementary Fig. 3e), similar to the HRDE-1(HK-AA) small RNA binding mutant (Fig. 3d). Together, these data indicate that the HRDE-1(KRS-AAA) NLS mutant is able to interact with HRDE-2 in germ granules when unloaded, and when loaded disperses to the cytoplasm, rather than the nucleus, due to loss of the NLS signal.

### HRDE-2 interacts more strongly with unloaded HRDE-1

To further investigate whether the differences in localization between HRDE-1 in the absence of WAGO-class 22G-RNAs (*mut-2* mutant) and small RNA binding-defective HRDE-1 (HRDE-1(HK-AA)) are due to loading of incorrect small RNAs into HRDE-1 in the *mut-2* mutant, we sought to assess the level of small RNAs loaded by HRDE-1 in each strain compared to wild-type. We found that the level of small RNAs loaded by HRDE-1 in the *mut-2* mutant was reduced ~4 fold, compared to wild-type (Fig. 4a, b). Given that WAGO-class 22G-RNAs are reduced by approximately 90% in *mut-2* mutants^72^, these data further support our hypothesis that HRDE-1 may have the capacity to bind non-WAGO-class RNAs when WAGO-class 22G-RNAs are depleted.

We next sought to determine whether the interaction between HRDE-1 and HRDE-2 is occurring primarily in germ granules, where HRDE-1 is unloaded. We hypothesized that mutants with a greater proportion of HRDE-1 in germ granules (i.e. HRDE-1(HK-AA) or HRDE-1 in a *mut-2* mutant) would interact more strongly with HRDE-2 than HRDE-1 in a wild-type background. To this end, we performed a co-IP between HRDE-1 and HRDE-2 in wild-type and each of these mutant backgrounds. We observed that, when normalizing for the amount of HRDE-1 immunoprecipitated from each sample, HRDE-2 interacts more strongly with HRDE-1 in both HRDE-1(HK-AA) and HRDE-1 in the *mut-2* mutant compared to wild-type (~2.18 fold stronger than wild-type in the *mut-2* mutant and ~3.3 fold stronger than wild-type in HRDE-1(HK-AA)) (Fig. 4c). Two additional replicates similarly showed stronger enrichment for HRDE-1(HK-AA) compared to wild-type (Supplementary Fig. 4a, b). There was more variability for the *mut-2* mutant between replicates, which may be because HRDE-1 is moving between the nucleus and granule in the *mut-2* mutant. We additionally performed IP mass-spec for HRDE-1 in wild-type, *mut-2* mutant, and the *hrde-1(HK-AA)* mutant and found that more HRDE-2 peptides were found in the HRDE-1 immunoprecipitation from HRDE-1(HK-AA) compared to wild-type HRDE-1 (Supplementary Fig. 4c, Supplementary Data 1). We conclude that the interaction between HRDE-1 and HRDE-2 likely occurs when HRDE-1 is unloaded and localized to germ granules.

### HRDE-2 contributes to HRDE-1 small RNA preference

To directly address whether HRDE-2 is required for correct loading of small RNAs into HRDE-1, we immunoprecipitated HRDE-1 followed by high throughput sequencing of associated small RNAs in wild-type, *hrde-2*, *mut-2*, *simr-1*, *mut-2; hrde-2* and *simr-1 mut-2* mutant backgrounds. 

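Small RNAs were sequenced from 36 libraries, with 3 input and 3 HRDE-1 IP libraries for each of the 6 genotypes. All strains expressed HRDE-1 tagged with GFP and 3xFLAG, and each replicate started from about 100000 adults grown for 68 h at 20 °C after L1 arrest. Part of each lysate was kept as input and HRDE-1 was immunoprecipitated from the remainder with an anti-FLAG affinity matrix, so the input and the IP with the same replicate number come from one lysate. RNAs of 18 to 30 nt were treated with polyphosphatase, cloned and sequenced. The authors removed adapters with FASTX-Toolkit and size standards with Cutadapt, mapped the reads with Bowtie2 to the *C. elegans* genome of WormBase release WS258, and counted the reads on the exons of 31106 genes with featureCounts. The deposited values are read counts per gene without normalization and without regard to strand. A read that overlapped several genes equally was divided between them, which left 10.4% of the non-zero counts as fractions, and the counts were rounded to whole numbers here. Because 26.6% of the genes (8283) have an exon that overlaps an exon of another gene, the counts of those genes are uncertain. Between 4276687 and 17449202 counts were assigned to genes per library, with a median of 10221148. In wild-type, the totals ranged from 6653309 to 9712628 in the inputs (median 8858719) and from 12132659 to 16255401 in the IPs (median 15425105). In *hrde-2*, they ranged from 8318292 to 10134417 in the inputs (median 8801867) and from 8207541 to 14173571 in the IPs (median 12051943). The *simr-1* totals were between 7977061 and 10307879 in the inputs (median 9431994) and between 13090504 and 17449202 in the IPs (median 14149691). The *mut-2* totals were between 6094760 and 8138218 in the inputs (median 6100072) and between 12273669 and 15847873 in the IPs (median 13793566). For *mut-2; hrde-2*, the inputs held 5461721 to 6909999 counts (median 6346993) and the IPs 14763352 to 15534540 (median 15461919). For *simr-1 mut-2*, the inputs held 4276687 to 6914020 counts (median 4371375) and the IPs 14345905 to 17184568 (median 16730231). The paper lists 9390427 to 23047752 mapped reads per library in Supplementary Data 5, of which 36.1% to 95.1% were counted on genes. All RPM values were computed over the counts assigned to genes, so that 10 RPM corresponds to 42.8 counts in the shallowest library and 174 counts in the deepest. The chi-square statistic between replicates of one condition was at least 3.31 per gene, so no pair of libraries differed by less than the sampling noise. Differences were tested with the quasi-likelihood test of edgeR after TMM normalization, on genes with at least 10 counts in at least 3 libraries, with Benjamini-Hochberg adjustment of the p values. HRDE-1 target genes were defined with the thresholds of the paper, that is at least 2-fold higher in the IP than in the input, an adjusted p of at most 0.05 and a mean of at least 10 RPM in the IP libraries. The published lists of WAGO- and CSR-target genes were not used here. In their place, the 7838 genes with a mean of at least 10 RPM in the wild-type inputs were grouped by their input small RNAs in the *mut-2* mutant relative to wild-type. There were 2524 *mut-2*-dependent genes, at least 2-fold lower in *mut-2* with an adjusted p of at most 0.05 from edgeR's quasi-likelihood test, and 4873 *mut-2*-independent genes, with a log2 fold change of at least -0.5. The remaining 441 genes belonged to neither class. Since the wild-type and *mut-2* inputs defined the classes, the levels of the classes in those inputs follow from the definition. Small RNAs mapping to the mutated genes were examined first. The *simr-1* gene (WBGene00015504, chromosome I, 5981778 to 5985869) had 136, 179 and 132 RPM in the 3 wild-type inputs and 35.8, 30.9 and 29.8 RPM in the 3 *simr-1* inputs, a log2 fold change of -2.14 (standard error 0.13, adjusted p = 3.6e-05 from edgeR's quasi-likelihood test). In the *simr-1 mut-2* inputs it had 33.0, 27.2 and 25.0 RPM. The *hrde-2* gene (WBGene00011324, chromosome V, 15005100 to 15006400) had 51.4, 54.6 and 39.2 RPM in the wild-type inputs and 31.0, 36.1 and 33.3 RPM in the *hrde-2* inputs, a log2 fold change of -0.37 (standard error 0.12) that did not pass the threshold (adjusted p = 0.083 from edgeR's quasi-likelihood test), although every *hrde-2* input was below every wild-type input. In the *mut-2; hrde-2* inputs it had 65.0, 66.3 and 72.0 RPM, against 70.3, 75.6 and 68.0 RPM in the *mut-2* inputs. The *mut-2* gene (WBGene00003499, chromosome I, 6356614 to 6358410), which has an exon overlapping another gene, was not lower in its mutant, with 33.0, 37.7 and 28.0 RPM in wild-type inputs and 44.4, 45.4 and 43.3 RPM in *mut-2* inputs (log2 fold change 0.10, standard error 0.15, adjusted p = 0.57 from edgeR's quasi-likelihood test; -0.03 without replicate 3). In the *mut-2; hrde-2* inputs it had 52.4, 52.3 and 53.6 RPM, and in the *simr-1 mut-2* inputs 44.4, 59.2 and 59.4 RPM. The small RNAs of the *simr-1* gene therefore separate the *simr-1* strains from the others, whereas those of *hrde-2* and *mut-2* do not identify the libraries of their mutants.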

We performed worm growth, immunoprecipitation, and small RNA library construction in triplicate for each strain. 

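The percentage of small RNA counts on each gene class was computed for each of the 36 libraries. In wild-type, *mut-2*-dependent genes received 52.1% ± 2.75 (SD, n = 3) of the counts in the inputs and 76.9% ± 0.89 in the HRDE-1 IPs. In *hrde-2*, the same genes received 59.5% ± 1.14 of the input counts and 11.1% ± 0.901 of the IP counts. The *simr-1* inputs and IPs had 47.1% ± 6.16 and 49.5% ± 0.66 on these genes. In the mutants that lack *mut-2*, they fell to 6.16% ± 0.448 of the input counts and 26.6% ± 0.218 of the IP counts in *mut-2*, to 5.82% ± 0.683 and 2.8% ± 0.0477 in *mut-2; hrde-2*, and to 3.23% ± 0.463 and 4.74% ± 0.393 in *simr-1 mut-2*. *Mut-2*-independent genes received 42.5% ± 3.32 of the wild-type input counts and 16.8% ± 1.02 of the wild-type IP counts. Their share rose from 35.8% ± 0.978 in the inputs to 84.5% ± 0.794 in the IPs of *hrde-2*, and was 47.9% ± 6.39 and 45.0% ± 0.789 in those of *simr-1*. It was 89.0% ± 0.687 and 67.9% ± 0.295 in *mut-2*, 88.9% ± 0.895 and 93.2% ± 0.068 in *mut-2; hrde-2*, and 90.9% ± 0.503 and 90.7% ± 0.512 in *simr-1 mut-2*. An exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1. The difference between IP and input reached that p for the *mut-2*-dependent share in every genotype except *simr-1* (p = 0.6, exact permutation test), and the adjusted p over the 6 genotypes was 0.12. For the *mut-2*-independent share, it did so except in *simr-1* and *simr-1 mut-2* (p = 0.5 in each, exact permutation test), with an adjusted p of 0.15 for the others. The test did not pair the input and IP of one lysate. In *simr-1 mut-2*, each IP lay slightly below its own input (91.2% against 91.5%, 90.3% against 90.7% and 90.5% against 90.6%). In *simr-1*, the differences within lysates had both signs. Each of the 6 comparisons of IP libraries between genotypes that were made for each class also reached the smallest possible p (adjusted p = 0.1, exact permutation test). Between inputs, the comparison of *simr-1* with wild-type gave p = 0.3 for both classes (exact permutation test), while those of *hrde-2*, *mut-2* and both double mutants reached p = 0.1 (adjusted p = 0.12 over the 5 comparisons). For the share of counts on *mut-2*-dependent genes in the wild-type IP, the choice that mattered most was a stricter class, at least 4-fold lower in *mut-2*, which gave 68.5%. The *mut-2*-independent share depended on the biotypes that the class holds, since with the classes limited to protein-coding genes and pseudogenes the IP exceeded the input by 13.0 percentage points in *simr-1*, 11.8 in *mut-2* and 20.8 in *simr-1 mut-2*. With the same limit, the IP minus the input moved from 4.31 to 24.1 points in *mut-2; hrde-2* and from -25.7 to -11.7 points in wild-type. Features that are or overlap rRNA, tRNA, snRNA or snoRNA genes held more of the input than of the IP counts in every genotype. They held 18.4% against 1.69% in wild-type, 21.3% against 3.13% in *simr-1*, 36.7% against 3.48% in *mut-2* and 24.6% against 3.01% in *simr-1 mut-2*. The fall of the *mut-2*-independent share from input to IP in *mut-2* can thus reflect these features.

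**Figure D1:**
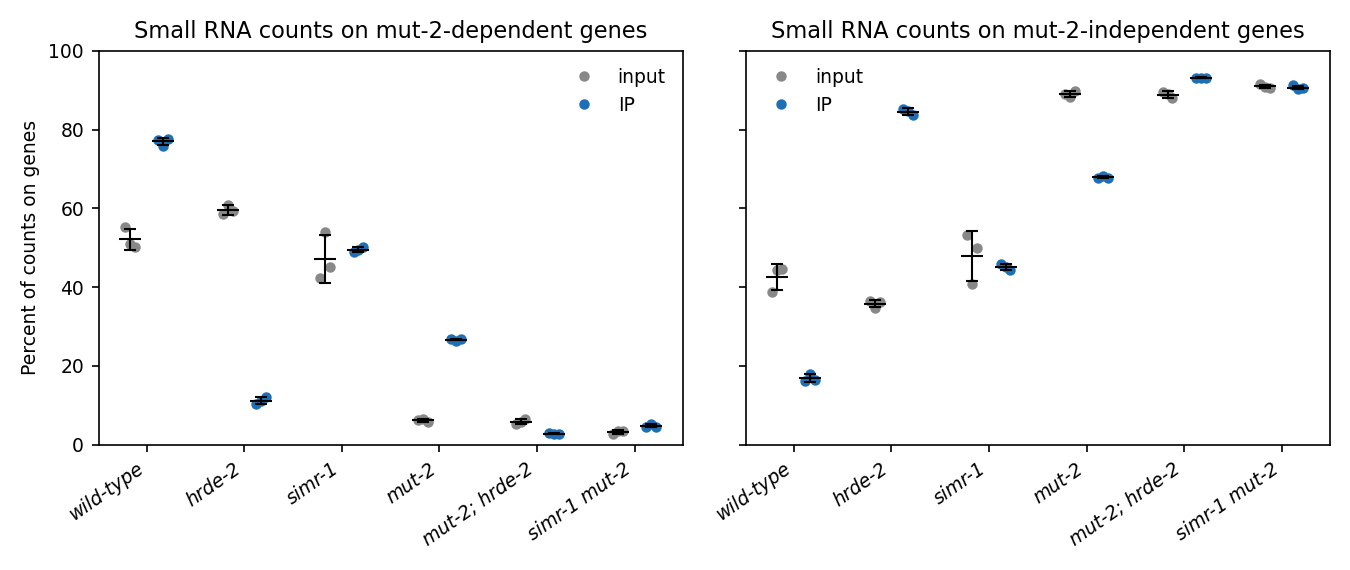
Percentage of the counts on genes that map to *mut-2*-dependent genes (left) and *mut-2*-independent genes (right) in input (grey) and HRDE-1 IP (blue) libraries of the 6 genotypes. Points are the 3 libraries, and bars give the mean and SD. In *hrde-2*, the IP libraries lie at 11.1% on *mut-2*-dependent genes, below their inputs at 59.5%, whereas in wild-type the IP libraries lie above the inputs.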

By examining the small RNA distribution for each library, we confirmed that replicates show similar levels of small RNAs mapping to CSR- and WAGO-target genes but that these levels changed significantly between mutant and wild-type strains in input and IP samples (Supplementary Fig. 5a).

By comparing the levels of small RNAs mapping to each gene in the input and IP samples, we found that HRDE-1 in a wild-type background preferentially associates with small RNAs mapping to genes previously defined as WAGO-target genes, as expected (Fig. 5a, b and Supplementary Fig. 5a, b). 

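For each replicate of the wild-type strain, the log2 ratio of IP to input RPM was computed per gene after adding 1 RPM to both, and the median was taken over each gene class. The median was 0.87 ± 0.04 (SD, n = 3) over *mut-2*-dependent genes and -1.18 ± 0.13 over *mut-2*-independent genes. The difference between the classes, which depends on the scaling between libraries only through the 1 RPM added, was 2.05 ± 0.10, with 2.07, 2.13 and 1.95 in the individual replicates. Of the alternatives tried, leaving out replicate 2 moved this difference most, to 1.96. Among the 14477 genes tested, 4205 were at least 2-fold higher and 3645 at least 2-fold lower in the IP (adjusted p of at most 0.05, edgeR's quasi-likelihood test), so that 53.6% of these genes were higher. When the counts were scaled to library size alone, the split moved to 34.9% higher, with a shift of the median over all tested genes from 0.15 to -0.20.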

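In the *hrde-2* mutant, the median log2 ratio of IP to input was -1.67 ± 0.11 (SD, n = 3) over *mut-2*-dependent genes and 1.41 ± 0.06 over *mut-2*-independent genes. The difference between the classes was -3.08 ± 0.16, with -3.23, -3.09 and -2.91 in the individual replicates. All 3 values lay below all 3 wild-type values (p = 0.1, two-sided exact permutation test, the smallest p that 3 against 3 allow). With classes restricted to genes of at least 50 RPM in wild-type inputs, the difference in *hrde-2* was -3.73. Among the 12841 genes tested in this strain, 3663 were at least 2-fold higher and 5380 at least 2-fold lower in the IP (adjusted p of at most 0.05, edgeR's quasi-likelihood test).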

When we immunoprecipitated HRDE-1 from *hrde-2* mutant animals, we observed a striking change in the HRDE-1-bound small RNAs, where HRDE-1 now preferentially associates with small RNAs mapping to genes previously defined as CSR targets^74^. 

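The loss of small RNAs in the *mut-2* mutant was measured over the HRDE-1 target genes of wild-type. These genes received 25.3% ± 0.865 (SD, n = 3) of the wild-type input counts and 5.28% ± 0.168 of the *mut-2* input counts, a fall of 79.1% ± 0.665 (p = 0.1, two-sided exact permutation test, the smallest possible). The fall was 80.2% with RPM computed over mapped reads, 83.5% with TMM-scaled counts, and 88.2% when *mut-2*-dependent genes, which are defined by that loss, took the place of the target genes. In the *mut-2* mutant, the median log2 ratio of IP to input was 0.66 ± 0.08 over *mut-2*-dependent genes and 0.18 ± 0.02 over *mut-2*-independent genes. The difference between the classes was 0.48 ± 0.09, larger than the spread of the 3 replicates (0.40, 0.45 and 0.58). In the *mut-2; hrde-2* double mutant, the medians were -0.24 ± 0.11 and 0.31 ± 0.05, and the difference was -0.54 ± 0.11 (-0.49, -0.47 and -0.67). Every *mut-2; hrde-2* replicate lay below every *mut-2* replicate (p = 0.1, exact permutation test). The median log2 change of *mut-2*-dependent genes in *mut-2* inputs was -3.98, and the 1 RPM added shrinks the ratios of genes this low. These differences may therefore be too small. With classes of at least 50 RPM in wild-type inputs, they were 0.73 in *mut-2* and -0.79 in *mut-2; hrde-2*. The enrichment in the IP over the input was also compared between the strains in one model. Of the 12901 genes tested, 2768 were at least 2-fold less enriched in *mut-2; hrde-2* than in *mut-2* and 227 at least 2-fold more (adjusted p of at most 0.05, edgeR's quasi-likelihood test of the interaction). The less enriched genes included 1165 *mut-2*-dependent genes and 312 *mut-2*-independent genes. Without replicate 2, the number of more enriched genes was 102.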

Even in a *mut-2* mutant, where WAGO-class small RNAs are depleted by 86.2%, HRDE-1 is strongly associated with the remaining small RNAs mapping to WAGO-target genes, and this enrichment is lost in the *mut-2; hrde-2* double mutant (Fig. 5a, b and Supplementary Fig. 5a, b). We next examined the distribution of HRDE-1-bound small RNAs across WAGO- and CSR-target gene bodies in wild-type and the *hrde-2* mutant, and CSR-1-bound small RNAs across the same genes^74^. In wild-type animals, HRDE-1-bound small RNAs are relatively evenly distributed across WAGO-target genes, while CSR-1-bound small RNAs were enriched towards the 3’ ends of CSR-target genes, consistent with previous reports (Fig. 5c)^49,75,76^. HRDE-1-bound small RNAs in the *hrde-2* mutant were enriched towards the 3’ ends of CSR-target genes, similar to CSR-1 (Fig. 5c). These data are consistent with HRDE-1 binding CSR-class small RNAs produced by the RdRP EGO-1 in the *hrde-2* mutant, and not by the *mutator* complex, which normally produces WAGO-class 22G-RNAs, aberrantly producing small RNAs from CSR-target RNAs. Together, these results demonstrate that HRDE-2 plays a critical role in promoting HRDE-1 specificity for WAGO-class 22G-RNAs.

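To test the difference between the strains itself, the IP-to-input ratio in *hrde-2* was compared with that in wild-type as an interaction over the 12 libraries. Of 15444 genes tested, 5200 were at least 2-fold more enriched and 5581 at least 2-fold less enriched in *hrde-2* than in wild-type (adjusted p of at most 0.05, edgeR's quasi-likelihood test). The more enriched genes included 4034 *mut-2*-independent and 58 *mut-2*-dependent genes, and the less enriched genes included 2072 *mut-2*-dependent and 78 *mut-2*-independent genes. The number of less enriched genes rose most, to 6545, when all 36 libraries were fitted together with a term for the group given by the suffix of the library name. The largest rise was at Y59A8B.25 (WBGene00044794, chromosome V, 18053778 to 18055397), with 1.21 ± 0.26 RPM (SD, n = 3) in the wild-type IP and 28.7 ± 8.4 RPM in the *hrde-2* IP, while its inputs held 2.87 ± 0.814 and 3.24 ± 0.734 RPM. The log2 difference in enrichment was 4.18 (standard error 0.47, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test), and it stayed between 3.32 and 4.61 with each replicate left out in turn. The protein-coding genes *sek-1* (WBGene00004758, chromosome X, 7816720 to 7821045) and *arch-1* (WBGene00016621, chromosome I, 10624464 to 10625387) followed with log2 differences of 4.07 (standard error 0.51, adjusted p = 4.8e-06 from edgeR's quasi-likelihood test) and 4.04 (standard error 0.38, adjusted p = 2.8e-07 from the same test). All 3 genes had less than 10 RPM in the wild-type inputs and thus belong to neither class. The largest falls were at C31H2.4 (WBGene00016294, chromosome X, 5155093 to 5159667), C32B5.18 (WBGene00235351, chromosome II, 960533 to 960857) and T26E3.8 (WBGene00012041, chromosome I, 12657762 to 12659446), each with at most 3 counts in every *hrde-2* IP library. In the wild-type IP they had 12.8 ± 7.14, 11.2 ± 4.12 and 11.8 ± 2.22 RPM. With each *hrde-2* IP library set to 3 counts, they were 46.6-fold, 40.8-fold and 42.8-fold lower there. The observed counts were 0 to 2 for C31H2.4, 3 in each library for C32B5.18 and 2 to 3 for T26E3.8. For C32B5.18 the fold is thus the observed ratio without a margin for counting error, and for T26E3.8 the margin is small. C32B5.18 has an exon that overlaps another gene, so its count is uncertain.

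**Figure D2:**
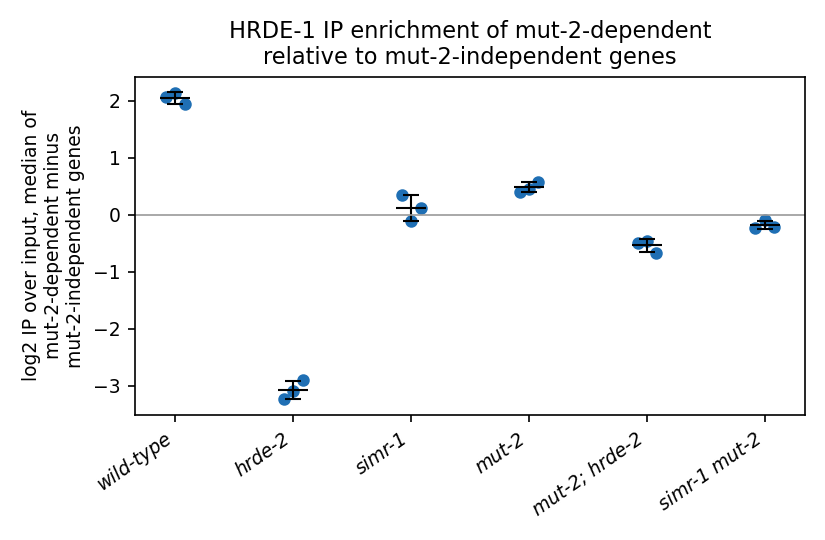
Median log2 ratio of IP to input over *mut-2*-dependent genes minus that over *mut-2*-independent genes, for each replicate (points), with the mean and SD (bars), in the 6 genotypes. Values above 0 mean higher HRDE-1 enrichment of *mut-2*-dependent genes. The wild-type replicates lie near 2.05 and the *hrde-2* replicates near -3.08.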

**Fig. 5:**
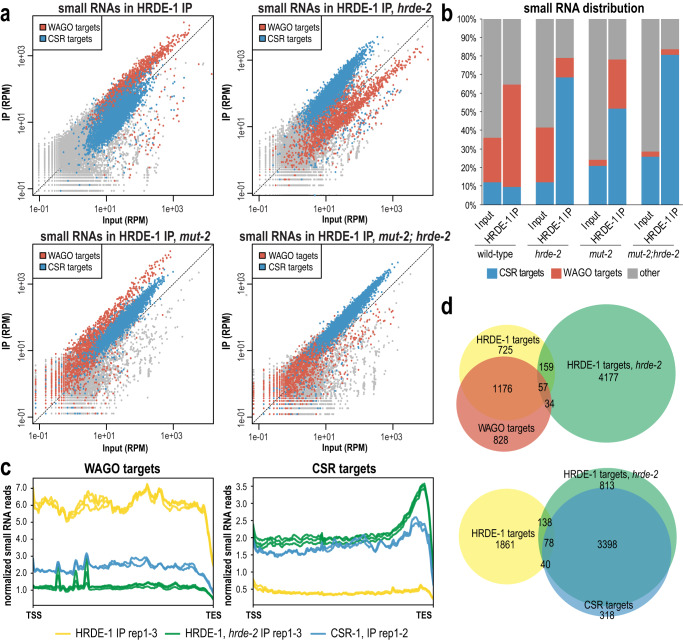
HRDE-2 promotes specificity of HRDE-1 for WAGO-class small RNAs. **a** Normalized HRDE-1 IP compared to input small RNA reads for wild-type, *hrde-2*, *mut-2*, and *mut-2; hrde-2* mutants from day 1 adults. WAGO-target and CSR-target genes are indicated in red and blue, respectively. One representative replicate is shown. **b** Percentage of reads from HRDE-1 input and IP small RNA libraries mapping to CSR-target genes, WAGO-target genes, or other genes in wild-type, *hrde-2*, *mut-2*, and *mut-2; hrde-2* mutants. The percentage of reads is an average of three replicate libraries. Individual libraries are shown in Supplementary Fig. S5a. **c** Density plot of small RNA enrichment on WAGO targets and CSR targets in HRDE-1 IP (yellow), HRDE-1 IP in the *hrde-2* mutant (green), and CSR-1 IP (blue). Transcription start site (TSS) to transcription end site (TES) were plotted using normalized small RNA reads. Each of two or three replicates are represented as individual lines. **d** Venn diagrams indicate overlap of genes enriched for small RNAs in HRDE-1 IP from wild-type and *hrde-2* mutants compared to WAGO targets (top) and CSR targets (bottom). HRDE-1 target genes in wild-type and *hrde-2* mutants are defined as at least twofold enriched in the IP, with at least 10 RPM in IP samples and a DESeq2 adjusted *p* value ≤ 0.05 (see Supplementary Data 4 for gene lists).

To define the HRDE-1 target genes in wild-type and each mutant, we generated a list of genes with complementary small RNAs at least twofold enriched in the IP compared to input, with at least 10 reads per million (RPM) in the input or IP samples, and with a DESeq2 adjusted *p* value of ≤0.05. Comparing these lists to known targets of the CSR and WAGO pathways^50,74^, we find that, in wild-type animals, the majority (58.24%, 1233 of 2117) of HRDE-1 target genes are WAGO-target genes while only 5.57% (118 of 2117) are CSR-target genes. In contrast, in the *hrde-2* mutant, the majority (78.52%, 3476 of 4427) of HRDE-1 target genes are CSR-target genes while only 2.06% (91 of 4427) are WAGO-target genes (Fig. 5d). 

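From the wild-type libraries, 2508 genes passed the thresholds for HRDE-1 target genes. Of these, 1602 (63.9%) were *mut-2*-dependent and 170 (6.78%) were *mut-2*-independent, and the other 736 were in neither class. For 465 of the target genes (18.5%), an exon overlaps another gene and the count is uncertain. Scaling by library size alone moved the number of target genes most, to 1690.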

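In the *hrde-2* mutant, 3401 genes passed, of which 44 (1.29%) were *mut-2*-dependent and 2988 (87.9%) were *mut-2*-independent. The count of *mut-2*-dependent target genes fell to 14 with the class defined as at least 4-fold lower in *mut-2*. Only 132 genes were targets in both wild-type and *hrde-2*, against 673 that chance would give among the 12232 genes tested in both (odds ratio 0.115, p = 1.3e-207, Fisher's exact test). Genes are not independent, so this p describes the lists only. An exon overlaps another gene for 887 of the *hrde-2* target genes (26.1%).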

The *mut-2* mutant and *mut-2; hrde-2* mutant also show similar trends, where in the *mut-2* mutant, 75.54% (729 of 965) of HRDE-1 target genes are WAGO-target genes while only 8.91% (86 of 965) are CSR-target genes. 

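In the *mut-2* mutant, 924 of 12404 genes tested were HRDE-1 target genes. They comprised 722 *mut-2*-dependent genes (78.1%) and 90 *mut-2*-independent genes (9.74%). Wild-type and *mut-2* shared 707 target genes, 76.5% of those found in *mut-2*, where chance would give 178 (odds ratio 19.5, Fisher's exact test).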

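Of 11260 genes tested in the *mut-2; hrde-2* mutant, 176 were HRDE-1 target genes. There were 28 *mut-2*-dependent genes (15.9%) and 93 *mut-2*-independent genes (52.8%) among them. The number of target genes depended on the filter and on the model, rising to 451 with no filter on low counts and to 374 with all 36 libraries in one fit. The *mut-2* and *mut-2; hrde-2* mutants had 36 target genes in common, against 13.6 by chance (odds ratio 3.17, p = 4.8e-08, Fisher's exact test). With library-size scaling, 72 target genes were shared.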

In the *mut-2; hrde-2* mutant, 8.98% (53 of 590) of HRDE-1 target genes are WAGO-target genes and 69.15% (408 of 590) are CSR-target genes (Supplementary Fig. 5c). Therefore, we conclude that HRDE-1 is enriched for small RNAs mapping to CSR-target genes, rather than WAGO-target genes, in a *hrde-2* mutant.

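The IP libraries of *hrde-2* and wild-type were also compared directly, without the inputs. Of 13654 genes tested, 4938 were at least 2-fold higher and 6155 at least 2-fold lower in the *hrde-2* IP (adjusted p of at most 0.05, edgeR's quasi-likelihood test). Of the higher genes, 3906 were *mut-2*-independent and 33 *mut-2*-dependent, and of the lower genes, 104 were *mut-2*-independent and 2210 *mut-2*-dependent. The number of lower genes was 8491 with no filter on low counts, the largest change among the alternatives. The paper's reasoning proceeds from the comparison of IP and input in each strain to lists of target genes, and from there to the known targets of each pathway. It finds that the target genes of HRDE-1 in wild-type and in *mut-2* are mostly WAGO-target genes, whereas those in *hrde-2* and in *mut-2; hrde-2* are mostly CSR-target genes (Fig. 5d, Supplementary Fig. 5c). From this exchange of target classes upon loss of HRDE-2, the paper concludes that HRDE-1 in the *hrde-2* mutant is enriched for small RNAs of CSR-target genes in place of those of WAGO-target genes.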

We next examined HRDE-1 associated small RNAs in the *simr-1* mutant and the *simr-1 mut-2* double mutant. We found that, similar to the *hrde-2* mutant, HRDE-1 associates with small RNAs mapping to CSR-target genes in the *simr-1* mutant and the *simr-1 mut-2* mutant (Supplementary Fig. 5a, d). 

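In the *simr-1* mutant, 683 of 13711 genes tested were HRDE-1 target genes, of which 456 (66.8%) were *mut-2*-dependent and 81 (11.9%) were *mut-2*-independent. This number changed with the processing. It was 1444 with library size alone and 2054 with all 36 libraries in one fit, against 695 with DESeq2. The split of genes at least 2-fold higher against lower in the IP moved from 28.1% higher (1154 against 2959 genes) to 48.0% with library size alone, where the median over all tested genes shifted from -0.01 to 0.33. Within replicates, the median log2 ratio of IP to input was 0.52 ± 0.18 (SD, n = 3) over *mut-2*-dependent genes and 0.40 ± 0.10 over *mut-2*-independent genes, a difference of 0.12 ± 0.23 that is smaller than the spread between replicates. In the *simr-1 mut-2* mutant, the medians were 0.11 ± 0.09 and 0.29 ± 0.11, with a difference of -0.18 ± 0.07. The 1 RPM added shrinks the ratios of *mut-2*-dependent genes, which are low without *mut-2*. In *simr-1 mut-2*, 214 of 11558 genes tested were target genes, 97 of them (45.3%) *mut-2*-dependent and 62 (29.0%) *mut-2*-independent. Without replicate 2, 57 of the target genes were *mut-2*-dependent. The number of target genes in *simr-1 mut-2* was 331 with library size alone, 370 with no filter on low counts and 370 with all libraries in one fit. Wild-type and *simr-1* had 607 target genes in common, 88.9% of those in *simr-1* (odds ratio 44.4, Fisher's exact test), and *mut-2* and *simr-1 mut-2* had 108 in common (odds ratio 13.6, p = 2.1e-63, Fisher's exact test).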

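The HRDE-1 enrichment in *hrde-2* was compared with that in *simr-1* in one model. The IP-to-input ratio was at least 2-fold lower in *hrde-2* than in *simr-1* for 4587 of 14469 genes tested, including 2003 *mut-2*-dependent and 63 *mut-2*-independent genes (adjusted p of at most 0.05, edgeR's quasi-likelihood test of the interaction). It was at least 2-fold higher in *hrde-2* for 2118 genes, including 1684 *mut-2*-independent and 20 *mut-2*-dependent genes. The share of higher genes was 31.6% with TMM normalization, 57.1% with DESeq2 (4898 higher, 3673 lower) and 48.5% with library size alone (3920 higher, 4168 lower), while the median over all tested genes shifted from 0.03 to 0.53 and 0.30. Without replicate 2, 3779 genes were higher. The difference between the gene classes, to which such shifts contribute only through the 1 RPM added, was lower in each *hrde-2* replicate than in each *simr-1* replicate (0.35, -0.11 and 0.12 in *simr-1*, p = 0.1, two-sided exact permutation test). The target genes of *hrde-2* and *simr-1* overlapped in 87 genes, fewer than the 185 expected by chance (odds ratio 0.376, p = 1.2e-20, Fisher's exact test). With library size alone, the overlap was 499 genes against 459 expected (odds ratio 1.15, p = 0.018, Fisher's exact test over genes, which are not independent), so a deficit was not found under that scaling.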

Interestingly, compared to the *hrde-2* mutant, the reduction in association with small RNAs mapping to WAGO-target genes is more modest in the *simr-1* mutant, resulting in enrichment for both WAGO-class and CSR-class 22G-RNAs in HRDE-1 IPs from the *simr-1* mutant. Thus, SIMR-1, like HRDE-2, is required to prevent loading of CSR-class 22G-RNAs into HRDE-1 and to promote loading of WAGO-class 22G-RNAs into HRDE-1, albeit to a lesser extent than HRDE-2.

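Relative to wild-type, the IP-to-input ratio in *simr-1* was at least 2-fold lower for 3432 of 15524 genes tested and at least 2-fold higher for 1444 (adjusted p of at most 0.05, edgeR's quasi-likelihood test of the interaction). The lower genes included 1446 *mut-2*-dependent and 149 *mut-2*-independent genes, and the higher genes 1348 *mut-2*-independent and 2 *mut-2*-dependent genes. The balance between higher and lower genes depended on the scaling, since 29.6% were higher with TMM normalization, 60.6% with DESeq2 (2604 higher, 1696 lower) and 90.3% with library size alone (4128 higher, 445 lower). The median over all tested genes moved from -0.64 to -0.29 and 0.22. Without replicate 3, the number of lower genes was 42.9% of that with all replicates. The difference between the class medians, which is affected by the scaling only through the 1 RPM added, was smaller in every *simr-1* replicate than in every wild-type replicate (p = 0.1, two-sided exact permutation test). In the background of *mut-2*, 1420 of 13174 genes were at least 2-fold less enriched in *simr-1 mut-2* than in *mut-2*, including 720 *mut-2*-dependent and 181 *mut-2*-independent genes, and 14 were at least 2-fold more enriched (adjusted p of at most 0.05, edgeR's quasi-likelihood test). With each replicate left out in turn, between 638 and 894 genes were less enriched. The number of more enriched genes was 122 without replicate 1 and 0 without replicate 2, where 47 genes had an unadjusted p under 0.05, and it was 34 when the input and IP of one lysate were paired.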

Lastly, we examined the changes in total small RNA levels in *hrde-2* and *simr-1* mutants using the input samples from our HRDE-1 IP experiment. We found that both *hrde-2* and *simr-1* mutants show an increase in small RNAs mapping to CSR-target genes and histone genes, which was observed previously for *simr-1*^50^ (Supplementary Fig. 5e). Additionally, both *hrde-2* and *simr-1* mutants have a significant reduction in small RNAs mapping to WAGO-target and piRNA-target genes (Supplementary Fig. 5e, f). 

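In the input libraries, the *mut-2*-independent genes had a median log2 fold change of 0.06 ± 0.04 (SD of 3 replicates) in *hrde-2* and 0.17 ± 0.11 in *simr-1* relative to wild-type, against medians of 0.01 and 0.07 over all genes tested. The sign in *hrde-2* depended on the scaling, since the replicate medians computed from RPM without TMM normalization were -0.10, -0.10 and -0.03, and those in *simr-1* were 0.22, 0.11 and 0.01. Few of these genes passed the thresholds, 20 being at least 2-fold higher in *hrde-2* and 16 in *simr-1* (adjusted p of at most 0.05 from edgeR's quasi-likelihood test and at least 10 RPM). The annotation holds 72 histone genes, of which 62 had at least 10 RPM in the inputs of wild-type, *hrde-2* or *simr-1*, and 11 have an exon overlapping another gene. Their median log2 fold change was 0.51 ± 0.13 (SD of 3 replicates) in *hrde-2* and 0.69 ± 0.16 in *simr-1*, where all genes of that level had medians of 0.01 and 0.11. The SD is that of the medians of single replicates, which were 0.51, 0.31 and 0.29 in *hrde-2* and 0.78, 0.47 and 0.68 in *simr-1*. Both fitted histone medians exceeded those of all 10000 random lists of the same size matched on expression. Genes are not independent, and the random lists do not allow for that. Of the 62 histone genes, 56 were higher in *hrde-2* and 54 in *simr-1*, and 12 and 26 were at least 2-fold higher with an adjusted p of at most 0.05 (edgeR's quasi-likelihood test, the same numbers when adjusted over the list alone), while none was at least 2-fold lower. Scaling by library size alone moved the histone median in *hrde-2* most, to 0.36.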

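Of 13782 genes tested in the inputs, 808 were at least 2-fold lower and 351 at least 2-fold higher in *hrde-2* than in wild-type (adjusted p of at most 0.05 from edgeR's quasi-likelihood test and at least 10 RPM). In *simr-1*, 1001 of 13642 genes were lower and 145 higher. Nearly all lower genes were *mut-2*-dependent, 796 in *hrde-2* and 992 in *simr-1*, and 638 and 827 of them were HRDE-1 target genes in wild-type. The *mut-2*-dependent genes had a median log2 fold change of -0.45 in *hrde-2* and -0.67 in *simr-1*. In each replicate of both mutants the median was below the wild-type mean, at -0.52, -0.62 and -0.63 in *hrde-2* and -0.84, -0.55 and -0.73 in *simr-1*, computed from RPM with 1 RPM added. Because these genes were chosen in part by the wild-type inputs that both mutants are compared with, a share of this fall can follow from that choice, and *hrde-2* also had 214 *mut-2*-dependent genes that were higher. Computing RPM over mapped reads moved the count of lower genes in *hrde-2* most among the alternatives, to 585.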

The majority of WAGO-target and piRNA-target genes overlap, but there is a subset of WAGO-targets that are piRNA and PRG-1 independent. Using a list of WAGO-target genes whose small RNAs are either unchanged or increased in *prg-1* mutants^50^, we found that small RNAs mapping to these PRG-1-independent WAGO-target genes are not reduced in *hrde-2*, similar to what was previously observed for *simr-1* (Supplementary Fig. 5e)^50^. In addition, the small RNAs depleted in *hrde-2* and *simr-1* mutants largely overlap with one another and with the piRNA-target genes (Supplementary Fig. 5g). Together, these data support that HRDE-2 and SIMR-1 function in the same pathway and downstream PRG-1, although some differences do exist in the affected small RNA targets in each mutant.

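Of the genes with lower input small RNAs in *hrde-2* and in *simr-1*, 598 were shared, which is 74.0% of the *hrde-2* genes and 59.7% of the *simr-1* genes. Among the 7838 genes compared, chance would give 103 shared genes (odds ratio 46.8, Fisher's exact test over genes, which are not independent). Both mutants were compared with the same wild-type inputs. In 20 simulated pairs of unchanged groups, each against its own simulated wild-type inputs, at most 2 genes passed as lower in a group and 0 were shared. Genes varied independently of one another in the simulation. It therefore cannot show how much deviations common to many genes of the real wild-type inputs add to the overlap. Without replicate 3, 435 genes were shared, and with library size alone 679 were, the lowest and highest numbers among the alternatives set beforehand, and with RPM over mapped reads, chosen after seeing the data, 426 were.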

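Across the genes compared, the log2 fold changes of the *hrde-2* and *simr-1* inputs relative to wild-type had a Pearson r of 0.597 and a Spearman rho of 0.538, where genes are not independent replicates. Since the wild-type inputs are shared, unchanged groups gave a median r of 0.496 in the simulation, so a positive correlation arises without any effect of the mutations. The inputs of the double mutants were compared with those of *mut-2*. In *mut-2; hrde-2*, 297 of 11384 genes were at least 2-fold lower and 25 higher than in *mut-2*, and in *simr-1 mut-2*, 386 of 11441 were lower and 186 higher (adjusted p of at most 0.05 from edgeR's quasi-likelihood test and at least 10 RPM). The share of higher genes was 7.76% and 32.5% with TMM normalization and 32.1% and 59.9% with library size alone, where the medians over all tested genes shifted from 0.00 to 0.29 and 0.30. The counts of higher genes also hung on single replicates, with 15 in *mut-2; hrde-2* without replicate 3 and 285, 35 and 29 in *simr-1 mut-2* without replicates 1, 2 and 3. The count of lower genes in *simr-1 mut-2* was 640 without replicate 1.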

### HRDE-1-targeting is not sufficient to silence CSR-target genes

Our data demonstrate that HRDE-1 binds to CSR-class small RNAs and localizes to the nucleus in a *hrde-2* mutant. To determine if HRDE-1 regulates CSR-target gene expression in a *hrde-2* mutant, we performed mRNA sequencing in wild-type, *hrde-2*, and *hrde-1* one-day-old adult animals. Comparing mRNA reads in *hrde-2* and *hrde-1* mutants to wild-type, we did not observe a substantial change in CSR-target gene expression (Fig. 6a, c and Supplementary Fig. 6a), which suggests that the CSR-target genes are not silenced in a *hrde-2* mutant. We hypothesize that there might exist other mechanisms that prevent HRDE-1 from silencing those CSR-target genes co-transcriptionally, or there are antagonistic mechanisms promoting CSR-target gene expression despite HRDE-1 silencing them co-transcriptionally.

**Fig. 6:**
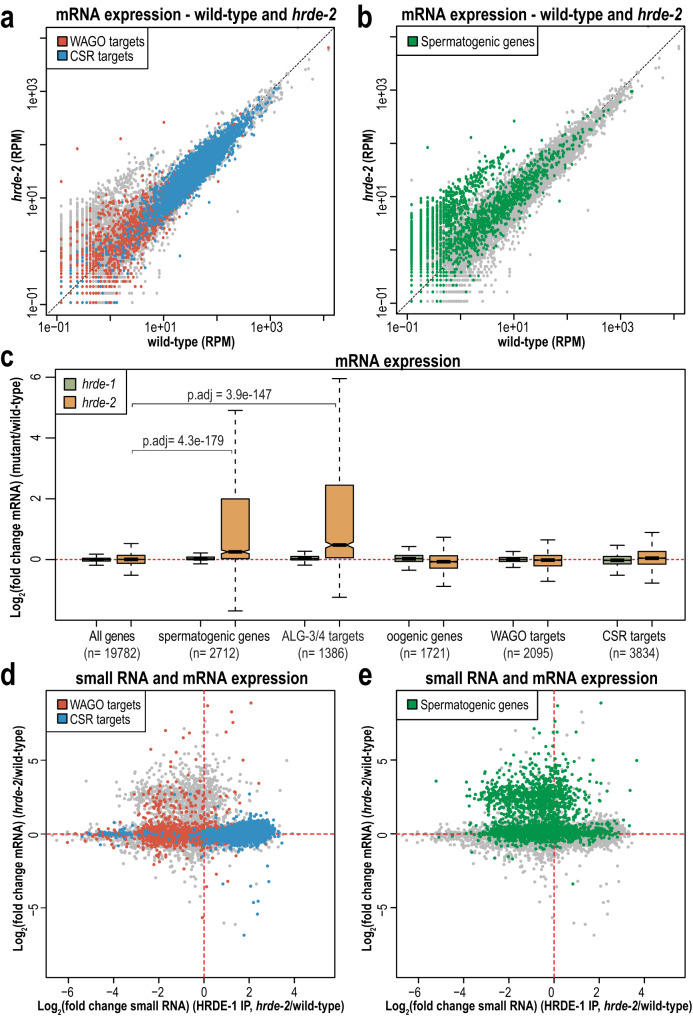
Spermatogenic genes are de-silenced in a *hrde-2* mutant. **a** Normalized mRNA reads in *hrde-2* mutants compared to wild-type from day 1 adults. WAGO-target and CSR-target genes are indicated in red and blue, respectively. One representative replicate is shown. **b** Normalized mRNA reads in *hrde-2* mutants compared to wild-type from day 1 adults. Spermatogenic genes are indicated in green. One representative replicate is shown. **c** Box plots depicting log_2_(fold change mRNA abundance) in *hrde-1* and *hrde-2* mutants compared to wild-type for three biological replicates. Bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represent the most extreme data points within 1.5 times the interquartile range, excluding outliers. Two-tailed *t*-tests were performed to determine statistical significance and *p* values were adjusted for multiple comparisons. Adjusted *p* values are a comparison of the indicated gene list to all genes in the *hrde-2* mutant. **d** Scatter plot displaying each gene as a function of its log_2_ fold change for the level of small RNAs immunoprecipitated by HRDE-1 (x-axis) and mRNA expression (y-axis) in *hrde-2* mutant compared to wild-type. WAGO class and CSR class genes are indicated in red and blue, respectively. **e** Scatter plot displaying each gene as a function of its log_2_ fold change for the level of small RNAs immunoprecipitated by HRDE-1 (x-axis) and mRNA expression (y-axis) in *hrde-2* mutant compared to wild-type. Spermatogenic genes are indicated in green.

Although HRDE-1 does not silence CSR-target genes in the *hrde-2* mutant, we observed that there is a group of upregulated genes. By examining the genes in this group, we determined that these upregulated genes are spermatogenic genes and targets of the ALG-3/4 pathway (Fig. 6b, c)^17,77^. Surprisingly, the expression of spermatogenic genes in the *hrde-1* mutant was largely unchanged compared to wild-type (Fig. 6c and Supplementary Fig. 6b), which is in contrast to previous work indicating that spermatogenic genes are negatively regulated by HRDE-1^78^. This discrepancy may be due to differences in developmental staging, since we are looking at day-one adults while Cornes et al. (2022) were using L4-stage animals. Thus, together with previously published data^78^, our results indicate that both HRDE-1 and HRDE-2 negatively regulate spermatogenic genes, though neither mutant substantially affects CSR- or WAGO-target gene expression.

Next, we compared changes in small RNA enrichment following HRDE-1 IP to changes in mRNA expression in a *hrde-2* mutant relative to wild-type. We found that the majority of CSR-target genes have no change in mRNA expression in a *hrde-2* mutant compared to wild-type, despite CSR-class 22G-RNAs being highly enriched in the HRDE-1-loaded small RNAs in *hrde-2* mutants. Interestingly, a handful of CSR-target genes do show both enrichment in HRDE-1 IPs and reduced mRNA expression in the *hrde-2* mutant. Similarly, the majority of WAGO-target genes have no change in mRNA expression in the *hrde-2* mutant compared to wild-type, though the WAGO-class 22G-RNAs are no longer associated with HRDE-1 in the *hrde-2* mutant. However, like for CSR-1, a subset of genes (3.4%, 67 of 1962 total WAGO targets) do show a 2-fold or greater increase in mRNA expression that correlates with a 2-fold or greater reduction in HRDE-1 small RNA loading in the *hrde-2* mutant compared to wild-type (Fig. 6d). Similarly, 13.5% of spermatogenic genes (349 of 2593 genes) have both a 2-fold or greater increase in mRNA expression and a 2-fold or greater reduction in HRDE-1 small RNA loading in the *hrde-2* mutant compared to wild-type (Fig. 6e and Supplementary Fig. 6c, d). These results indicate that a subset of WAGO-target and spermatogenic genes are normally targeted by HRDE-1 in adult animals, and when that targeting is lost in a *hrde-2* mutant, they show an increase in mRNA expression. These results are consistent with a recent publication demonstrating that piRNAs can trigger transcriptional silencing of spermatogenic genes mediated by HRDE-1^78^. 

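The 67 genes are listed in Supplementary Data 6, and all were tested in the IP libraries. Their median log2 fold change between the *hrde-2* IP and the wild-type IP was -3.23 ± 0.22 (SD of 3 replicates), below all 10000 random lists of the same size matched on expression, whose median was 1.01. Of the 67 genes, 62 were at least 2-fold lower and none higher (adjusted p of at most 0.05, edgeR's quasi-likelihood test, the same numbers when adjusted over the list alone). The study chose the list on these samples, so its fall is not independent evidence. The median level was 297 RPM in the wild-type IP and 30.5 RPM in the *hrde-2* IP, and 130 and 138 RPM in the corresponding inputs. In wild-type, 33 of the genes were HRDE-1 target genes. With library size alone, the median of the list was -2.89, and without replicate 1 it was -2.92.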

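Of the 349 genes listed in Supplementary Data 6, 207 had enough counts in the IP libraries to be tested. Their median log2 fold change between the *hrde-2* IP and the wild-type IP was -1.62 ± 0.28 (SD of 3 replicates), which lay at the 32.34 percentile of 10000 random lists matched on expression, and 2 genes at or under 3 counts in one of the strains did not change it when set to their bound. At least 2-fold lower in the *hrde-2* IP were 129 genes and at least 2-fold higher 8 (adjusted p of at most 0.05, edgeR's quasi-likelihood test, the same numbers when adjusted over the list alone, which the study chose on these samples). Small RNAs on these genes were sparse, with median levels of 2.47 RPM in the wild-type input, 1.02 RPM in the wild-type IP, 5.17 RPM in the *hrde-2* input and 0.851 RPM in the *hrde-2* IP. In the wild-type IP, 70 of the genes had at least 10 RPM, and 41 were HRDE-1 target genes. Within *hrde-2*, all 320 genes that could be tested were at least 2-fold lower in the IP than in the input, with a median of -2.60 ± 0.04. The small RNA values listed with these genes correlated with this comparison (Pearson r 0.986). The list may therefore have been chosen on it, in which case this fall is not independent evidence. Within wild-type, 78 of 275 genes were at least 2-fold lower and 56 at least 2-fold higher in the IP, and the median was 0.00 ± 0.10. In the inputs, 119 genes were at least 2-fold higher in *hrde-2* than in wild-type (175 when adjusted over the list alone), and the median log2 fold change was 1.11 ± 0.27. These input calls had no RPM minimum, and only 84 of the 349 genes had at least 10 RPM in the *hrde-2* input. Of the 67 WAGO-target genes with increased mRNA, 41 are also among the 349.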

While we do not observe a similar upregulation of spermatogenic genes in *hrde-1* mutants (Supplementary Fig. 6b), we hypothesize that subtle differences in developmental timing between the *hrde-1* and *hrde-2* mutants and differences in staging between our experiments and Cornes et al.^78^ could lead to this disparity. It will be interesting to further investigate differences between the subset of WAGO-class and spermatogenic genes for which mRNA expression is upregulated upon loss of HRDE-1 targeting, and those for which mRNA expression is unchanged.

### HRDE-1 promotes H3K9me3 deposition at CSR targets in a *hrde-2* mutant

It has been shown previously that HRDE-1 binds WAGO-class small RNAs and recruits methyltransferases (e.g. MET-2, SET-25, SET-32) to deposit the H3K9me3 silencing signal on its target genes^35,79–81^. Here, we have shown that HRDE-1 loads CSR-class small RNAs in a *hrde-2* mutant but does not silence CSR-class genes at the mRNA level. To determine if HRDE-1 promotes H3K9me3 deposition onto CSR-class genes in a *hrde-2* mutant, we examined the levels of H3K9me3 across the genome in wild-type, *hrde-2*, and *hrde-1* mutants. We first isolated germline nuclei from one-day-old adult animals and then performed CUT&Tag sequencing targeting the H3K9me3 modification in the isolated germline nuclei^82,83^ (Fig. 7a). CUT&Tag libraries were constructed with biological triplicates for each strain, and replicates showed a high correlation with one another (Supplementary Fig. 7a). To validate the specificity of the antibody, we included the SNAP-CUTANA spike-in control (EpiCypher) which is a panel of modified DNA-barcoded designer nucleosomes. Surprisingly, we discovered that the anti-H3K9me3 antibody (abcam-ab889b), in addition to recognizing H3K9me3, demonstrates significant cross-reactivity with two other tri-methyl silencing marks, H3K27me3 and H4K20me3^84,85^ (Supplementary Fig. 7b). Since this anti-H3K9me3 antibody has been widely used in previous research for ChIP-qPCR and ChIP-seq to characterize H3K9me3 methylation levels in different organisms including *C. elegans*^40–42,79,81,86–88^, we continued our downstream analysis with the caveat that we may be assaying multiple silencing marks (H3K9me3, H3K27me3, and H4K20me3) simultaneously.

**Fig. 7:**
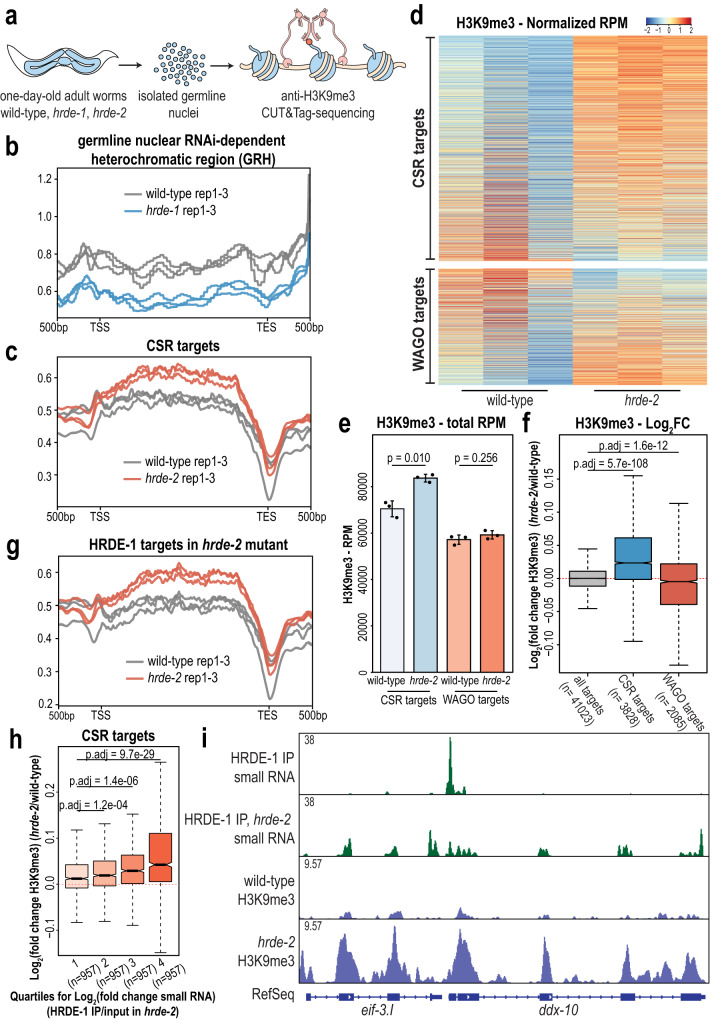
H3K9me3 is enriched at CSR-1 target genes in *hrde-2* mutants. **a** Schematic representation of germline nuclei isolation followed by CUT&Tag sequencing. **b** Density plot of H3K9me3 level on germline nuclear RNAi-dependent heterochromatic region (GRH) with one point five log fold threshold in wild-type (gray) and *hrde-1* mutants (blue). **c** Density plot of H3K9me3 level on CSR-target genes in wild-type (gray) and *hrde-2* mutants (red). **d** Heatmap of CSR targets (top) and WAGO targets (bottom) normalized H3K9me3 RPM reads in wild-type (left three lanes) and *hrde-2* mutants (right three lanes). **e** Total RPM of CSR targets (blue) and WAGO targets (red) in wild-type and *hrde-2* mutants. Bar graphs representing mean for three biological replicates and error bars indicate Standard Deviation (SD). Two-tailed *t*-tests were performed to determine statistical significance. **f** Log_2_(fold change H3K9me3) of all targets (gray), CSR targets (blue), and WAGO targets (red) in wild-type and *hrde-2* mutants. **g** Density plot of H3K9me3 level on WAGO-target genes in wild-type (gray) and *hrde-2* mutants (red). **h** Log_2_(fold change) of H3K9me3 at CSR targets, sorted into 4 quartiles based on the log_2_(fold change) of small RNAs(HRDE-1 IP/input in *hrde-2*). The first quartile represents CSR targets with the lowest HRDE-1 IP/input small RNA log_2_(fold change), and the fourth quartile includes CSR targets with the highest HRDE-1 IP/input small RNA log_2_(fold change). **i** Normalized small RNA and H3K9me3 read distribution across two CSR target genes (*eif-3.I* and *ddx-10*) in wild-type and *hrde-2* mutants. For all box plots (**f**, **h**), bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represent the most extreme data points within 1.5 times the interquartile range, excluding outliers. Two-tailed *t*-tests were performed to determine statistical significance and *p* values were adjusted for multiple comparisons. For all density plots (**b**, **c**, **g**), 500 bp upstream transcription start site (TSS) and downstream transcription end site (TES) were plotted using normalized H3K9me3 reads. For density plots and heat map (**b**–**d**, **g**) all three replicates are shown. For normalized small RNA reads (**i**), one representative replicate is shown.

To further validate our libraries, we first examined the H3K9me3 levels at germline nuclear RNAi-dependent heterochromatic (GRH) loci, defined previously as regions that lose H3K9me3 in a *hrde-1* mutant using a 1.5-fold cutoff^79^. We found that the H3K9me3 levels are decreased at GRH sites in our *hrde-1* mutant libraries, indicating that our anti-H3K9me3 CUT&Tag results are consistent with previous anti-H3K9me3 ChIP-seq results (Fig. 7b). We next examined the H3K9me3 level across the whole genome and WAGO targets in both *hrde-1* and *hrde-2* mutants and found that there was no significant change in H3K9me3 deposition (Supplementary Fig. 7c, d). These results are consistent with previous studies indicating that the relationship between HRDE-1 bound small RNAs, target mRNA expression, and H3K9me3 deposition are complex^79^.

Next, to determine if HRDE-1 promotes deposition of H3K9me3 at CSR-target genes in the *hrde-2* mutant, when it loaded primarily with CSR-class 22G-RNAs, we examined H3K9me3 levels at CSR-target genes and found substantially increased H3K9me3 at CSR targets in the *hrde-2* mutant compared to wild-type (Fig. 7c and Supplementary Fig. 7e). When analyzing the H3K9me3 RPM across all CSR- and WAGO-target genes, we noticed that the majority of CSR-target genes exhibited an increase in H3K9me3 in the *hrde-2* mutant, whereas WAGO-target genes show more variability, with some genes exhibiting an increase and others a decrease in H3K9me3 in the *hrde-2* mutant (Fig. 7d). Overall, CSR-target genes consistently show a significant increase in H3K9me3, whereas WAGO target genes show no significant change or a modest reduction in H3K9me3 depending on the method of analysis (Fig. 7e, f).

Furthermore, we annotated the identified peaks and obtained a list of genes exhibiting significantly increased H3K9me3 in a *hrde-2* mutant compared to wild-type. By comparing this list of genes to WAGO targets, CSR targets, and the targets of HRDE-1 in a *hrde-2* mutant, we found that the genes with increased H3K9me3 overlap more substantially with CSR-1 targets and HRDE-1 targets in the *hrde-2* mutant than WAGO targets (Supplementary Fig. 7f). H3K9me3 levels at HRDE-1 targets in the *hrde-2* mutant are also substantially increased in the *hrde-2* mutant compared to wild-type (Fig. 7g), as expected given the overlap with CSR targets. Next, to determine whether the level of HRDE-1-bound 22G-RNAs targeting CSR-class genes in a *hrde-2* mutant correlates with the levels of H3K9me3 at those loci, we divided the CSR target genes into quartiles based on their log_2_(fold change small RNA) of HRDE-1 IP/input in the *hrde-2* mutant. We found that the quartile of CSR-target genes with the highest enrichment in the HRDE-1 IP also displayed the greatest increase in H3K9me3 deposition in the *hrde-2* mutant (Fig. 7h). Finally, to visualize the relationship between CSR-class 22G-RNA association with HRDE-1 and H3K9me3 deposition at individual gene loci, we selected some exemplary CSR-1 targets (*eif-3.I*, *ddx-10*, and Y23H5B.5) and examined the distribution of small RNA reads and H3K9me3 deposition across the genes. 

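The 3 genes lie next to one another on chromosome I, at 2485867 to 2489780 (*eif-3.I*, WBGene00001232), 2489976 to 2497371 (*ddx-10*, WBGene00021277) and 2498134 to 2506259 (Y23H5B.5, WBGene00021276). All are protein-coding, have no exon overlapping another gene and were *mut-2*-independent. Small RNA counts were available per gene, not along it. *Eif-3.I* had 64.7 ± 12.7 RPM (SD, n = 3) in the wild-type input, 29.0 ± 3.44 in the wild-type IP, 54.2 ± 6.68 in the *hrde-2* input and 186 ± 12.8 in the *hrde-2* IP. Its log2 ratio of IP to input was higher in *hrde-2* than in wild-type by 2.70 (standard error 0.22, adjusted p = 6.1e-08 from edgeR's quasi-likelihood test of the interaction), and by 2.51 to 2.82 with each replicate left out. Y23H5B.5 had 57.4 ± 11.4 and 27.0 ± 2.74 RPM in the input and IP of wild-type and 54.5 ± 0.664 and 211 ± 11.8 RPM in those of *hrde-2*, a difference of 2.81 (standard error 0.23, adjusted p = 6.3e-08 from edgeR's interaction test). *Ddx-10* was enriched in the IP of both strains, with 91.1 ± 13.6 and 313 ± 17.4 RPM in the input and IP of wild-type and 88.7 ± 4.49 and 309 ± 23.6 RPM in those of *hrde-2*. Its enrichment did not differ detectably between the strains (log2 difference -0.20, standard error 0.21, adjusted p = 0.39 from edgeR's interaction test), and with library size alone the sign of that difference turned to 0.02. The log2 ratios of IP to input in wild-type were -0.81 for *eif-3.I* and -0.74 for Y23H5B.5, and passed the 2-fold threshold only with library size alone, at -1.16 and -1.09.

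**Figure D3:**
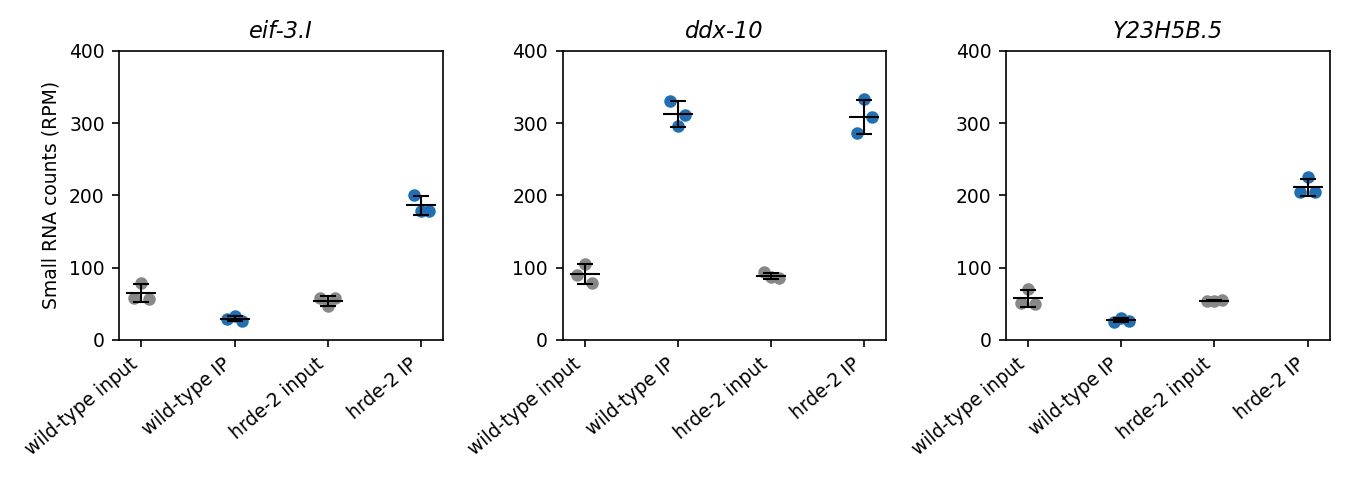
Small RNA counts on *eif-3.I*, *ddx-10* and Y23H5B.5 in RPM, in the input (grey) and HRDE-1 IP (blue) libraries of wild-type and *hrde-2*. Points are the 3 libraries of each condition, and bars give the mean and SD. The *hrde-2* IP libraries exceed the wild-type IP libraries for *eif-3.I* and Y23H5B.5, while for *ddx-10* the IP libraries of both strains lie near 310 RPM.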

We found that H3K9me3 levels increased dramatically at the sites targeted by HRDE-1-bound small RNAs in a *hrde-2* mutant (Fig. 7i, Supplementary Fig. 7g). Altogether, our results demonstrate that HRDE-1 can promote deposition of H3K9me3 at CSR-target gene loci in the *hrde-2* mutant when CSR-class 22G-RNAs are loaded into HRDE-1. It will be interesting to further investigate why the loading of CSR-class 22G-RNAs into HRDE-1 is sufficient to promote H3K9me3 deposition at CSR-target genes but that this increase in H3K9me3 is not sufficient to cause a reduction in mRNA expression. One previous study has shown that a large number of endogenous HRDE-1 target genes become transcriptionally active in a *hrde-1* mutant only when raised at elevated temperature for multiple generations^89^, so it could be interesting to examine the mRNA and H3K9me3 levels at CSR targets in a *hrde-2* mutant at elevated temperature.

## Discussion

How each class of small RNAs is correctly sorted into the correct Argonaute proteins, and the precise molecular function of each phase-separated germ granule domain are two major questions in the *C. elegans* small RNA field. In this study, we demonstrate that HRDE-2 localizes to SIMR foci where it recruits the Argonaute protein HRDE-1, only when HRDE-1 is not loaded with a 22G-RNA. HRDE-2 then mediates small RNA sorting, ensuring that only WAGO-class and not CSR-class 22G-RNAs are loaded into HRDE-1. We further show that unloaded HRDE-1 cannot translocate to the nucleus, even when HRDE-2 is absent (Fig. 8a, b).

**Fig. 8:**
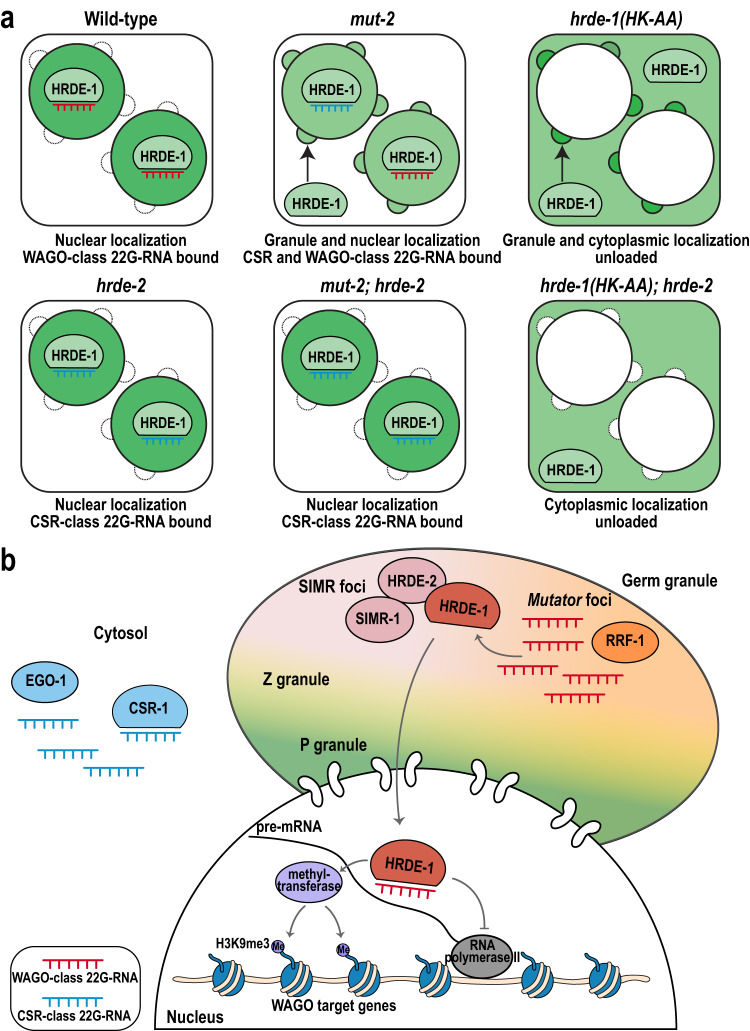
Model: HRDE-2 promotes germ granule localization and small RNA binding for HRDE-1. **a** HRDE-1 localization (green) and class of associated small RNAs are depicted for wild-type and various mutants. In wild-type, HRDE-1 associates with WAGO-class 22G-RNAs and localizes to the nucleus. In the *hrde-2* mutant, HRDE-1 associates with CSR-class 22G-RNAs while still localizing to the nucleus. In the *mut-2* mutant, HRDE-1 associates with both WAGO and CSR-class 22G-RNAs and localizes to both nucleus and germ granule. In the *mut-2; hrde-2* mutant, HRDE-1 associates with CSR-class 22G-RNAs and localizes to the nucleus. In *hrde-1(HK-AA)* mutant, HRDE-1 remains unloaded, is excluded from the nucleus, and localizes to germ granules and the cytoplasm. In the *hrde-1(HK-AA); hrde-2* mutant, HRDE-1 is unloaded and dispersed in the cytoplasm. **b** HRDE-2 is a component of SIMR foci, where it interacts with SIMR-1 and recruits unloaded HRDE-1. In SIMR foci, HRDE-1 loads WAGO-class 22G-RNAs, which are produced in adjacent *Mutator* foci by the RNA-dependent RNA polymerase RRF-1. Upon 22G-RNA loading, HRDE-1 is translocated to the nucleus, recognizes pre-mRNA complementary to the bound 22G-RNA, and recruits downstream NRDE pathway factors and methyltransferase to deposit the H3K9me3 silencing marker on HRDE-1 target genes and inhibit RNA polymerase II transcription. In contrast, CSR-class 22G-RNAs are produced in the cytosol by RNA-dependent RNA polymerase EGO-1, resulting in spatial separation from WAGO-class 22G-RNAs.

How does HRDE-2 mediate small RNA sorting for HRDE-1? We have previously shown that *Mutator* foci are comprised of proteins that promote WAGO-class 22G-RNA production and we proposed that they constitute a siRNA amplification compartment^33^. SIMR foci and *Mutator* foci are exceptionally close to one another, and SIMR-1 was first identified as a mass spectrometry interactor of MUT-16^50^. Thus, *Mutator* foci, and by proximity SIMR foci, may contain a high concentration of unbound WAGO-class 22G-RNAs, making them the ideal sites to recruit unloaded HRDE-1. In fact, loss of germ granules leads to a significant reduction in WAGO-class 22G-RNAs^76^. In contrast, the same loss of germ granules does not affect CSR-class 22G-RNA biogenesis, suggesting that CSR-class 22G-RNAs are not produced in germ granules and may rather be produced in the cytosol^76^. These data lead us to the hypothesis that HRDE-2 provides small RNA specificity to HRDE-1 by recruiting unloaded HRDE-1 to the vicinity of unbound WAGO-class 22G-RNAs, and in a *hrde-2* mutant, where unloaded HRDE-1 is not recruited to germ granules, HRDE-1 instead binds CSR-class 22G-RNAs which are in high concentration in the cytosol (Fig. 8a, b, Supplementary Fig. 8a, b). It remains possible, however, that germ granule localization is not essential to promote proper HRDE-1 loading, but rather that HRDE-2 can promote correct small RNA loading of HRDE-1 both in the germ granule and diffusely in the cytoplasm. Further investigation into the molecular function of HRDE-2 will help to shed light on the requirement of granule localization for small RNA loading specificity. Regardless of the class of 22G-RNAs, once loaded, HRDE-1 translocates to the nucleus where it mediates transcriptional silencing.

How is loaded HRDE-1 translocated to the nucleus? In this work we have shown that unloaded HRDE-1 is completely restricted to the cytosol, similar to HRDE-1 with a mutation in the NLS. The NLS of HRDE-1 is located in the unstructured N-terminal extension of the protein and is critical for nuclear import of HRDE-1. Flexible N-terminal extensions are found in many other Argonaute proteins and have, in some cases, been shown to be important for nuclear import and export. For example, an N-terminal truncation of the *Drosophila* Piwi protein, which contains an NLS, leads to loss of nuclear accumulation^90^, while the nucleo-cytosolic shuttling of *Arabidopsis* AGO1 is regulated by both an N-terminally-located nuclear export signal (NES) and NLS that may be differentially utilized depending on small RNA-binding state^91^. Formation of the mature Argonaute/small RNA complex also appears to be key for nuclear import of Argonautes from a wide range of organisms. In *Tetrahymena*, the Argonaute protein Twi1p is selectively transported to the nucleus only when bound to its siRNA partners, and dependent on the Giw1p protein^92^. Similarly, *Arabidopsis* AGO4 requires the presence of siRNAs for nuclear import^93^. Multiple studies have suggested a model where the NLS of a nuclear Argonaute protein is hidden when the protein is not bound to small RNAs, either through intramolecular folding or by binding of an interacting protein^91,93,94^. Thus, we hypothesize that HRDE-1, as well as its somatic counterpart NRDE-3, which also requires an NLS and bounds siRNAs for nuclear import^36^, may reveal the NLS only upon siRNA loading, though further investigation will be needed to test this possibility.

This transition could also be regulated by HRDE-1 phosphorylation, as HRDE-1 is predicted to have a phosphorylation site at Y669 in the MID domain^95^. This site is homologous to the Y529 site in human Ago2, which, when phosphorylated, inhibits miRNA binding^96^. Likewise, phosphorylation of the MID domain of *C. elegans* miRNA Argonaute ALG-1 impairs its ability to associate with miRNAs^97^. Many Argonaute phosphorylation sites are conserved between species, including human, mouse, rat, zebrafish, and *C. elegans*^98^. Thus, it will be interesting to identify *bone fide* HRDE-1 phosphorylation sites by mass spectrometry and explore how phosphorylation affects 22G-RNA binding, interaction with partners such as HRDE-2, as well as localization to the nucleus and SIMR foci.

We also observed a significant reduction in germ granule association for the HRDE-1 NLS mutant and the IDR deletion. This reduction could suggest that the HRDE-1 NLS is also important for the interaction between HRDE-1 and HRDE-2. However, since we still observe HRDE-1 associating with germ granules when both the NLS and small RNA binding are disrupted (Supplementary Fig. 3e), it is more likely that HRDE-1 only associates with HRDE-2 in its small RNA-unbound state. Accordingly, small RNAs are likely to be loaded normally in the NLS and IDR mutants, resulting in the loss of germ granule association and redistribution of the small RNA-loaded HRDE-1 protein into the cytosol.

Is promoting HRDE-1 small RNA specificity the primary function of SIMR foci? In previous work, we characterized the SIMR-1 protein and found that it was required for the production of 22G-RNAs at piRNA-target loci^50^. Here we find that the *hrde-2* mutant has very similar small RNA defects, including both a reduction in 22G-RNAs at piRNA-target loci and an increase in small RNAs mapping to histone genes (Supplementary Fig. 5e–g). Further, there are many parallels between the *simr-1* and *hrde-2* loss of function phenotypes – both have mortal germline phenotypes at elevated temperature that can be rescued by returning the animals to permissive temperature and both can desilence a piRNA sensor^50,66^. However, there are some differences between the *simr-1* and *hrde-2* mutant phenotypes. With regard to the mortal germline phenotype, a *hrde-2* mutant is sterile within 4 generations at elevated temperature while a *simr-1* mutant is not completely sterile until generation 11 at elevated temperature. Consistent with a *simr-1* mutant having generally milder phenotypes compared to *hrde-2*, in this work we found that HRDE-2 is essential to recruit unloaded HRDE-1 to germ granules while SIMR-1 is only partially required (Fig. 3a, d and Supplementary Fig. 3a). Similarly, in a *hrde-2* mutant, HRDE-1 targets only CSR-class genes while, in a *simr-1* mutant, HRDE-1 targets both WAGO-class and CSR-class genes (Fig. 5a and Supplementary Fig. 5d). There are also some differences in localization between SIMR-1 and HRDE-2, where HRDE-2 shows an increase in expression during spermatogenesis^67^, while SIMR-1 is expressed more uniformly throughout the germline and across development. Despite these differences, the similarities between *simr-1* and *hrde-2* mutants suggest both play a role in silencing piRNA targets, as does HRDE-1^35,78^. Thus, it is possible that all phenotypes associated with *simr-1* and *hrde-2* mutants could be attributed to the loss of HRDE-1 targeting to WAGO-target genes and the mistargeting of HRDE-1 to CSR-target genes. Additionally, we have not investigated CSR-1 small RNA loading in *simr-1* or *hrde-2* mutants, so it is possible that some *simr-1* and *hrde-2* phenotypes result from reduced CSR-1 function stemming from the competition between CSR-1 and HRDE-1 for CSR-class 22G-RNAs.

Do all Argonaute proteins have a loading site to promote specificity? In this work we have shown that HRDE-2 recruits unloaded HRDE-1 to SIMR foci to promote correct small RNA loading. We think it is unlikely that HRDE-2 is required for small RNA loading for other germline-expressed Argonaute proteins based on our HRDE-2 IP-mass spec data identifying only one Argonaute protein, HRDE-1, and evidence from Spracklin et al. indicating that a mutation in *hrde-2* does not affect the level of exogenous *oma-1* siRNAs loaded into PPW-2/WAGO-3^66^. Furthermore, a recent publication identified two paralogs of HRDE-2, ENRI-1 and ENRI-2, which immunoprecipitate with the somatic nuclear Argonaute protein, NRDE-3, in its unloaded state and are thought to play a role in preventing misloading of small RNAs into NRDE-3 at inappropriate times or locations^67^. Thus, it seems likely that the HRDE-2/ENRI proteins are acting in parallel to promote correct small RNA loading for the two nuclear Argonaute proteins, HRDE-1 and NRDE-3, though it is not yet known whether NRDE-3 is similarly recruited to a specific subcellular location for this purpose. Yet there are 19 functional Argonaute proteins in *C. elegans*, and it is still unclear why only the two nuclear Argonaute proteins require HRDE-2/ENRI proteins for specificity. Further work will be necessary to determine how the remaining Argonaute proteins derive their small RNA specificity, and whether, like HRDE-2, their subcellular or germ granule localization plays an important role in dictating small RNA loading.

Here we show that HRDE-2 and SIMR-1 recruit unloaded HRDE-1 to germ granules to promote WAGO-class 22G-RNA loading and simultaneously prevent CSR-class 22G-RNA loading. Our results provide a framework for understanding one mechanism by which small RNA binding specificity is achieved for an Argonaute protein. While some of the 19 functional *C. elegans* Argonaute proteins may have unique tissue-specific, temporal, or spatial expression patterns, many have overlapping expression and localization and still bind unique complements of small RNAs. To our knowledge, only NRDE-3 has so far been shown to have distinct localization patterns when bound or unbound to 22G-RNAs^36^. Thus, our work opens up new questions and new avenues of study for determining how each Argonaute protein recognizes and binds to the correct small RNA partners.

## Methods

### C. elegans strains

*C. elegans* strains were maintained at 20 °C on NGM plates seeded with OP50 *E. coli* according to standard conditions unless otherwise stated^99^. All strains used in this project are listed in Supplementary Data 2.

### CRISPR-mediated strain construction

For *mut-2(cmp307), mut-2(cmp308), hrde-1(cmp309[HK-AA])*, *mut-16(cmp313[mut-16::3xmyc])*, *mut-16(cmp314[mut-16::3xmyc])*, *hrde-1(cmp315[KRS-AAA])*, *hrde-2(cmp316[HELICΔ])*, and *hrde-1(cmp322[IDRΔ])*, we used an oligo repair template and RNA guide (Supplementary Data 3). For injections using a single gene-specific crRNA, the injection mix included 0.25 μg/μl Cas9 protein (IDT), 100 ng/μl tracrRNA (IDT), 14 ng/μl dpy-10 crRNA, 42 ng/μl gene-specific crRNA, and 110 ng/μl of the oligo repair template. For injections using two gene-specific crRNAs, the injection mix included 0.25 μg/μl Cas9 protein (IDT), 100 ng/μl tracrRNA (IDT), 14 ng/μl dpy-10 crRNA, 21 ng/μl each gene-specific crRNA, and 110 ng/μl of each repair template. The following strains were used: *mut-2(cmp307)* into USC1476: *mut-16(cmp41[mut-16::mCherry::2xHA])* I; *hrde-1(tor125[GFP::3xFLAG::hrde-1])* III, *mut-2(cmp308)* into USC1477: *simr-1(cmp15[simr-1::mCherry::2xHA])* I; *hrde-1(tor125[GFP::3xFLAG::hrde-1])* III, *hrde-1(cmp309[HK-AA]), hrde-1(cmp315[KRS-AAA]), and hrde-1(cmp322[IDRΔ])* into JMC231: *hrde-1(tor125[GFP::3xFLAG::hrde-1])* III, *hrde-1(cmp340[HK-AA]* into USC1510: *hrde-1(tor125[GFP::3xFLAG::hrde-1], cmp315 [KRS-AAA])* III, *mut-16(cmp313[mut-16::3xMyc])* into USC1455 *simr-1(cmp15[simr-1::mCherry::2xHA])* I; *hrde-2/enri-3(tag1660[hrde-2/enri-3::2xTy1::GFP])* V, *mut-16(cmp314[mut-16::3xMyc])* into USC1479: *simr-1(cmp15[simr-1::mCherry::2xHA]) mut-2(cmp308)* I; *hrde-1(tor125[GFP::3xFLAG::hrde-1])* III, and *hrde-2(cmp316[HELICΔ])* into TRG1656: *hrde-2/enri-3(tag1660[hrde-2/enri-3::2xTy1::GFP])* V. Following injection, F1 animals with the Rol phenotype were isolated and genotyped by PCR to identify heterozygous animals with the mutations of interest, then F2 animals were further singled out to identify homozygous mutant animals.

### Live imaging and immunofluorescence imaging

Live imaging of *C. elegans* was performed in M9 buffer containing sodium azide to prevent movement. For immunofluorescence, *C. elegans* were dissected in egg buffer containing 0.1% Tween-20 and fixed in 1% formaldehyde in egg buffer as described^100^. Samples were immunostained with anti-FLAG 1:500 (Sigma Aldrich, F1804), anti-PGL-1 1:100 (DSHB K76), anti-HA 1:500 (Roche, 11867423001), anti-Myc 1:100 (Thermo Fisher, 13-2500), and anti-GFP 1:500 (Thermo Fisher, A-11122). Alexa-Fluor secondary antibodies were purchased from Thermo Fisher. Anti-mouse IgG Alexa Fluor 488 1:1000 (Thermo Fisher A11029), anti-Rat IgG Alexa Fluor 555 1:1000 (Thermo Fisher A21434), anti-mouse IgM Alexa Fluor 647 1:500 (Thermo Fisher A21238), and anti-mouse IgG Alexa Fluor 647 1:500 (Thermo Fisher A21236) were used. Animals were dissected at the adult stage (72 h post synchronized L1, or 24 h post L4). Imaging was performed on a DeltaVision Elite microscope (GE Healthcare) using a 60x N.A. 1.42 oil-immersion objective, except for Figs. 1d and 3e. For immunofluorescence images, data stacks were collected and deconvolution was performed followed by generation of three-dimensional images by maximum intensity projection using the SoftWoRx package. Confocal imaging for Figs. 1d and 3e was performed on a Leica Stellaris 5 confocal microscope using a 63x NA 1.40 oil-immersion objective and the Lightening deconvolution package. All images were pseudocolored and adjusted for brightness/contrast using Adobe Photoshop.

### Granule distance quantification

Quantification of distance between foci centers was performed in FIJI/ImageJ2 (version 2.9.0) according to published methods^48^. We imaged pachytene germ cell nuclei from three animals. Two granules were selected from each of four germ cells for a total of 24 granules per animal. Z stacks were opened using the 3D object counter plugin for ImageJ to collect the *x*, *y*, and *z* coordinates for the center of each desired foci^101^. With these coordinates, distances between the foci centers were calculated using the formula √ (*x*2 − *x*1)^2 + (*y*2 − *y*1)^2 + (*z*2 − *z*1)^2. To account for chromatic shift between channels, distances were calculated between each pair of channels using TransFluorospheres streptavidin-labeled microspheres, 0.04 μm (Thermo Fisher, T10711) and these distances were used to correct granule distances.

### Yeast two-hybrid analysis

Yeast two-hybrid screening was performed by Hybrigenics Services, S.A.S., Evry, France (http://www.hybrigenics-services.com). The coding sequence for full-length *simr-1* (NM_001380434.1) was PCR-amplified and cloned into pB29 as an N-terminal fusion to LexA (simr-1-LexA). The construct was checked by sequencing the entire insert and used as a bait to screen a random-primed *C. elegans* Mixed Stages cDNA library constructed into pP6. pB29 and pP6 derive from the original pBTM116^102,103^ and pGADGH^104^ plasmids, respectively. 69 million clones (7-fold the complexity of the library) were screened using a mating approach with YHGX13 (Y187 ade2-101::loxP-kanMX-loxP, mata) and L40DGal4 (mata) yeast strains as previously described^105^. 180 His+ colonies were selected on a medium lacking tryptophan, leucine and histidine, and supplemented with 5 mM 3-aminotriazole to handle bait autoactivation. The prey fragments of the positive clones were amplified by PCR and sequenced at their 5’ and 3’ junctions. The resulting sequences were used to identify the corresponding interacting proteins in the GenBank database (NCBI) using a fully automated procedure. A confidence score (PBS, for Predicted Biological Score) was attributed to each interaction as previously described^106^.

Further description of the confidence score: The PBS relies on two different levels of analysis. Firstly, a local score takes into account the redundancy and independency of prey fragments, as well as the distribution of reading frames and stop codons in overlapping fragments. Secondly, a global score takes into account the interactions found in all the screens performed at Hybrigenics using the same library. This global score represents the probability of an interaction being nonspecific. For practical use, the scores were divided into four categories, from A (highest confidence) to D (lowest confidence). A fifth category (E) specifically flags interactions involving highly connected prey domains previously found several times in screens performed on libraries derived from the same organism. Finally, several of these highly connected domains have been confirmed as false-positives of the technique and are now tagged as F. The PBS scores have been shown to positively correlate with the biological significance of interactions^107,108^. The protein list can be found in Supplementary Data 1.

### Western blots

Synchronized adult *C. elegans* were harvested (~72 h at 20 °C after L1 arrest) and 200 adults were loaded per lane. Proteins were resolved on 4–12% Bis-Tris polyacrylamide gels (Thermo Fisher, NW04122BOX), transferred to nitrocellulose membranes (Thermo Fisher, LC2001), and probed with rat anti-HA-peroxidase 1:1000 (Roche 12013819001), mouse anti-FLAG 1:1000 (Sigma, F1804), rabbit Anti-GFP 1: 500 (Thermo Fisher, A-11122), mouse anti-TY-1 1:2000 (Thermo Fisher, MA5-23513), or mouse anti-actin 1:10,000 (Abcam ab3280), and HRP-labeled anti-mouse IgG Secondary 1:10000 (Thermo Fisher A16078) and anti-rabbit Secondary 1:10000 (Thermo Fisher A16110). Unedited western blots provided in the Source Data File. Western Blot quantification was carried out using ImageJ (version 1.53a).

### Immunoprecipitation and mass spectrometry

For immunoprecipitation experiments followed by mass spectrometry, ~200,000 synchronized adult animals (~72 h at 20 °C after L1 arrest), in biological triplicates, were washed off plates with H_2_O and collected in IP Buffer (50 mM Tris-Cl pH 7.5, 100 mM KCl, 2.5 mM MgCl2, 0.1% Nonidet P40 substitute) containing Protease Inhibitor (Thermo Fisher A32965), frozen in liquid nitrogen, and homogenized using a mortar and pestle. After further dilution into IP buffer (1:10 packed worms:buffer), insoluble particulate was removed by centrifugation and 10% of sample was taken as “input.” The remaining lysate was used for the immunoprecipitation. Immunoprecipitation was performed at 4 °C for 1 h with pre-conjugated anti-HA affinity matrix (Roche 11815016001) or Anti-GFP Agarose (RQ2) (MBL D153-8), then washed at least 10 mins for three times in immunoprecipitation buffer. A fraction of each sample was analyzed by SDS-PAGE and silver stain to confirm efficacy of immunoprecipitation. The remaining beads were submitted to the UCLA Proteome Research Center for analysis. The protein list can be found in Supplementary Data 1.

Co-immunoprecipitation experiments used the same method described above, but with ~3500 synchronized adult animals (~72 h at 20 °C following L1 arrest). Following immunoprecipitation, input and IP samples were analyzed by Western Blot to detect proteins of interest.

### Small RNA library preparation and sequencing

For immunoprecipitation followed by small RNA sequencing, ~100,000 synchronized adult animals (~68 h at 20 °C after L1 arrest) were washed off plates with H_2_O and collected in IP buffer in biological triplicates. Immunoprecipitation was performed as described above using anti-FLAG Affinity Matrix (Sigma Aldrich, A2220). HRDE-1-bound RNAs were isolated using TRIzol reagent (Thermo Fisher, 15596018), followed by chloroform extraction and isopropanol precipitation. Small RNAs (18 to 30-nt) were size selected on denaturing 15% polyacrylamide gels (Bio-Rad 3450091) from total RNA samples. Small RNAs were treated with 5′ RNA polyphosphatase (Epicenter RP8092H) and ligated to 3′ pre-adenylated adapters with Truncated T4 RNA ligase (NEB M0373L). Small RNAs were then hybridized to the reverse transcription primer, ligated to the 5′ adapter with T4 RNA ligase (NEB M0204L), and reverse transcribed with Superscript III (Thermo Fisher 18080-051). Small RNA libraries were amplified using Q5 High-Fidelity DNA polymerase (NEB M0491L) and size selected on a 10% polyacrylamide gel (Bio-Rad 3450051). Library concentration was determined using the Qubit 1X dsDNA HS Assay kit (Thermo Fisher Q33231) and quality was assessed using the Agilent BioAnalyzer. Libraries were sequenced on the Illumina NextSeq500 (SE 75-bp reads) platform. Primer sequences are available in Supplementary Data 3. Differentially expressed gene lists can be found in Supplementary Data 4. Sequencing library statistics summary can be found in Supplementary Data 5.

### Small RNA binding assay and quantification

Small RNA binding assay was performed on unamplified cDNA samples generated through small RNA library preparation. A range of cycle numbers was used to amplify the small RNA amplicons using Q5 High-Fidelity DNA polymerase (NEB M0491L). Amplified cDNA samples were loaded on 10% polyacrylamide gel (Bio-Rad 3450051), stained with SYBR Gold Nucleic Acid Gel Stain (Life Technologies, S11494) and imaged. The relative quantity of bound small RNAs were determined using ImageJ (version 1.53a).

The quantification of wild-type HRDE-1 and HRDE-1(HK-AA) in Fig. 3c was performed across a range of 8 to 14 PCR cycles (8X, 10X, 12X, 14X). A comparison at 14X revealed that wild-type HRDE-1 loads 20.9 times more small RNA than HRDE-1(HK-AA). HRDE-1(HK-AA) binds 2.28 times less small RNA than wild-type after normalizing to wild-type HRDE-1 and HRDE-1(HK-AA) protein levels. In Fig. 4b, the quantification was conducted across a range of 10 to 16 PCR cycles (10X, 12X, 14X, 16X) for wild-type HRDE-1, HRDE-1, *mut-2*, and HRDE-1(HK-AA). All samples were normalized to wild-type HRDE-1 at 10 cycles. Two biological replicates were used for the quantification.

### mRNA library preparation and sequencing

50,000 synchronized adult animals (~68 h at 20 °C after L1 arrest) were collected, in biological triplicates, by washing worms off plates using water and allowing the animals to settle on ice to generate a compact pellet. Worm pellets were resuspended in 1 ml TRIzol reagent (Thermo Fisher 15596018) and freeze-thawed on dry ice followed by vortexing. RNA isolation was performed by chloroform extraction and isopropanol precipitation. RNA samples were normalized to 7.5 μg per 10 μL, followed by polyA selection using the Dynabead mRNA Purification Kit (Invitrogen 61006). 100 ng of polyA selected mRNA samples were treated using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB E7760S) according to the manual, using NEBNext multiplex oligos for Illumina (NEB E7335S). mRNA libraries were sent to USC sequencing core for quality control (Agilent BioAnalyzer Chip) and sequenced on the Illumina NextSeq2000 100-cycle (SE 75-bp reads) platform. Primer sequences are available in Supplementary Data 3. Differentially expressed gene lists can be found in Supplementary Data 6. Sequencing library statistics summary can be found in Supplementary Data 5.

### Germline nuclei isolation followed by CUT&Tag library preparation and sequencing

50,000 synchronized adult animals (∼68 h at 20 °C after L1) were collected, in biological triplicates, and germline nuclei were isolated as previously described^82^. Worms were washed off plates and lightly crosslinked in 0.1% formaldehyde (ThermoFisher 28908) for 2 minutes, then quenched in a 1 M Tris (pH 7.5) wash. Next, worms were washed in M9 media and pre-chilled Nuclei Purification Buffer+ (50 mM HEPES pH 7.5, 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 0.1% Tween-20, 0.5 mM PMSF, 0.2 mM DTT, 0.5 mM spermidine, 0.25 mM spermine, cOmplete protease inhibitor cocktail (Millipore Sigma 11873580001)). Worms were resuspended in 7 ml pre-chilled Nuclei Purification Buffer+ and dounced on ice in a Wheaton dura-grind stainless steel dounce tissue grinder (VWR 62400-675) for 12 strokes. After every 5 strokes, the samples were incubated on ice for 5 min. After grinding, samples were vortexed for 30 s then incubated on ice for 5 min to release the germline nuclei twice. The nuclei were passed through six 40 μm cell strainers (Fisherbrand 22-363-547) then passed through four 20 μm cell strainers (Pluriselect NC1004201) to remove worm debris. Isolated nuclei were pelleted at 4100 rpm at 4 °C for 4 min and resuspended in Nuclei Purification Buffer + , transferred to a nonstick 2 ml tube (Ambion AM12475) and an aliquot was DAPI-stained and counted to calculate the number of nuclei extracted using Hausser Scientific hemacytometer (VWR 15170-263). The remainder of the nuclei were pelleted, the supernatant was removed, and the nuclei were resuspended in NE1 buffer (1 ml 1 M HEPES-KOH pH 7.9, 500 μL 1 M KCl, 25 μL 1 M spermidine, 500 µL 10% Triton X-100, and 10 ml glycerol in 38 ml dH2O, 1 Roche Complete Protease Inhibitor EDTA-Free (Millipore Sigma 11873580001)), followed by slow freezing and storage at −80 °C.

CUT&Tag-sequencing was performed following the protocol^83^. 50,000 isolated frozen *C. elegans* germline nuclei were thawed at 37 °C and resuspended in 50 ml NE1 buffer, ConA beads were washed in binding buffer (200 μL 1 M HEPES pH 7.9, 100 μL 1 M KCl, 10 μL 1 M CaCl2 and 10 μL 1 M MnCl2, in 10 mL final volume of dH2O). 10ul ConA beads were added into 50,000 nuclei for each sample. anti-H3K27me3 antibody (Cell Signaling 9733 T) was used at 1:50 for positive control, no primary antibody was used for negative control. anti-H3K9me3 antibody (Abcam ab8898) were used at 1:100 for the experiment. Samples were incubated at 4 °C overnight. Anti-Rabbit IgG (Antibodies-online ABIN101961) antibody was added 1:100 to samples as the secondary antibody and incubated at room temperature for 30 mins. 2ul pA-Tn5 (EpiCypher 15-1017) was added to each sample and tagmentation was performed. DNA was isolated using Phenol:Chloroform:Isoamyl Alcohol (ThermoFisher 15593031) and chloroform. After PCR amplification using NEBNext High-Fidelity 2 × PCR Master Mix (VWR 102500-096) and post-PCR cleanup using SPRI beads (Beckman Coulter A63880), the samples were sent to USC sequencing core for quality control (Agilent BioAnalyzer Chip) and sequenced on the Illumina NextSeq2000 100-cycle (PE 50-bp reads) platform. Primer sequences are available in Supplementary Data 3. Differentially expressed gene lists can be found in Supplementary Data 7. Sequencing library statistics summary can be found in Supplementary Data 5.

### Bioinformatic analysis

For small RNA libraries, sequences were parsed from adapters and quality filtered using FASTX-Toolkit (version 0.0.13)^109^. Contamination from reads mapping to 18-mer and 28-mer size standards was filtered out using Cutadapt (version 3.4)^110^. Filtered reads were mapped to the *C. elegans* genome, WS258, using Bowtie2 (version 2.5.0)^111^. Mapped reads were assigned to genomic features using featureCounts which is part of the Subread package (version 2.0.1)^112^. Differential expression analysis was performed using Deseq2 (version 1.38.3)^113^. Deeptools (version 3.5.1) was used to generate metagene plots with BPM (per bin) normalization parameter (Bins Per Million = number of reads per bin/sum of all reads per bin in millions)^114^. To define gene lists from IP experiments, a twofold-change cutoff, a DESeq2 adjusted *p* value of ≤0.05, and at least 10 RPM in the IP libraries were required to identify genes with significant changes in small RNA levels. The all siRNA targets list (6,582 targets) in Supplementary Fig. 5e was defined as genes having at least 10 RPM in wild-type, *hrde-2*, or *simr-1* mutant small RNA libraries, and excluding all miRNAs and piRNAs.

For mRNA libraries, adapter sequences were trimmed using Trimmomatic (version 0.39)^115^ and mapped to the *C. elegans* genome, WS258, using HISAT2 (version 2.2.1)^116^. Mapped reads for genomic features were counted using featureCounts which is part of the Subread package (version 2.0.1)^112^. Differential expression analysis was performed using Deseq2 (version 1.38.3)^113^. The all genes list (19,782 genes) in Fig. 6c was defined as genes having RPM > 0 in wild-type, *hrde-1*, or *hrde-2* mutant mRNA libraries, and excluding all miRNAs and piRNAs.

For CUT&Tag libraries, reads were mapped to the *C. elegans* genome, WS258, using bowtie2 (version 2.5.0)^111^. Mapped reads for genomic features were counted using featureCounts which is part of the Subread package (version 2.0.1)^112^. Bedtools (version 2.30.0) was used to generate the density plots^117^. IGV (version 2.12.0) was used to visualize the H3K9me3 and small RNA level^118^. SEACR (version 1.3) was used to call peaks^119^. DiffBind (version 3.17) was used for differential expression analysis^120^. Deeptools (version 3.5.1) was used to generate metagene plots with BPM (per bin) normalization parameter (Bins Per Million = number of reads per bin/sum of all reads per bin in millions)^114^. The all genes list (41,023 genes) in Fig. 7f was defined as genes having RPM > 0 in wild-type or *hrde-2* mutant CUT&Tag libraries, including all miRNAs and piRNAs.

Venn diagrams were generated using BioVenn^121^. CSR-target genes, WAGO-target genes, spermatogenesis-enriched genes, and oogenesis-enriched genes were previously described^50,74,77^. Sequencing data is summarized in the Supplemental Data File 7.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA sequencing and CUT&Tag sequencing data generated in this study are available through Gene Expression Omnibus (GEO) under accession code GSE239291. The mass spectrometry proteomics data generated in this study are available in the MassIVE repository with the dataset identifier MSV000092546. Source data are provided with this paper.

# Supplementary material for: HRDE-2 drives small RNA specificity for the nuclear Argonaute protein HRDE-1
**Source:** Nat Commun. 2024 Feb 1;15:957. doi: 10.1038/s41467-024-45245-8

## **Supplementary Figures**

**HRDE-2 drives small RNA specificity for the nuclear Argonaute protein HRDE-1**

Shihui Chen and Carolyn M. Phillips

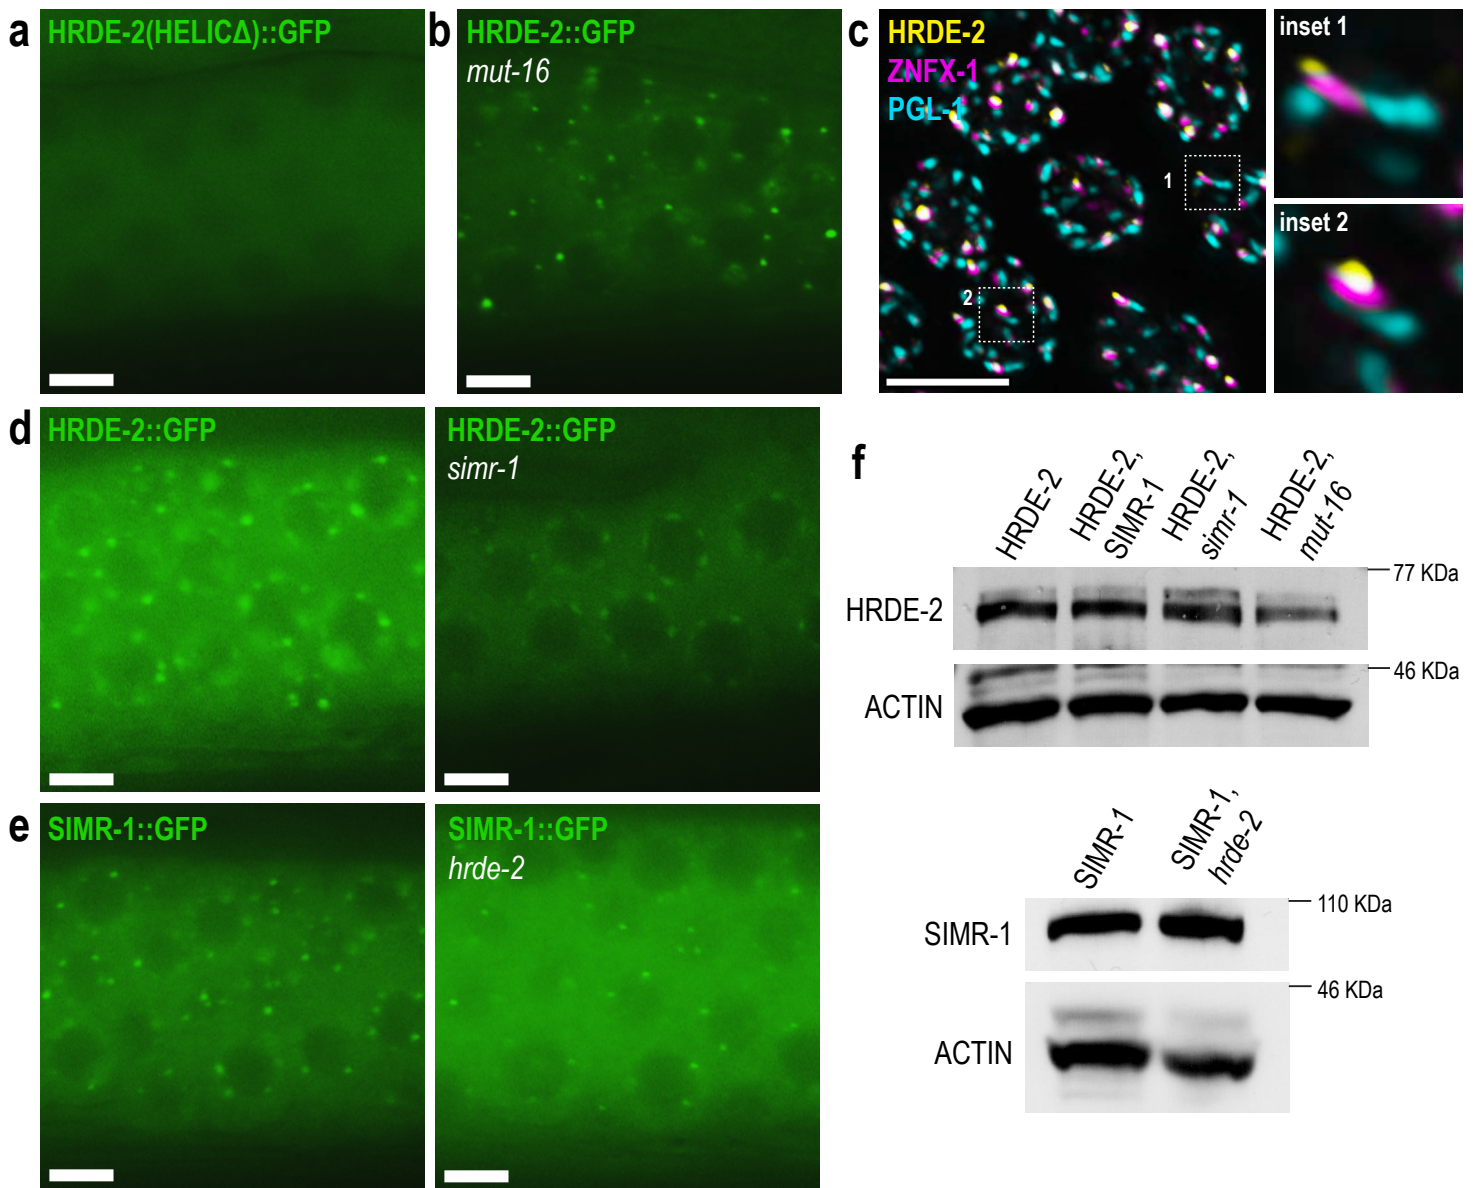

**Supplementary Fig. 1 Expression and localization of HRDE-2 and SIMR-1.** **a** Live imaging of HRDE-2(HELICA)::2xTy1::GFP in a day-one adult germline. At least five individual germlines were imaged. Scale bar, 5  $\mu$ M. **b** Live imaging of HRDE-2::2xTy1::GFP in a day-one adult, *mut-16* mutant germline. At least ten individual germlines were imaged. Scale bar, 5  $\mu$ M. **c** Immunofluorescence imaging of a HA::tagRFP::ZNFX-1; HRDE-2::2xTy1::GFP dissected day-one adult germline, using antibodies against HA, GFP, and PGL-1. All images are 3D projections following deconvolution. At least eight individual germlines were imaged. Scale bars, 5  $\mu$ M. **d** Live imaging of HRDE-2::2xTy1::GFP in wild-type (left) and *simr-1* (right) day-one adults. HRDE-2 localization to germ granules is modestly reduced in a *simr-1* mutant. Images were taken using the same exposure time and processed identically. At least five individual germlines were imaged for each genotype. Scale bars, 5  $\mu$ M. **e** Live imaging of SIMR-1::GFP::3xFLAG in wild-type (left) and *hrde-2* (right) day-one adults. Images were taken using the same exposure and processed identically. At least five individual germlines were imaged for each genotype. Scale bars, 5  $\mu$ M. **f** Western blot of HRDE-2 protein level in wild-type, *simr-1*, and *mut-16* day-one adults (top), and SIMR-1 protein level in wild-type and *hrde-2* day-one adults (bottom). Anti-Ty1, anti-HA, and anti-Actin antibodies were used for HRDE-2, SIMR-1, and Actin respectively.

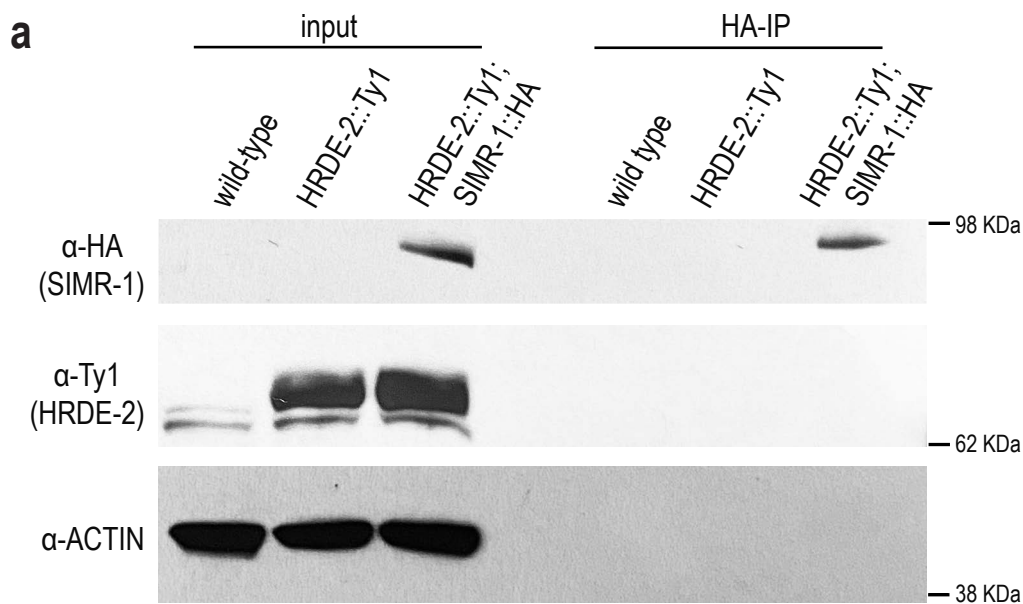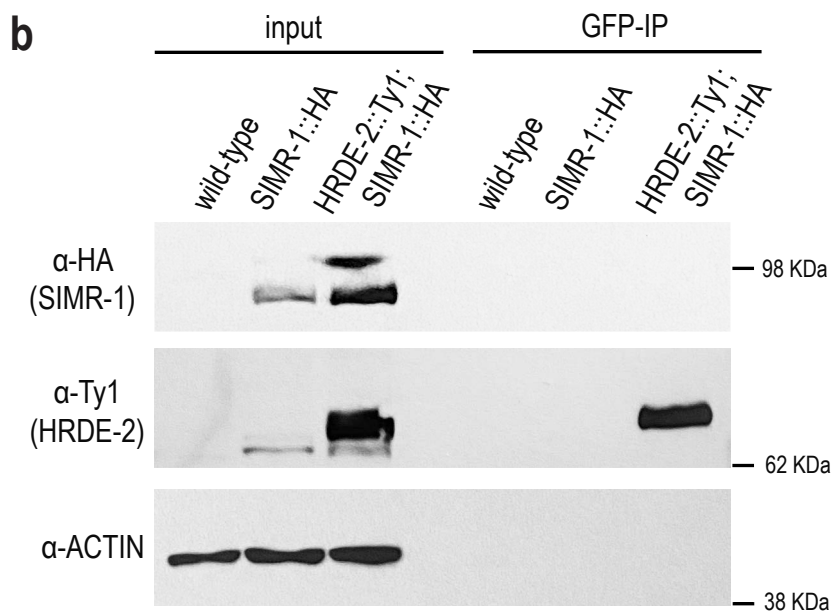

**c**

| Peptide counts from IP-mass spec in replicate 2 and 3 |              |       |           |       |           |       |
|-------------------------------------------------------|--------------|-------|-----------|-------|-----------|-------|
| Protein Name                                          | wild-type IP |       | SIMR-1 IP |       | HRDE-2 IP |       |
|                                                       | rep 2        | rep 3 | rep 2     | rep 3 | rep 2     | rep 3 |
| SIMR-1                                                | 0            | 0     | 92        | 94    | 0         | 0     |
| HRDE-2                                                | 0            | 0     | 0         | 0     | 15        | 13    |
| HRDE-1                                                | 0            | 0     | 0         | 0     | 29        | 5     |
| NRDE-3                                                | 0            | 0     | 2         | 0     | 0         | 0     |

**Supplementary Fig. 2 SIMR-1 and HRDE-2 interaction cannot be detected by co-IP.** **a** Western blot following SIMR-1 immunoprecipitation from SIMR-1::mCherry::2xHA; HRDE-2::2xTy1::GFP did not detect an interaction between SIMR-1 and HRDE-2. Wild-type and HRDE-2::2xTy1::GFP strains were used as negative controls. Anti-HA conjugated beads were used to immunoprecipitate SIMR-1::mCherry::2xHA. Anti-HA, anti-Ty1, and anti-Actin antibodies were used to detect SIMR-1, HRDE-2, and Actin, respectively. **b** Western blot following HRDE-2 immunoprecipitation from SIMR-1::mCherry::2xHA; HRDE-2::2xTy1::GFP did not detect an interaction between SIMR-1 and HRDE-2. Wild-type and SIMR-1::mCherry::2xHA strains were used as negative controls. Anti-GFP conjugated beads were used to immunoprecipitate HRDE-2::2xTy1::GFP. Anti-HA, anti-Ty1, and anti-Actin antibodies were used to detect SIMR-1, HRDE-2, and Actin, respectively. **c** Replicate two and three of peptide counts for proteins identified by IP-mass spec of wild-type, SIMR-1::mCherry::2xHA, and HRDE-2::2xTy1::GFP strains. Anti-HA conjugated beads were used for SIMR-1 IP and wild-type IP, and anti-GFP conjugated beads were used for HRDE-2 IP and wild-type IP. The IPs with anti-HA and anti-GFP beads from wild-type samples had the same results (0 peptide count for the SIMR-1, HRDE-2, HRDE-1, and NRDE-3 proteins). Peptide counts for replicate 1 can be found in Fig. 2A. Full protein lists are in Supplementary Data 1.

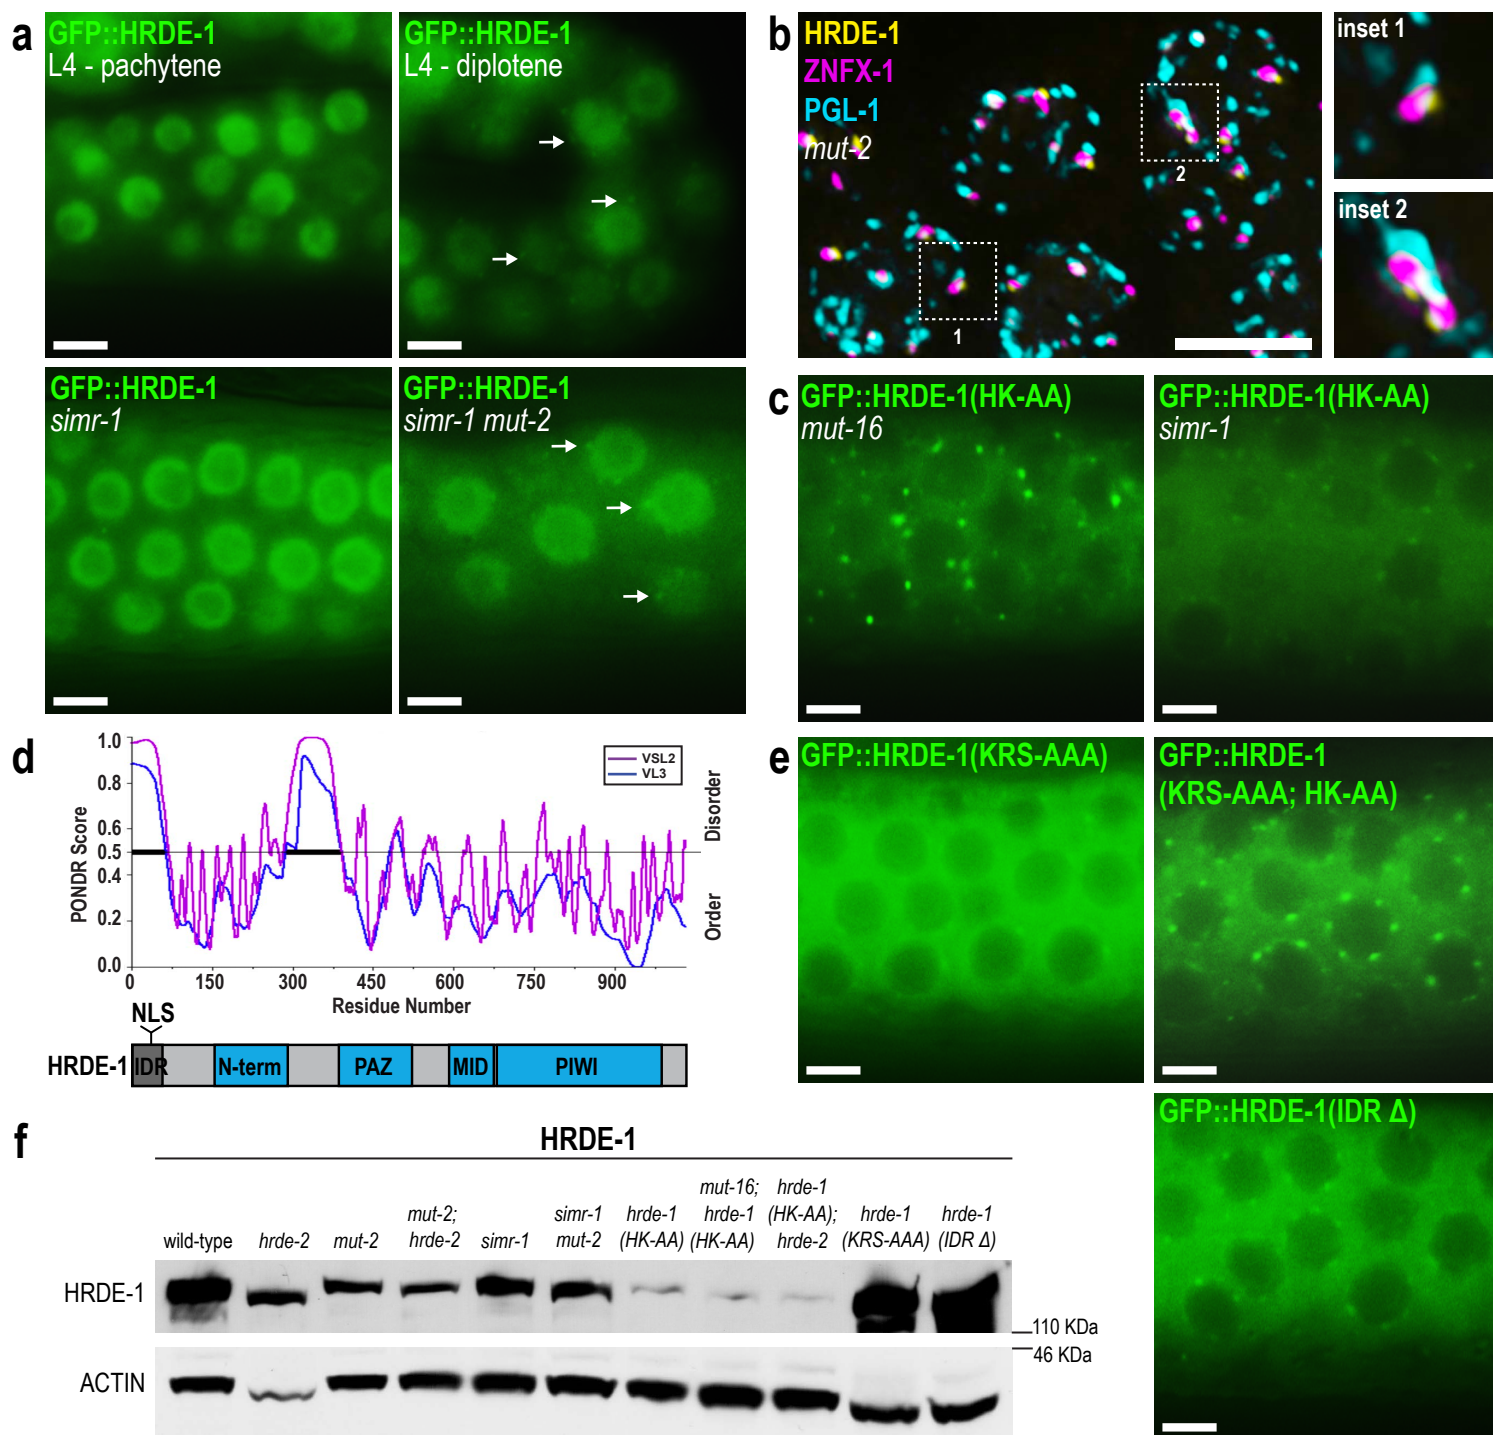

**Supplementary Fig. 3 Unloaded HRDE-1 granule localization and expression level in mutants.** **a** Live imaging of GFP::3xFLAG::HRDE-1 in (top, left to right) L4 pachytene, L4 diplotene, (bottom, left to right) *simr-1* mutant, and *simr-1 mut-2* double mutant. Arrow shows that HRDE-1 granule localization in diplotene, and *simr-1 mut-2*. Panels were individually adjusted for brightness and contrast to optimize visualization of germ granules or lack thereof. At least five individual animals were imaged for each strain. Scale bars, 5  $\mu$ m. **b** Immunofluorescence imaging of GFP::3xFLAG::HRDE-1 and HA::tagRFP::ZNFX-1 in a dissected day-one adult germline from a *mut-2* mutant, using antibodies against FLAG, HA, and PGL-1. All images are projections of 3D projections following deconvolution. At least eight individual germlines were imaged. Scale bars, 5  $\mu$ m. **c** Live imaging of GFP::3xFLAG::HRDE-1 in *hrde-1*(HK-AA); *mut-16* double mutants and *hrde-1*(HK-AA); *simr-1* double mutants. Panels were individually adjusted for brightness and contrast to optimize visualization of germ granules or lack thereof. At least five individual animals were imaged for each strain. Scale bars, 5  $\mu$ m. **d** Graph displaying disorder tendency for the HRDE-1 protein sequence. The disorder prediction was made using POND (http://www.pondr.com) with VSL2 and VSL3 parameters. Regions with POND scores of greater than 0.5 indicate disorder and regions with POND score less than 0.5 indicate order. The bold line from a.a. 1 to 57 indicates the predicted disordered regions of HRDE-1. Below, a domain diagram for HRDE-1 shows that it contains an N-terminal IDR and NLS and the conserved N-terminal, PAZ, MID, and PIWI domains. **e** Live imaging of GFP::3xFLAG::HRDE-1 in (top, left to right) *hrde-1*(KRS-AAA) NLS mutant, *hrde-1*(KRS-AAA; HK-AA) NLS and small RNA binding double mutant, and (bottom) *hrde-1*(IDR Δ) deletion mutant strains. Panels were individually adjusted for brightness and contrast to optimize visualization of germ granules or lack thereof. At least five individual animals were imaged for each strain. Scale bars, 5  $\mu$ m. **f** Western blot of HRDE-1 protein level in wild-type, *hrde-2* mutant, *mut-2* mutant, *mut-2*; *hrde-2* double mutant, *simr-1* mutant, *simr-1 mut-2* double mutant, *hrde-1*(HK-AA) mutant, *mut-16*; *hrde-1*(HK-AA) double mutant, *hrde-1*(HK-AA); *hrde-2* double mutant, *hrde-1*(KRS-AAA) NLS mutant, and *hrde-1*(IDR Δ) deletion mutant from day-one adults. Anti-FLAG and anti-Actin antibodies were used for HRDE-1 and Actin respectively.

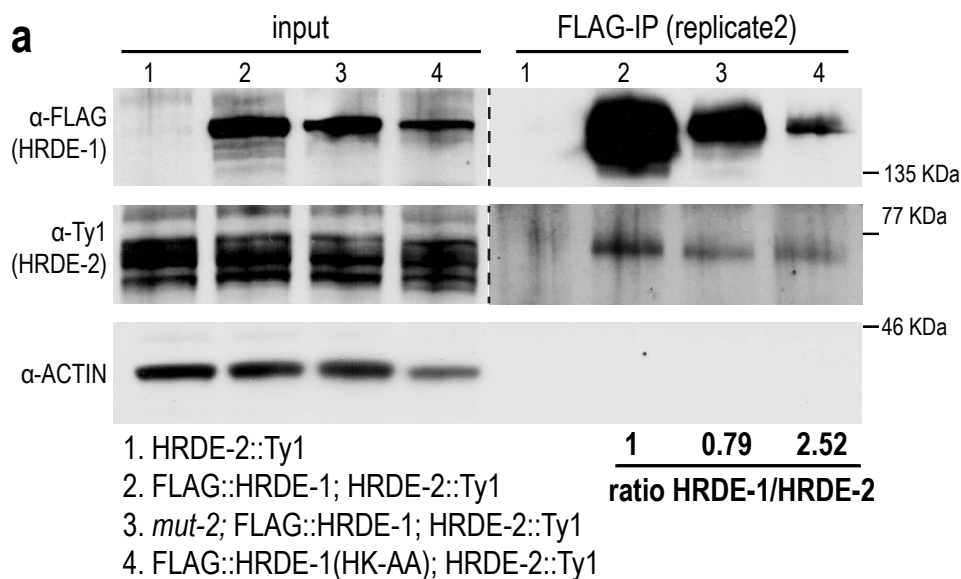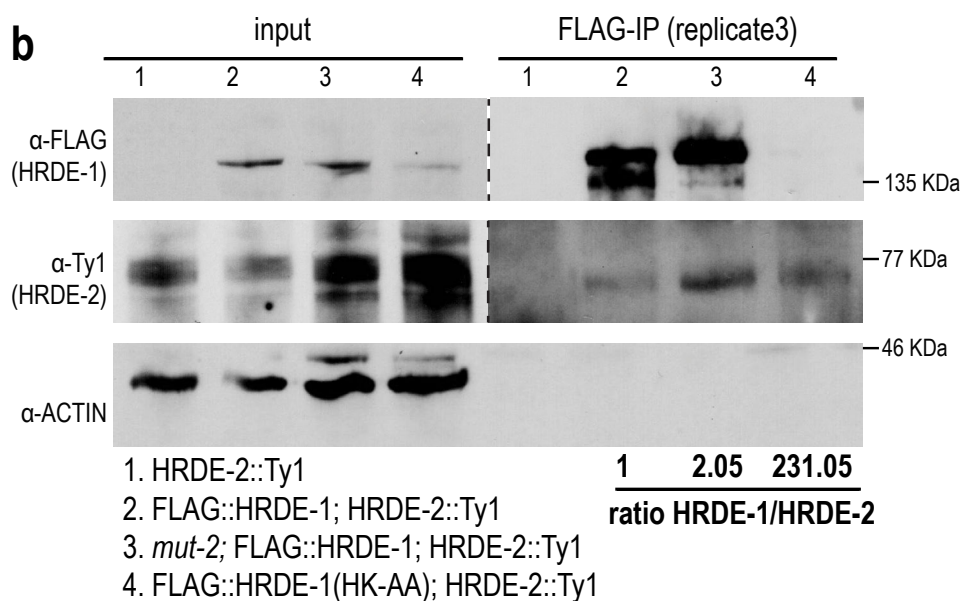

**c**

| HRDE-2 peptide counts from FLAG IP mass-spec |    |   |   |
|----------------------------------------------|----|---|---|
| genotype \ replicate #                       | 1  | 2 | 3 |
| Wild-type                                    | 0  | 0 | 0 |
| FLAG::HRDE-1                                 | NA | 1 | 0 |
| <i>mut-2</i> ; FLAG::HRDE-1                  | 0  | 0 | 3 |
| FLAG::HRDE-1(HK-AA)                          | 3  | 7 | 1 |

**Supplementary Fig. 4 HRDE-2 interacts more strongly with unloaded HRDE-1.** **a-b** Two additional replicates of a western blot following immunoprecipitation of HRDE-1 in wild-type, *mut-2* mutants, and *hrde-1*(HK-AA) mutants, where HRDE-1 was tagged with GFP::3xFLAG and HRDE-2 was tagged with 2xTy1::GFP. The HRDE-2::2xTy1::GFP strain was used as a negative control. Anti-FLAG conjugated beads were used to immunoprecipitate GFP::3xFLAG::HRDE-1 and anti-FLAG, Anti-Ty1, and anti-Actin antibodies were used to detect HRDE-1, HRDE-2, and Actin. Band intensities were quantified using ImageJ and normalized to wild-type (lane 2). **c** Peptide counts for the HRDE-2 protein identified by IP-mass spec of wild-type, GFP::3xFLAG::HRDE-1, GFP::3xFLAG::HRDE-1 in the *mut-2* mutant, and GFP::3xFLAG::HRDE-1(HK-AA) in triplicate. Data for GFP::3xFLAG::HRDE-1 replicate 1 is unavailable due to a failure of the mass spec run for this sample. Anti-FLAG conjugated beads were used for IP. Full protein lists are in Supplementary Data 1.

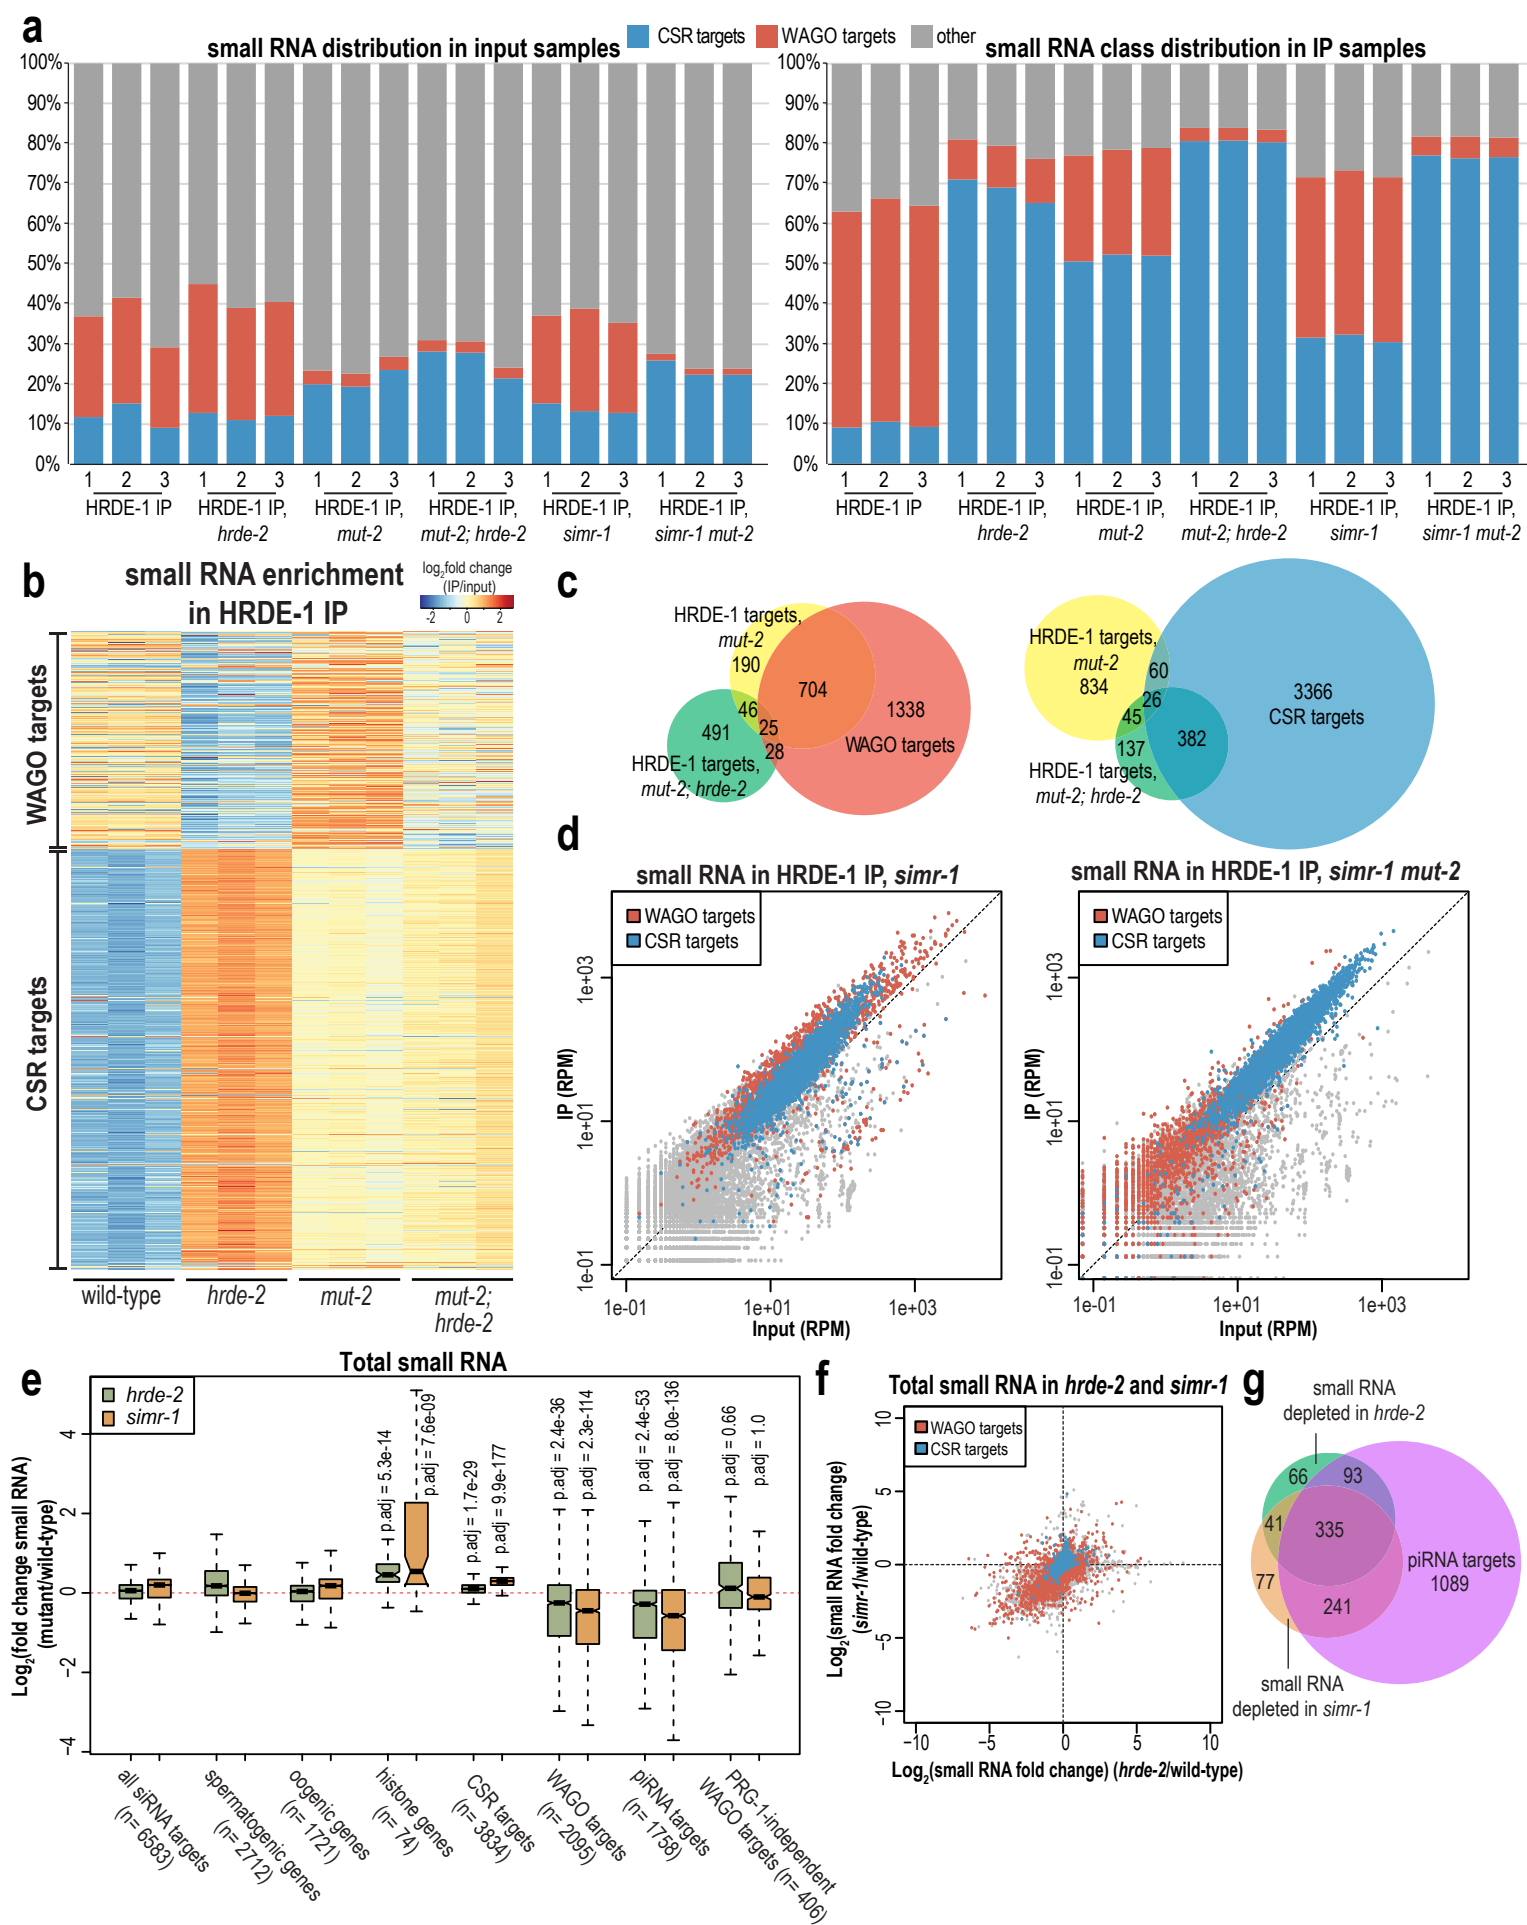

Supplementary Fig. 5 *simr-1* and *hrde-2* mutants alter HRDE-1 target genes. (legend continued on next page)

**Supplementary Fig. 5 *simr-1* and *hrde-2* mutants alter HRDE-1 target genes.** **a** Percentage of reads from HRDE-1 input and IP small RNA libraries mapping to CSR-target genes, WAGO-target genes, or other genes in wild-type and the indicated mutants. Each of three replicate libraries are shown separately. **b** Heatmap shows log<sub>2</sub>(fold change) for small RNAs mapping to WAGO-target and CSR-target genes in HRDE-1 IP compared to input for wild-type, *hrde-2*, *mut-2*, and *mut-2; hrde-2* mutants. All three replicates are shown. **c** Venn diagrams indicate overlap of genes enriched for small RNAs in HRDE-1 IP from *mut-2* and *mut-2; hrde-2* mutants compared to WAGO targets (left) and CSR targets (right). HRDE-1 target genes in *mut-2* and *mut-2; hrde-2* mutants are defined as at least twofold enriched in the IP, with at least 10 RPM in IP samples and a DESeq2 adjusted p value  $\leq 0.05$ . **d** Normalized HRDE-1 IP compared to input small RNA reads for *simr-1* and *mut-2 simr-1* mutants from day 1 adults. WAGO class and CSR class genes are indicated in red and blue, respectively. One representative replicate is shown. **e** Box plots depicting log<sub>2</sub>(fold change small RNA abundance) in *hrde-2* and *simr-1* mutants compared to wild-type for three biological replicates. Bolded midline indicates median value, box indicates the first and third quartiles, and whiskers represent the most extreme data points within 1.5 times the interquartile range, excluding outliers. Two-tailed t-tests were performed to determine statistical significance and p values were adjusted for multiple comparisons. Adjusted p values are a comparison of the indicated gene list to all siRNA target genes for each mutant. **f** Scatter plots displaying each gene as a function of its log<sub>2</sub> fold change for the level of small RNAs immunoprecipitated by HRDE-1 in *hrde-2* mutant (x-axis) and in *simr-1* mutant (y-axis) compared to wild-type. WAGO-target and CSR-target genes are indicated in red and blue, respectively. **g** Venn diagram indicates overlap of genes depleted of small RNAs in *simr-1* and *hrde-2* mutants compared to genes depleted of small RNAs in a *prg-1* mutant (piRNA target genes). The gene lists are defined as genes that are at least twofold depleted of small RNAs in the mutant compared to wild-type, with at least 10 RPM in wild-type and a DESeq2 adjusted p value  $\leq 0.05$ .

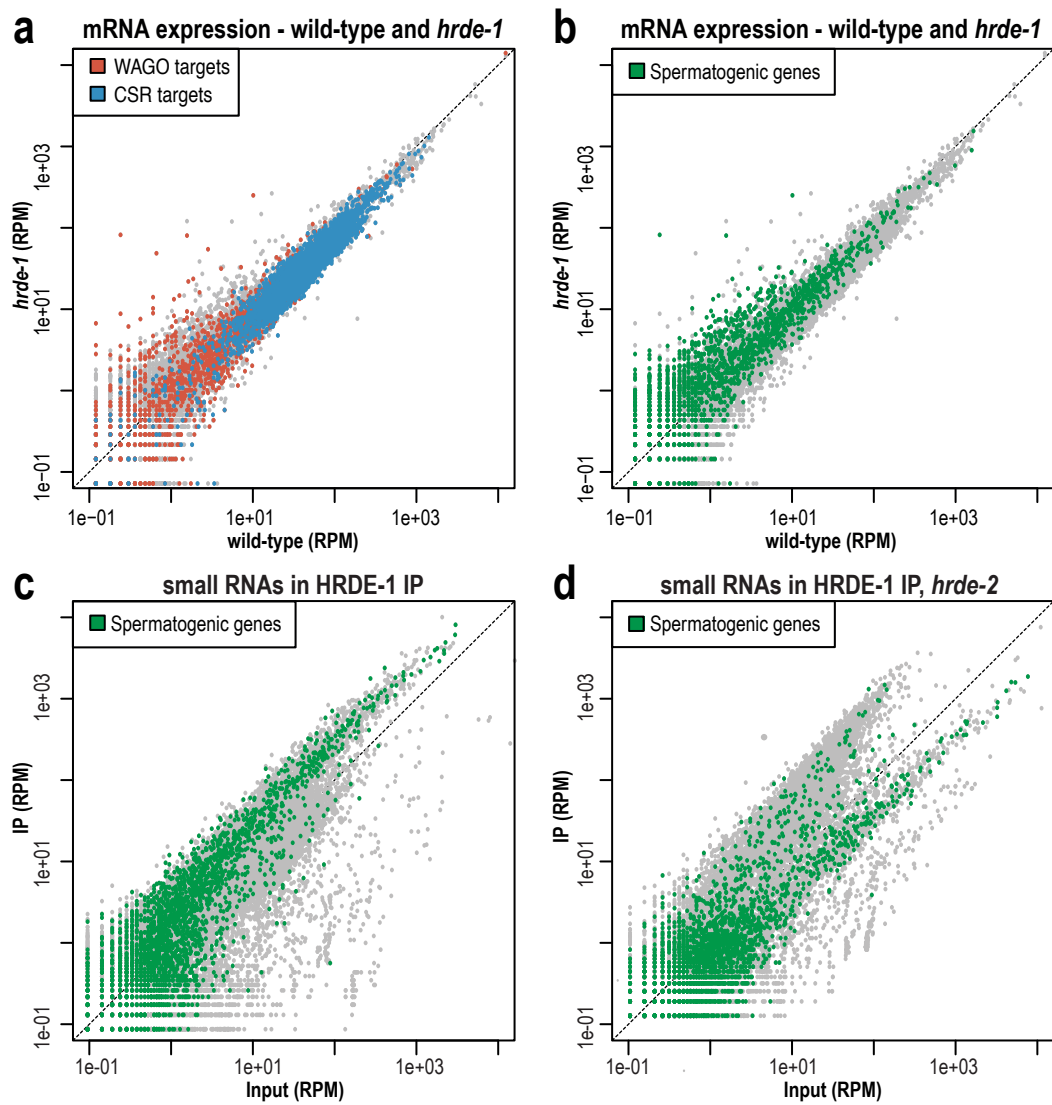

**Supplementary Fig. 6 mRNA and small RNA expression in *hrde-1* and *hrde-2* mutants.** **a** Normalized mRNA reads in *hrde-1* mutants compared to wild-type from day 1 adults. WAGO-target and CSR-target genes are indicated in red and blue, respectively. One representative replicate is shown. **b** Normalized mRNA reads in *hrde-1* mutants compared to wild-type from day 1 adults. Spermatogenic genes are indicated in green. One representative replicate is shown. **c** Normalized HRDE-1 IP compared to input small RNA reads in wild-type animals from day 1 adults. Spermatogenic genes are indicated in green. One representative replicate is shown. **d** Normalized HRDE-1 IP compared to input small RNA reads in *hrde-2* mutant animals from day 1 adults. Spermatogenic genes are indicated in green. One representative replicate is shown.

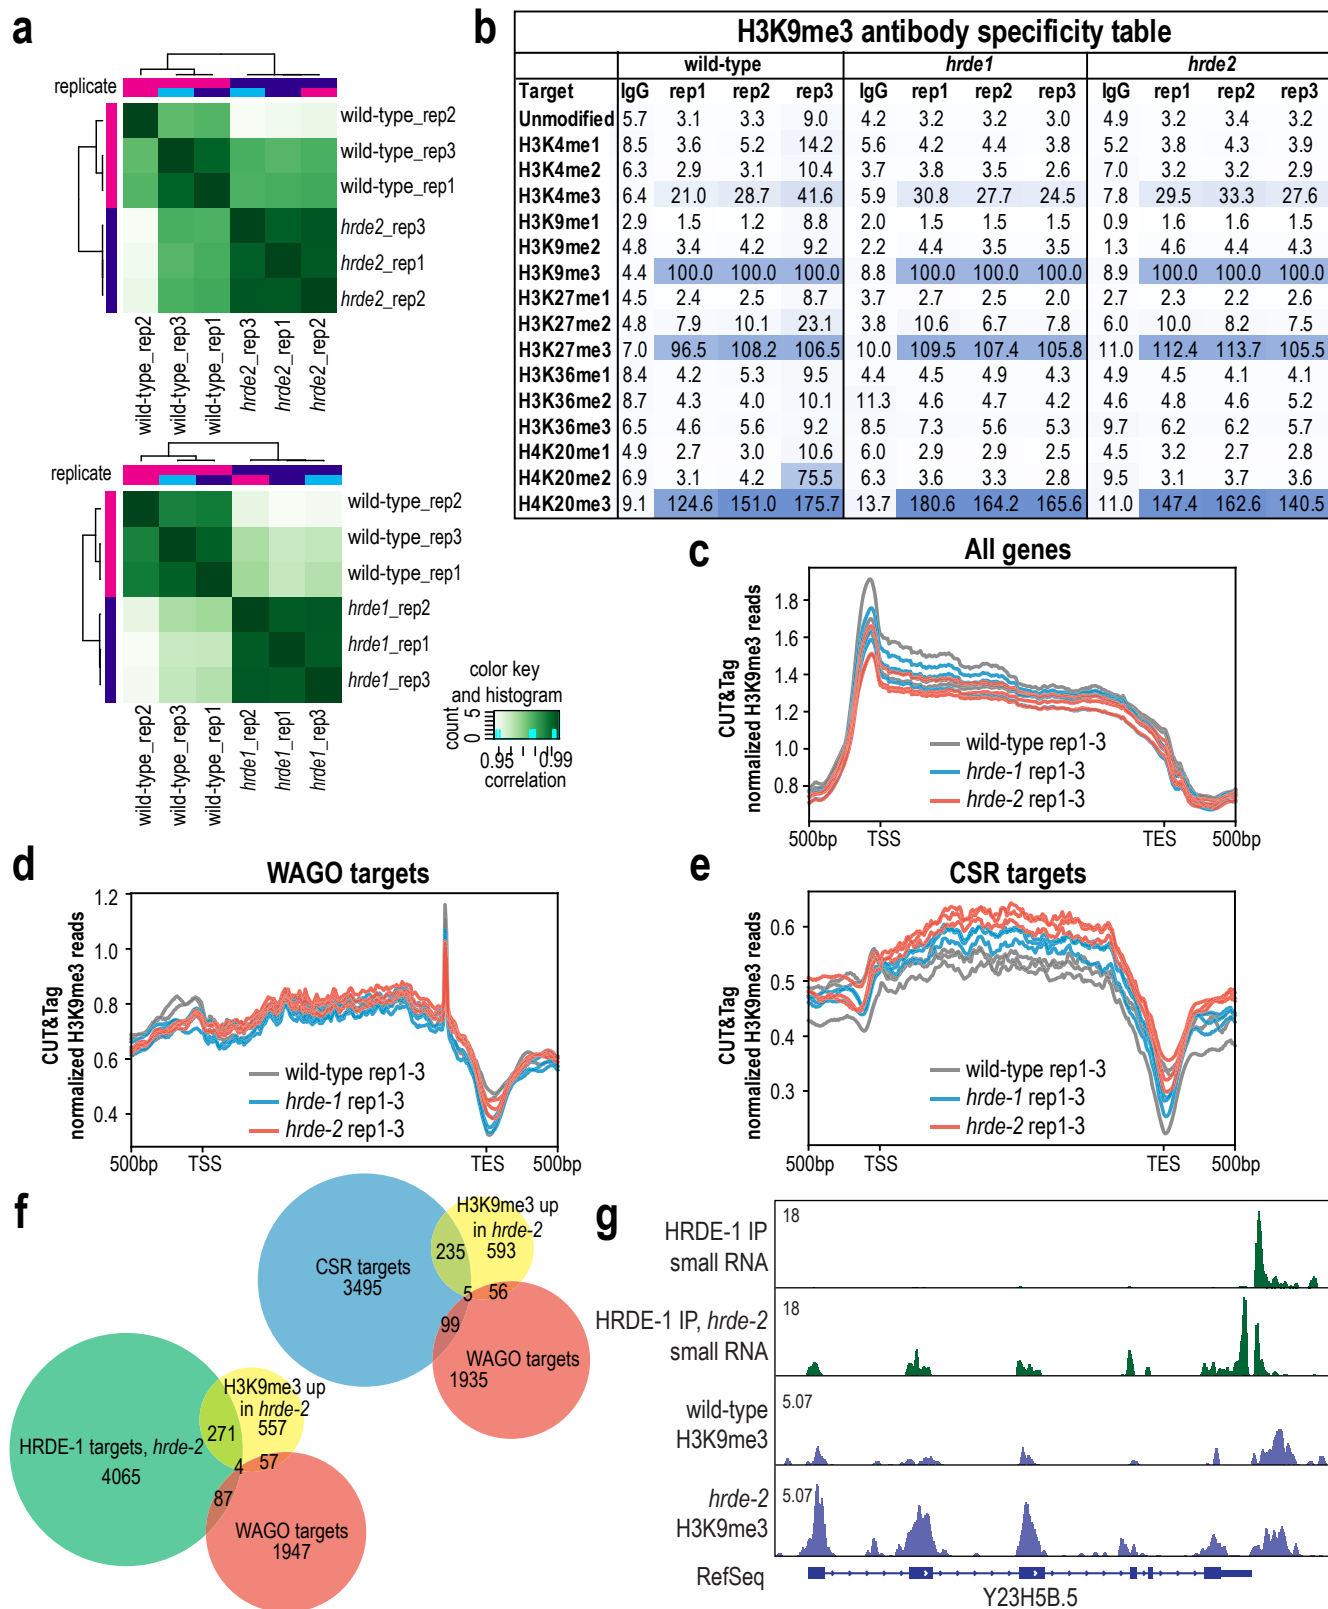

**Supplementary Fig. 7 H3K9me3 CUT&Tag data analysis for *hrde-1* and *hrde-2* mutants.** **a** Heatmap showing clustering of the three CUT&Tag replicates. Top: wild-type and *hrde-2* mutants. Bottom: wild-type and *hrde-1* mutants. **b** Anti-H3K9me3 antibody specificity table generated using K-MetStat Panel spike-in. 16 different K-methylation PTM states: mono-, di-, and trimethylation at H3K4, H3K9, H3K27, H3K36, & H4K20, as well as unmodified control alignment rate normalized to H3K9me3 were represented. The H3K9me3 antibody used also shows high binding to two other trimethylated histone tails, H3K27me3 and H4K20me3. **c** Density plot of H3K9me3 level on all *C. elegans* genes in wild-type (grey), *hrde-1* mutants (blue), and *hrde-2* mutants (red). 500bp upstream transcription start site (TSS) and downstream transcription end site (TES) were plotted using normalized H3K9me3 reads. Each of three replicates are represented as individual lines. **d** Density plot of H3K9me3 level on WAGO-target genes in wild-type (grey), *hrde-1* mutants (blue), and *hrde-2* mutants (red). 500bp upstream transcription start site (TSS) and downstream transcription end site (TES) were plotted using normalized H3K9me3 reads. Each of three replicates are represented as individual lines. **e** Density plot of H3K9me3 level on CSR-target genes in wild-type (grey), *hrde-1* mutants (blue), and *hrde-2* mutants (red). 500bp upstream transcription start site (TSS) and downstream transcription end site (TES) were plotted using normalized H3K9me3 reads. Each of three replicates are represented as individual lines. **f** Venn diagram showing overlap of genes with increased H3K9me3 level in *hrde-2* mutant compared to WAGO-target genes, CSR-target genes or genes targeted by HRDE-1-bound small RNAs in a *hrde-2* mutant. **g** Normalized small RNA and H3K9me3 read distribution across a CSR target gene (Y23H5B.5) in wild-type and *hrde-2* mutants. One representative replicate shown.

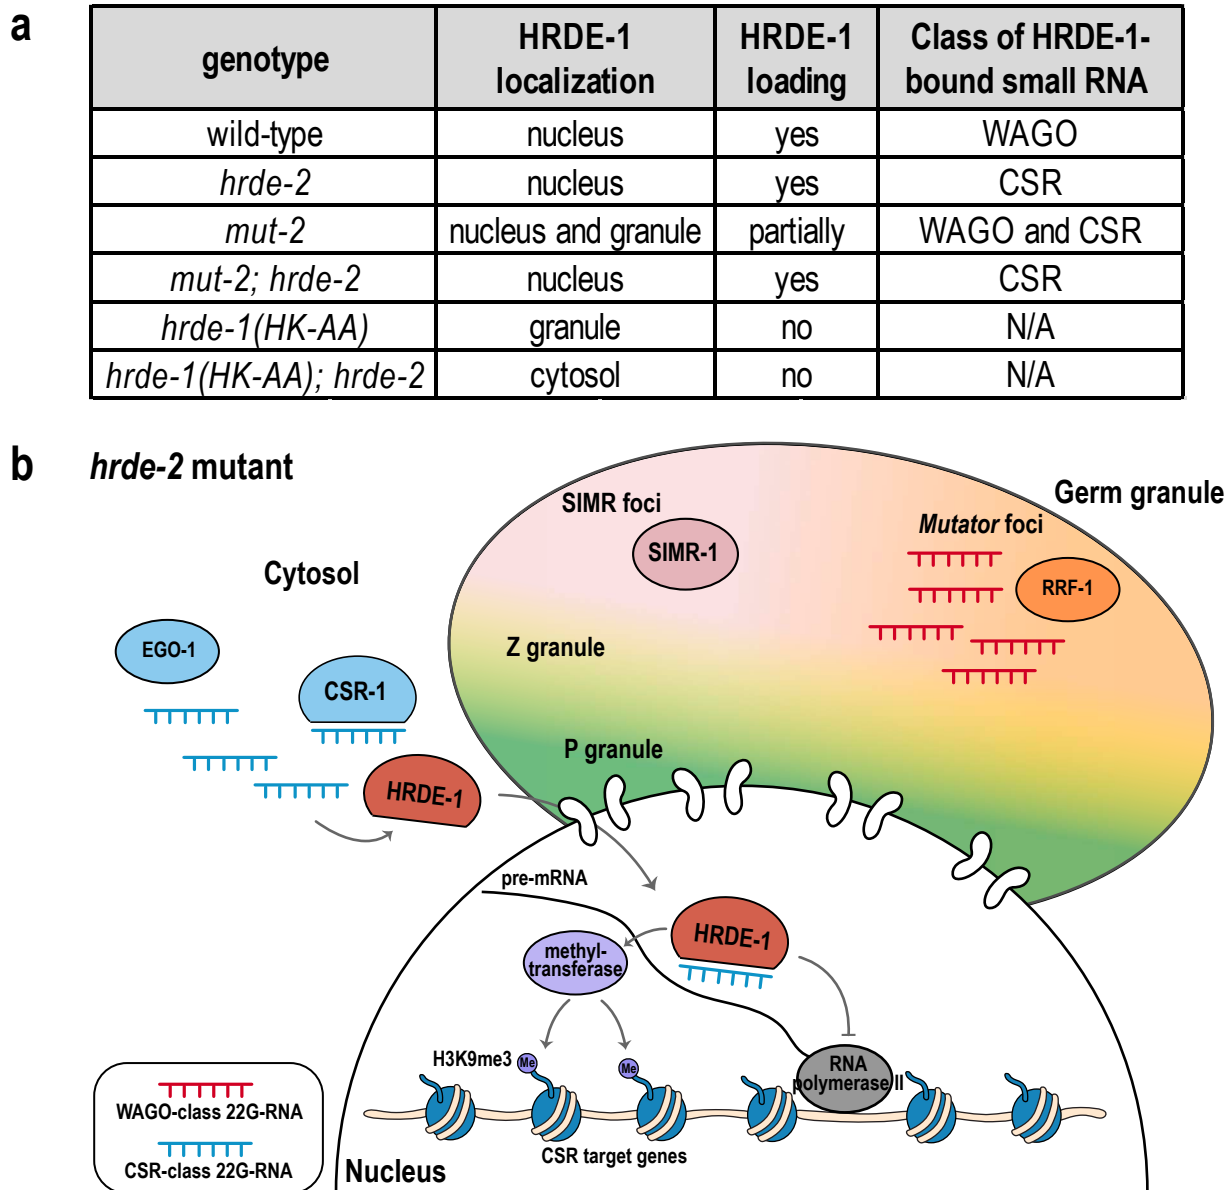

**Supplementary Fig. 8 HRDE-2 promotes germ granule localization and small RNA binding for HRDE-1.** **a** A table summarizes the HRDE-1 localization and small RNA loading pattern in the wild-type, *hrde-2* mutant, *mut-2* mutant, *mut-2; hrde-2* mutant, *hrde-1(HK-AA)* mutant, and *hrde-1(HK-AA); hrde-2* mutant. **b** A model of HRDE-1 loading in the *hrde-2* mutant: because unloaded HRDE-1 is not retained in germ granules, it encounters and loads CSR-class 22G-RNAs in the cytosol, allowing it to translocate into the nucleus and target CSR-target genes for transcriptional silencing.

Supplementary Fig. 1f-top: HRDE-2 protein levels in wild-type and mutants

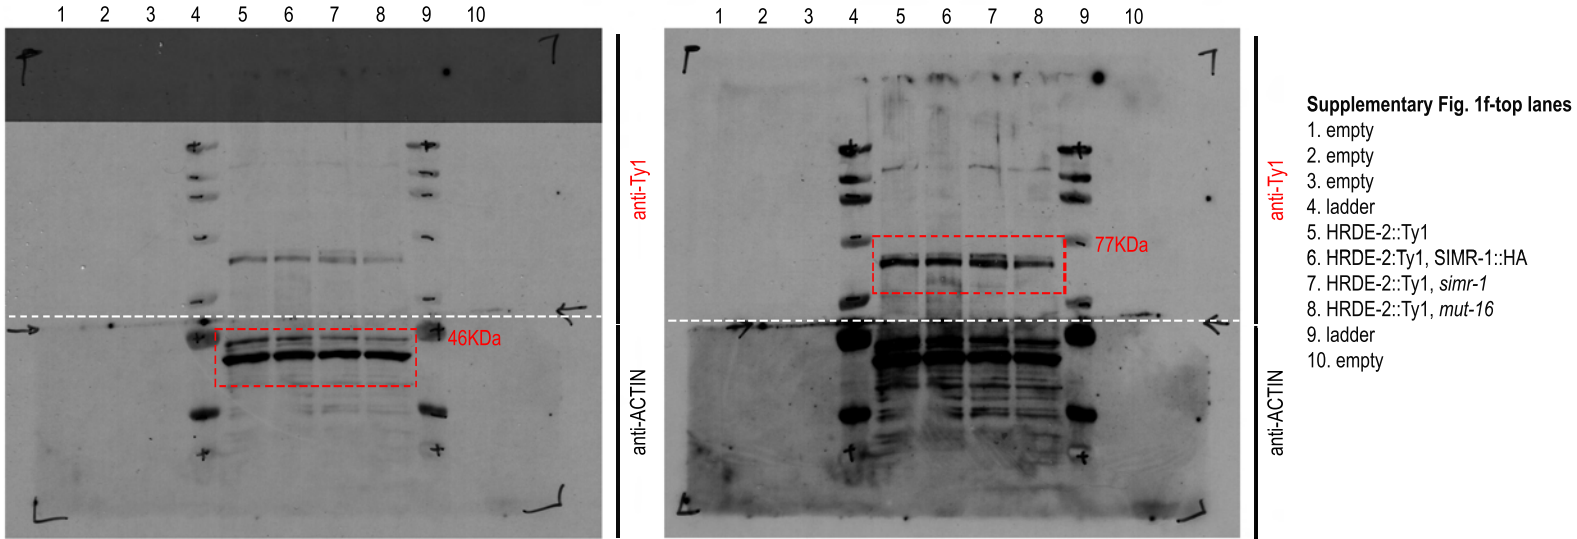

Supplementary Fig. 1f-bottom: SIMR-1 protein levels in wild-type and *hrde-2* mutant

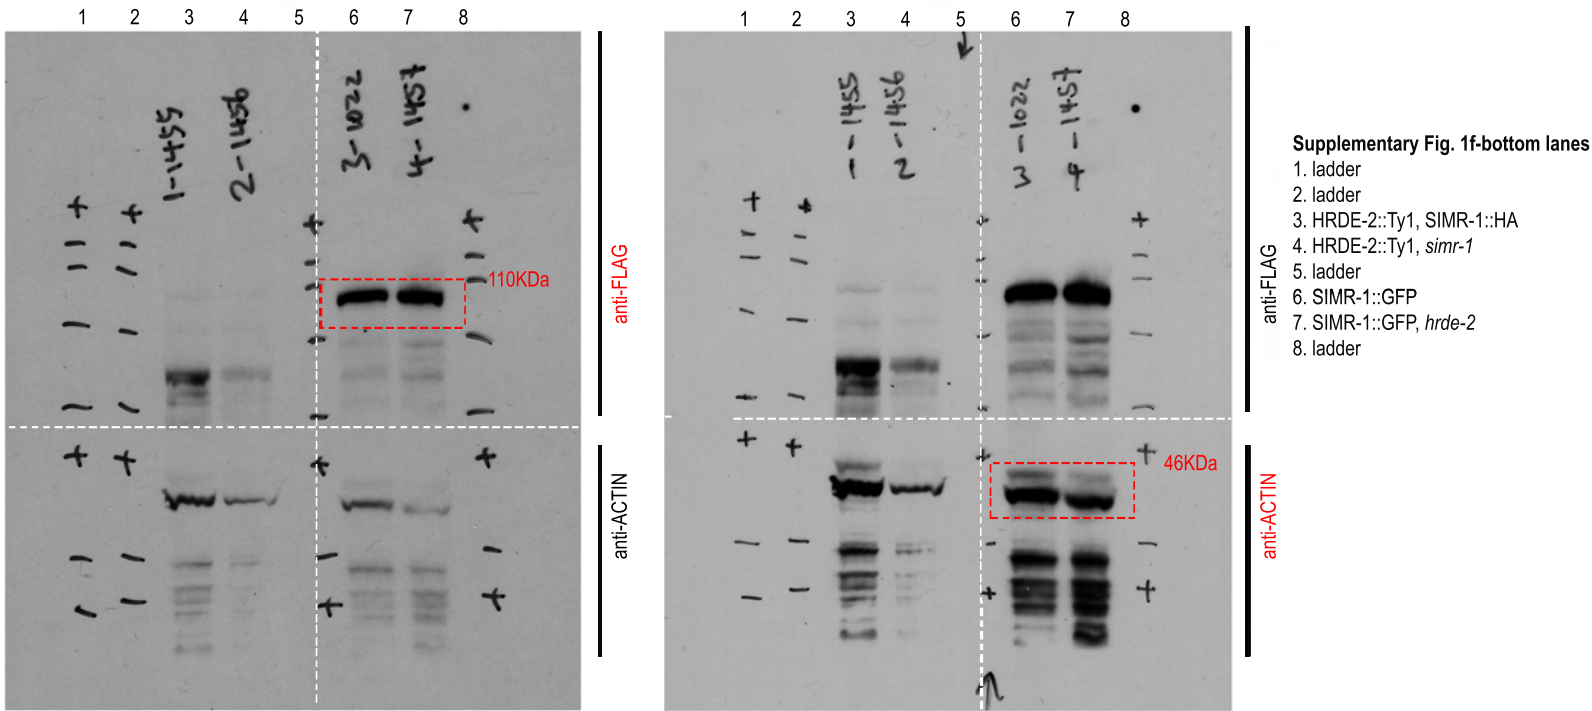

Supplementary Fig. 2a: HRDE-2 and SIMR-1 co-IP -1

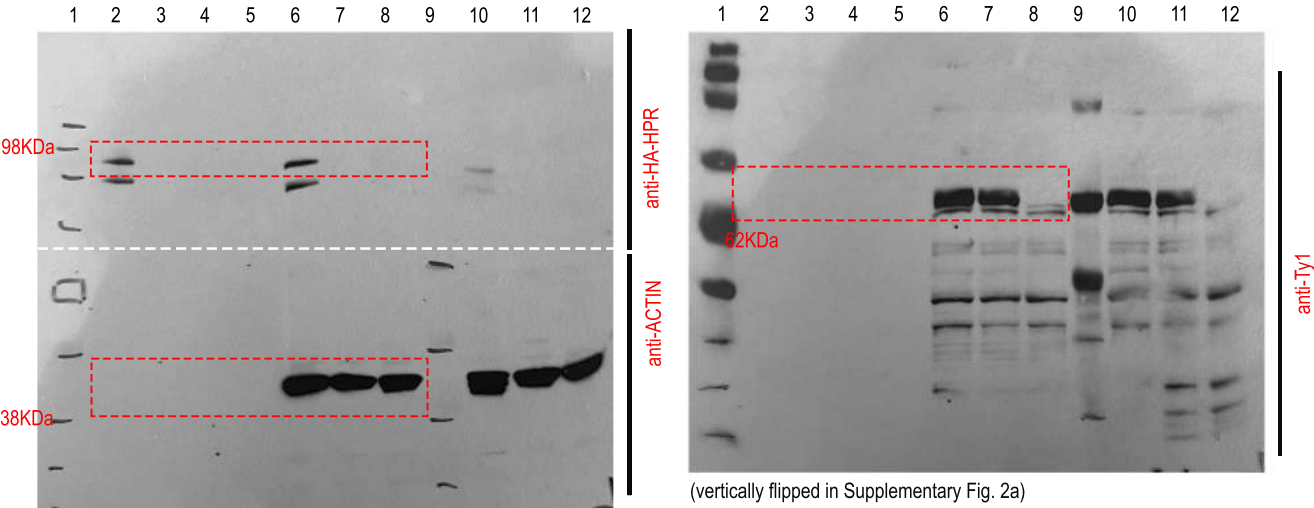

Supplementary Fig. 2b: HRDE-2 and SIMR-1 co-IP -2

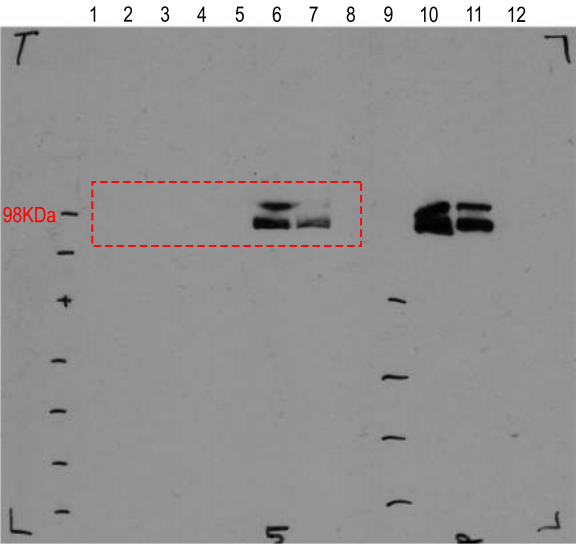

- | Supplementary Fig. 2a lanes         | Supplementary Fig. 2b lanes         |
|-------------------------------------|-------------------------------------|
| 1. ladder                           | 1. ladder                           |
| 2. HRDE-2::Ty1, SIMR-1::HA. IP      | 2. HRDE-2::Ty1, SIMR-1::HA. IP      |
| 3. HRDE-2::Ty1. IP                  | 3. SIMR-1::HA. IP                   |
| 4. wild-type. IP                    | 4. wild-type. IP                    |
| 5. empty                            | 5. empty                            |
| 6. HRDE-2::Ty1, SIMR-1::HA. Input   | 6. HRDE-2::Ty1, SIMR-1::HA. Input   |
| 7. HRDE-2::Ty1. Input               | 7. SIMR-1::HA. Input                |
| 8. wild-type. Input                 | 8. wild-type. Input                 |
| 9. ladder                           | 9. ladder                           |
| 10. HRDE-2::Ty1, SIMR-1::HA. Lysate | 10. HRDE-2::Ty1, SIMR-1::HA. Lysate |
| 11. HRDE-2::Ty1. Lysate             | 11. SIMR-1::HA. Lysate              |
| 12. wild-type. Lysate               | 12. wild-type. Lysate               |

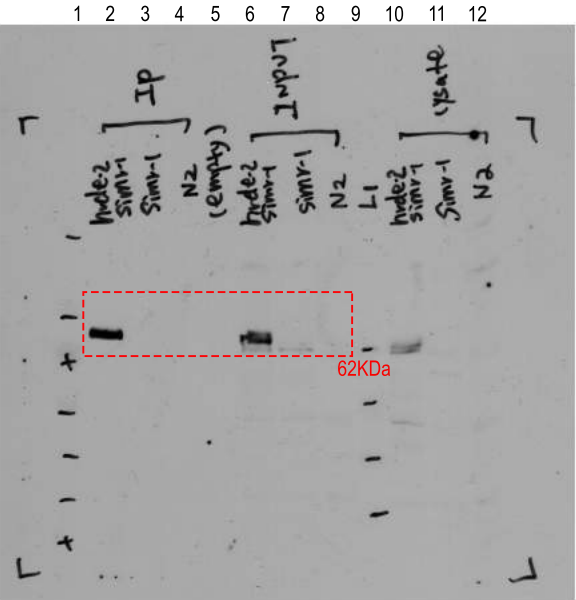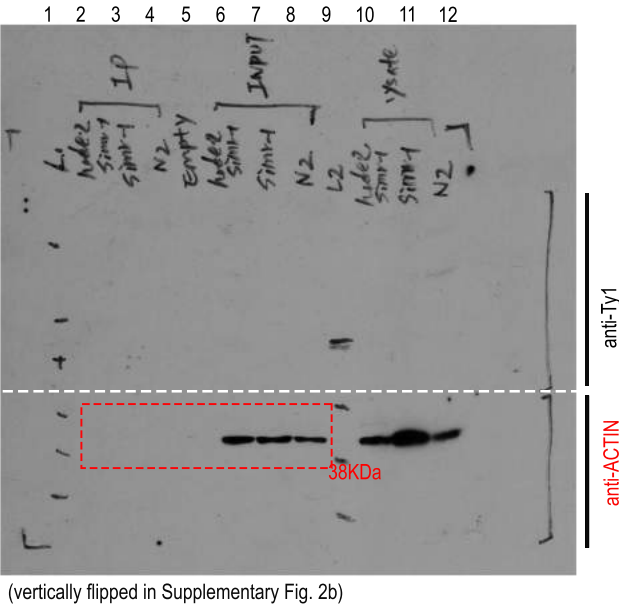

Supplementary Fig. 3d: HRDE-1 protein levels in wild-type and different mutants

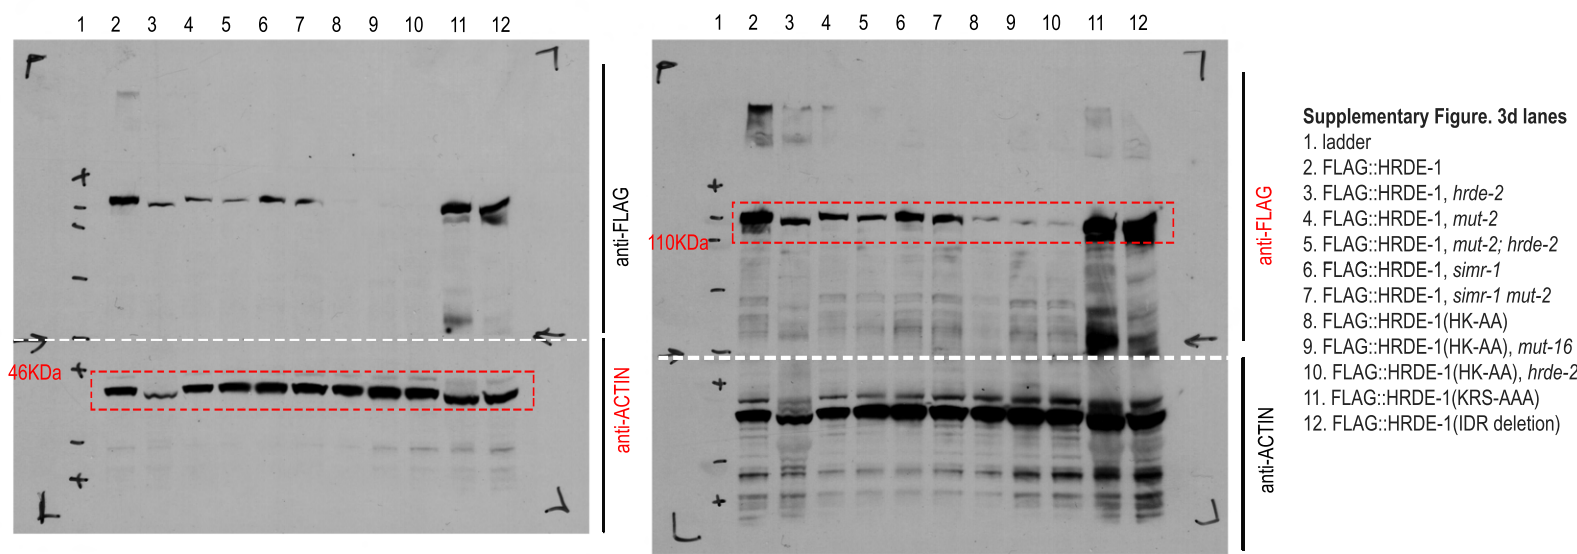

Supplementary Fig. 4a: HRDE-1, HRDE-2 co-IP in mutants, replicate 2

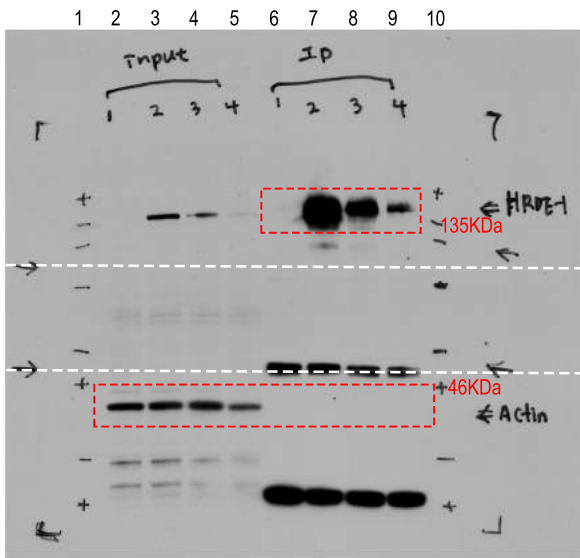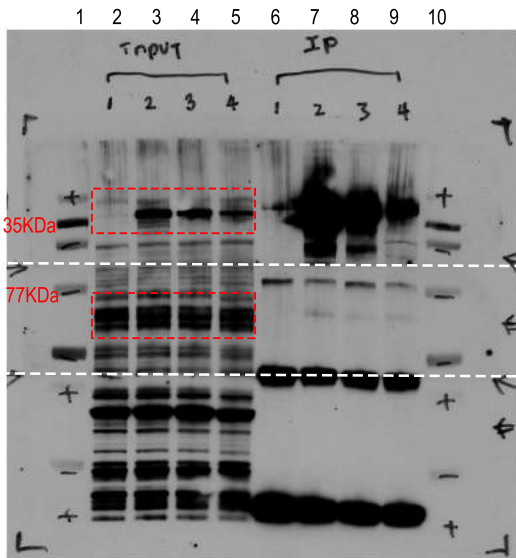

Supplementary Fig. 4a and Fig. 4b lanes

1. Ladder
2. HRDE-2::Ty1. Input
3. HRDE-2::Ty1; FLAG::HRDE-1. Input
4. HRDE-2::Ty1; FLAG::HRDE-1; mut-2. Input
5. HRDE-2::Ty1; FLAG::HRDE-1(HK-AA). Input
6. HRDE-2::Ty1..IP
7. HRDE-2::Ty1; FLAG::HRDE-1. IP
8. HRDE-2::Ty1; FLAG::HRDE-1; mut-2. IP
9. HRDE-2::Ty1; FLAG::HRDE-1(HK-AA). IP
10. Ladder

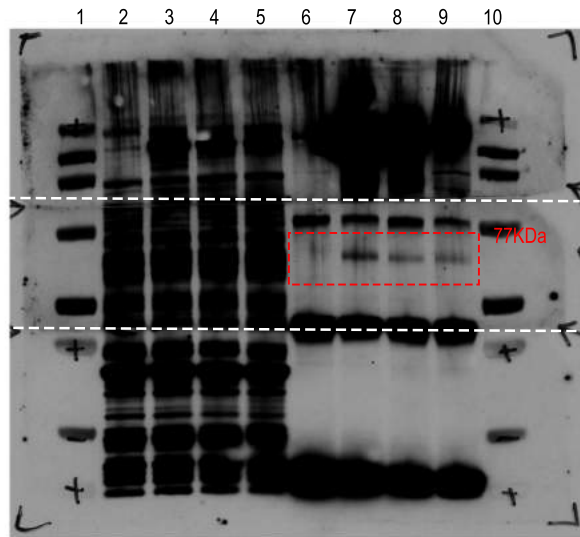

Supplementary Fig. 4b: HRDE-1, HRDE-2 co-IP in mutants, replicate 3

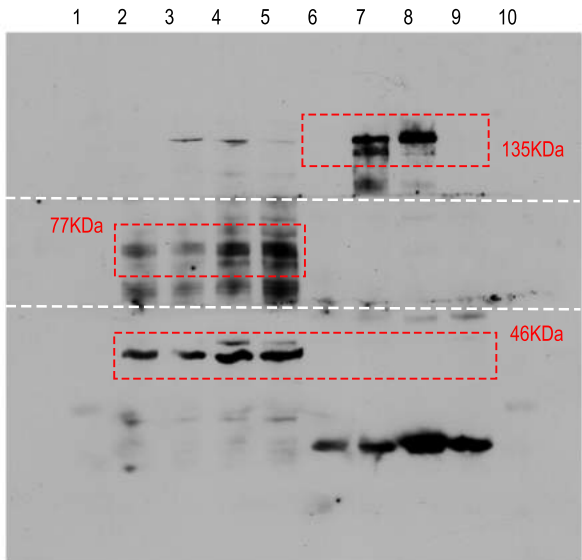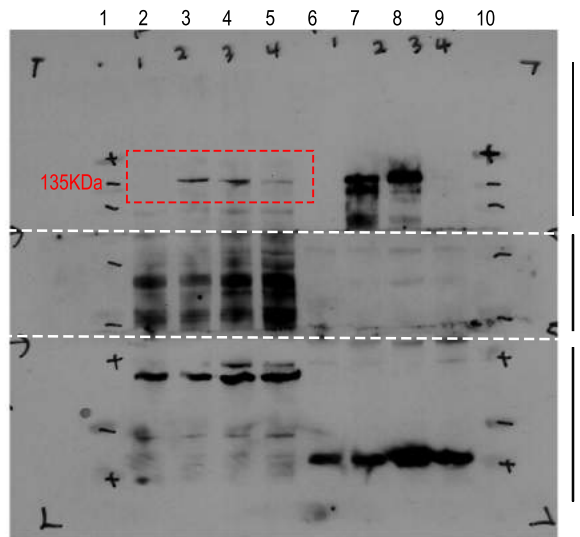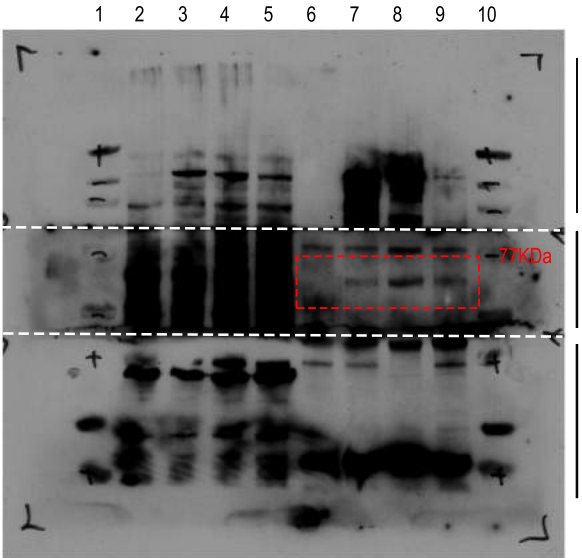

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: HRDE-2 drives small RNA specificity for the nuclear Argonaute protein HRDE-1
**Source:** Nat Commun. 2024 Feb 1;15:957. doi: 10.1038/s41467-024-45245-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Protein interactions identified in this study.

File Name: Supplementary Data 2

Description: Reagents, resources, and strains used in this study.

File Name: Supplementary Data 3

Description: Oligonucleotides sequences used in this study.

File Name: Supplementary Data 4

Description: Small RNA enrichment in HRDE-1 immunoprecipitations.

File Name: Supplementary Data 5

Description: Sequencing library statistics.

File Name: Supplementary Data 6

Description: mRNA expression in *hrde-1(tm1200)* and *hrde-2(qe20)* mutant animals.

File Name: Supplementary Data 7

Description: H3K9me3 level in *hrde-1(tm1200)* and *hrde-2(qe20)* mutant animals.

# Supplementary material for: HRDE-2 drives small RNA specificity for the nuclear Argonaute protein HRDE-1
**Source:** Nat Commun. 2024 Feb 1;15:957. doi: 10.1038/s41467-024-45245-8
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | <p>For small RNA libraries, sequences were parsed from adapters and quality filtered using FASTX-Toolkit (version 0.0.13) (Hannon, G.J. (2010) FASTX-Toolkit. <a href="http://hannonlab.cshl.edu/fastx_toolkit">http://hannonlab.cshl.edu/fastx_toolkit</a>). Contamination from reads mapping to 18-mer and 28-mer size standards were filtered out using Cutadapt (version 3.4) (Martin 2011). Filtered reads were mapped to the <i>C. elegans</i> genome, WS258, using Bowtie2 (version 2.5.0) (Langmead and Salzberg 2012). Mapped reads were assigned to genomic features using featureCounts which is part of the Subread package (version 2.0.1) (Liao et al. 2014). Differential expression analysis was performed using Deseq2 (version 1.38.3) (Love et al. 2014). DeepTools (version 3.5.1) was used to generate metagene plots with BPM (per bin) normalization parameter (Bins Per Million = number of reads per bin/sum of all reads per bin in millions). To define gene lists from IP experiments, a twofold-change cutoff, a DESeq2 adjusted p value of <math>\leq 0.05</math>, and at least 10 RPM in the IP libraries were required to identify genes with significant changes in small RNA levels. The all siRNA targets list (6582 targets) in Supplementary Fig. 5E was defined by genes having at least 10RPM in both hrde-2 and simr-1 mutants. For mRNA libraries, adapter sequences were trimmed using Trimmomatic (version 0.39) (Bolger et al. 2014) and mapped to the <i>C. elegans</i> genome, WS258, using HISAT2 (version 2.2.1) (Kim et al. 2019). Mapped reads for genomic features were counted using featureCounts which is part of the Subread package (version 2.0.1) (Liao et al. 2014). Differential expression analysis was performed using Deseq2 (version 1.38.3) (Love et al. 2014). The all genes list (19782 genes) in Fig. 6C was defined by genes having more than 0 RPM in both hrde-1 and hrde-2 mutants.</p> <p>For CUT&amp;Tag libraries, reads were mapped to the <i>C. elegans</i> genome, WS258, using bowtie2 (version 2.5.0) (Langmead and Salzberg 2012). Mapped reads for genomic features were counted using featureCounts which is part of the Subread package (version 2.0.1) (Liao et al. 2014). Bedtools (version 2.30.0) was used to generate the density plots (Quinlan and Hall 2010). IGV (version 2.12.0) was used to visualize the H3K9me3 and small RNA level(Robinson et al. 2011). SEACR (version 1.3) was used to call peaks (Meers et al. 2019). DiffBind (version 3.17) was used for differential expression analysis (Stark and Brown). DeepTools (version 3.5.1) was used to generate metagene plots with BPM (per</p> |

bin) normalization parameter (Bins Per Million = number of reads per bin/sum of all reads per bin in millions). The all genes list (41023 genes) in Fig. 7F was defined by genes having more than 0 RPM in both wild-type and hrde-2 mutants. Venn diagrams were generated using BioVenn (Hulsen et al. 2008). Sequencing data is summarized in the Supplemental Table 7.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing and CUT&Tag sequencing data generated in this study are available through Gene Expression Omnibus (GEO) under accession code GSE239291 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239291>]. The mass spectrometry proteomics data generated in this study are available in the MassIVE repository with the dataset identifier MSV000092546 [<https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=15befb26a09d4f678779bbdcfa39c8a>].

CSR-target genes, WAGO-target genes, spermatogenesis-enriched genes, and oogenesis-enriched genes were previously described (Nguyen and Phillips 2021; Manage et al. 2020; Ortiz et al. 2014).

Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | small RNA, mRNA, and CUT&Tag seq data analysis: 3 biological replicates (see Supplementary Table 5). Sample sizes were not predetermined by statistical methods, but by conventional requirements in the respective fields.                                                                                                                                                                                               |
| Data exclusions | No data was excluded                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | All immunofluorescence and live imaging experiments were performed at least two times, and at least 5 germlines were images per sample, per condition, with similar results. All co-immunoprecipitation, western blots and small RNA binding assay were performed at least two times with similar results. Additional information about number of replicates for specific experiments can be found in the figure legends. |
| Randomization   | For all experiments, control and experimental samples were treated in parallel. Animals were chosen randomly from plates for experiments such as live imaging and immunofluorescence imaging.                                                                                                                                                                                                                             |
| Blinding        | Blinding was not used in this study. The experiments in this study were not subjective.                                                                                                                                                                                                                                                                                                                                   |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                 |

## Antibodies

### Antibodies used

Anti-FLAG M2 (Mouse monoclonal) Sigma Aldrich Cat# F1804, RRID:AB\_262044. Dilution: 1:1000 Western blot.  
 Anti-HA 3F10 (Rat monoclonal) Roche Cat# 11867423001, RRID:AB\_390918. Dilution: 1:500 immunofluorescence imaging.  
 Anti-HA 3F10 Peroxidase (Rat monoclonal) Roche Cat# 12013819001, RRID:AB\_390917. Dilution: 1:1000 Western blot.  
 Anti-Myc (9E10) (Mouse monoclonal) Thermo Fisher Cat# 13-2500. Dilution: 1:100 immunofluorescence imaging.  
 Anti-PGL-1 (Mouse monoclonal) DSHB Cat# K76, RRID:AB\_531836. Dilution: 1:100 immunofluorescence imaging.  
 Anti-GFP (Rabbit polyclonal) Thermo Fisher Cat# A-11122, RRID:AB\_221569. Dilution: 1:500 immunofluorescence imaging.  
 Anti-Ty1(BB2) (Mouse monoclonal) Thermo Fisher Cat# MA5-23513. Dilution: 1:2000 Western blot.  
 Anti-H3K9me3 (Rabbit polyclonal) ChIP Grade Abcam Cat# ab8898. Dilution: 1:100 CUT&Tag.  
 Anti-H3K27me3 C36B11 (Rabbit monoclonal) Cell signaling Cat# 9733T. Dilution: 1:50 CUT&Tag.  
 Goat anti-mouse IgG Alexa Fluor 488 Thermo Fisher Cat# A-11029, RRID:AB\_138404. Dilution: 1:1000 immunofluorescence imaging.  
 Goat anti-Rat IgG Alexa Fluor 555 Thermo Fisher Cat# A-21434, RRID:AB\_2535855. Dilution: 1:1000 immunofluorescence imaging.  
 Goat anti-mouse IgM Alexa Fluor 647 Thermo Fisher Cat# A21238, RRID:AB\_1500930. Dilution: 1:500 immunofluorescence imaging.  
 Goat anti-mouse IgG Alexa Fluor 647 Thermo Fisher Cat# A21236. Dilution: 1:500 immunofluorescence imaging.  
 Guinea Pig anti-Rabbit IgG (Guinea Pig polyclonal) Antibodies-Online Cat# ABIN101961. Dilution: 1:100 CUT&Tag.  
 Anti-actin IgG (Mouse monoclonal) Abcam Cat# ab3280, RRID:AB\_303668. Dilution: 1:10000 Western blot.  
 Goat anti-mouse IgG Secondary HRP Thermo Fisher Cat# A16078, RRID:AB\_2534751. Dilution: 1:10000 Western blot.  
 Goat anti-rabbit Secondary HRP Thermo Fisher Cat# A16110, RRID:AB\_2534782. Dilution: 1:10000 Western blot.  
 Anti-FLAG M2 Affinity Matrix Sigma Aldrich Cat# A2220, RRID:AB\_10063035. No dilution immunoprecipitation.  
 Anti-HA 3F10 Affinity Matrix Sigma Aldrich Cat# 11815016001, RRID:AB\_390914. No dilution immunoprecipitation.  
 Anti-GFP Agarose (RQ2) MBL Cat# D153-8. No dilution immunoprecipitation.

### Validation

All of the commercial purchased antibodies were validated in previous studies and by the manufacturer, more specifically:  
 Anti-FLAG M2 was validated by western blot detecting for the N-term FLAG-BAP fusion protein in either bacteria, mammalian, or plant extract, then directly detected using anti-mouse IgG peroxidase, and visualized using HRP chemiluminescent substrates (chrome-extension://efaidnbmnnnibpcajpcglclefindmkaj/https://www.sigmaaldrich.com/deepweb/assets/sigmaaldrich/product/documents/754/849/anti-flag-2poster.pdf).  
 Anti-HA 3F10 was validated by western blot detecting for purified HA-tagged Glutathione-S-transferase in eukaryotic cell extract, then indirectly detected using anti-rat-Ig-biotin and streptavidin-POD using BM chemiluminescence western blotting substrate (POD) (https://www.sigmaaldrich.com/deepweb/assets/sigmaaldrich/product/documents/313/794/12158167001bul.pdf).  
 Anti-HA 3F10 Peroxidase was validated by western blot detecting for purified HA-tagged Glutathione-S-transferase in eukaryotic cell extract, then indirectly detected using anti-rat-Ig-biotin and streptavidin-POD using BM chemiluminescence western blot substrate (POD) (https://www.sigmaaldrich.com/deepweb/assets/sigmaaldrich/product/documents/348/595/12013819001.pdf).  
 Anti-GFP have been validated using Immunofluorescence imaging of GFP using H3-GFP construct transfected in HEK-293E cells (https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-11122).  
 Anti-PGL-1 was validated in multiple publications including Strome and Wood (1983): validated by immunoprecipitation and western blot detecting for a 40KDa P-granule polypeptide in *C. elegans* embryo.  
 Anti-Myc was validated using immunofluorescence imaging of using 70% confluent His-H3-Myc transfected HEK-293 cells (https://www.thermofisher.com/antibody/product/c-Myc-Antibody-clone-9E10-Monoclonal/13-2500).  
 Anti-Ty1 was validated using western blot on 20 µg whole cell extracts from MCF7 cells (https://www.thermofisher.com/antibody/product/Ty1-Tag-Antibody-clone-BB2-Monoclonal/MA5-23513).  
 Anti-H3K9me3 and anti-H3K27me3 and have been validated in previous studies and by the manufacturer. Specifically, anti-H3K9me3 antibody was used for ChIP-seq in Ni et al., BMC 2016, and was further validated using the SNAP-CUTANA spike-in control (EpiCypher) - see Supplementary Figure 7B. Anti-H3K27me3 was validated for CUT&Tag by Kaya-Okur et al., Nature protocol, 2020.  
 Anti-actin IgG was validated by western blot in mammalian cell lines (NIH 3T3, MDA-MB-231, Hela) whole cell lysates, and mouse liver whole tissue lysate, then indirectly detected by goat anti-mouse IgG polyclonal (https://www.abcam.com/products/primary-antibodies/beta-actin-antibody-ab8227.html).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

(All animals used are young adult hermaphrodites unless otherwise noted in the figure legends)

C. elegans strains -

N2

YY538

FD53

TRG1656

JMC231

USC1456

USC1457

USC1464

USC1465

USC1473

USC1474

USC1475

USC1476

USC1477

USC1478

USC1479

USC1480

USC1481

USC1485

USC1486

USC1487

USC1488

USC1489

USC1492

USC1493

USC1507

USC1508

USC1510

USC1511

USC1526

USC1529

### Wild animals

Wild animals were not used

### Reporting on sex

C. elegans are hermaphrodites. Only adult animals, undergoing oogenesis but also containing sperm, were examined unless specifically noted (i.e. L4s undergoing spermatogenesis were examined in Supplementary Fig. 3A).

### Field-collected samples

Field-collected samples were not used

### Ethics oversight

No ethical approval is required for C. elegans.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

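Small RNAs bound to HRDE-1 were measured in 36 libraries. Adult animals of 6 genotypes (wild-type, *hrde-2*, *simr-1*, *mut-2*, *mut-2; hrde-2* and *simr-1 mut-2*) expressed tagged HRDE-1, and an input and an IP library were made from each of 3 replicates per genotype. The condition of every library was taken from its sample label. The headers inside the wild-type replicate 2 tables carry the number of replicate 1, and the label was kept. The *mut-2* allele in *simr-1 mut-2* differs from that in *mut-2* and *mut-2; hrde-2*, so the comparison of *simr-1 mut-2* with *mut-2* is also one between alleles.

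The authors trimmed the reads with FASTX-Toolkit and Cutadapt, mapped them with Bowtie2 and counted them per gene with featureCounts, and each deposited table holds expected counts, since a read that overlapped several genes equally was split between them. No normalization was applied to the deposited values. Each table lists 31106 features, counted on either strand. Whole counts had been assumed when the design was written, and the values were rounded to the nearest whole number before testing, because 10.4% of the non-zero values were not whole. The coordinates are those of the tables, and biotypes were taken from Ensembl 115, which has an entry for 30911 of the features and none for 195.

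Counts on genes ranged from 4276687 to 17449202 per library, so a mean of 10 RPM stands for at least 42.8 counts. Groups with at most 3 counts in every library were treated as being at the floor, and a fold against such a group is given as a bound with each of its libraries set to 3 counts. This bound has no margin for counting error where 3 counts were observed.

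Tests were run with R 4.3.3 and edgeR 4.0.16. Genes with at least 10 counts in at least 3 libraries of a fit were tested with TMM normalization, the quasi-likelihood F test and Benjamini-Hochberg adjustment. IP was compared with input in one fit per genotype. Differences in enrichment between genotypes were tested as an interaction over 12 libraries, for *hrde-2*, *simr-1* and *mut-2* against wild-type, *mut-2; hrde-2* and *simr-1 mut-2* against *mut-2*, and *hrde-2* against *simr-1*. The IP libraries of *hrde-2* and wild-type were compared with each other, and the inputs of each mutant were compared with wild-type and those of the double mutants also with *mut-2*. A change was called at 2-fold and an adjusted p of at most 0.05, with a minimum of 10 RPM for target genes (in the IP) and for input changes (in the higher group). Calls on interactions, between IP libraries, and between inputs over the paper's spermatogenic list had no RPM minimum. Shares, medians and exact permutation tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. A pseudocount of 1 RPM was added before logarithms were taken. The medians of gene lists were compared with 10000 random lists drawn within 20 bins of expression.

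The classes of *mut-2*-dependent and *mut-2*-independent genes were derived from the inputs and are not the WAGO and CSR lists of the paper, which were not used here. The genes named in the text are those the paper names with small RNA data, the genes mutated or tagged in the strains, and the 3 largest rises and 3 largest falls of enrichment in *hrde-2* against wild-type among genes with at least 10 RPM in the IP and no overlap between the replicates of the strains.

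Whether replicate numbers pair libraries was checked with correlations of deviations from the condition mean. Between input and IP of one genotype the correlations ran from -0.003 to 0.523, and 16 of 18 were above 0.1. Between libraries of the same number in the genotypes compared, correlations above 0.1 numbered 5 of 15 for inputs and 2 of 15 for IPs (wild-type with a mutant), 0 of 6 and 2 of 6 (*mut-2* with a double mutant), and 1 of 3 and 1 of 3 (*hrde-2* with *simr-1*). The correlations with wild-type ran from -0.431 to 0.403 for inputs and from -0.362 to 0.295 for IPs, and with both signs present no pairing across genotypes was found. Replicates were treated as unpaired in the tests, and a block on the replicate number was an alternative. For target genes and enrichment it stands for the lysate, and for comparisons between inputs or between IP libraries it joins libraries of different genotypes.

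The procedure was tested on simulated data made from these libraries with 200 genes changed 4-fold. The IP test in wild-type recovered 198 of them with 12 false calls, the interaction of *hrde-2* against wild-type 175 with 16 false calls, and the comparison of *mut-2* with wild-type inputs 192 with 9 false calls. Most genes were unchanged in these simulations. In the real interaction of *hrde-2* against wild-type, 5200 genes were higher and 5581 lower of 15444 tested. The simulations therefore do not test the scaling where most genes change.

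The alternatives were DESeq2 1.42.0 with its own size factors and test, scaling by library size alone, no filter on low counts, leaving out each replicate number in turn, all 36 libraries in one fit with and without a term for the suffix of the library name, a block on the replicate number, other RPM minimums, RPM computed over mapped reads, other definitions of the gene classes, and all histone genes. Leaving out miRNA and piRNA features removed only 2 features and tests nothing. One alternative, leaving out 1626 features that are or overlap rRNA, tRNA, snRNA or snoRNA genes, was chosen after seeing the data, as was RPM over mapped reads for the genes depleted in both *hrde-2* and *simr-1* inputs. Fits without a replicate kept the genes tested with all replicates, which was decided after first results had been seen. Small RNA distributions along genes, mRNA levels and chromatin data were not analysed here.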

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

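The tests of scaling, of the supply in the inputs, of swapped labels, of the split in *simr-1*, of separate length groups, of small RNAs outside HRDE-1, of other splits of the libraries, and of overlap, depth, pool and the inputs of *mut-2; hrde-2* against *hrde-2* for the genes low in the wild-type IP, were chosen only after the result was seen.

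HRDE-1 enrichment differed between *hrde-2* and wild-type by a direct test of the difference, with 5200 genes at least 2-fold more and 5581 at least 2-fold less enriched (adjusted p of at most 0.05, edgeR). Only the real split among the 10 splits of the replicates gave as many genes (1 of 10). The largest other split gave 0, or 146 at an unadjusted p under 0.05, against 10999 in the real one. With 3 replicates against 3 the share of splits is never under 0.1, so by that share alone the grouping cannot be told apart from chance. The class difference, *mut-2*-dependent minus *mut-2*-independent genes within each pair of libraries, was lower in *hrde-2* by -5.13 on the log2 scale, a value that scaling between libraries affects only through the 1 RPM added. It was -5.00 and -5.37 within the groups of libraries with the same name suffix (the latter with 1 replicate per genotype), -5.15 over genes without an overlapping exon, -3.86 in the length group with the smallest difference, and -5.13 with all libraries thinned to the smallest total. Without the 100 features with the most counts, the change of the *mut-2*-dependent share from input to IP differed by -63.9 percentage points. These values argue against scaling, the library pool, overlapping genes, gene length, depth and a few abundant genes as the whole cause. The share of *mut-2*-dependent genes in the inputs was 7.46 points higher in *hrde-2*, but their median log2 change was -0.45, with 796 of them at least 2-fold lower and 214 higher. A lower supply would lower input and IP alike, but the ratio of IP to input of these genes fell by a median of -2.47 ± 0.08 on the log2 scale (SD, n = 3), and the 762 of them whose inputs were not lower in *hrde-2* had a median log2 change of -2.16 ± 0.04 between the IP libraries. Both argue against a lower supply as the whole cause. Genes that are low in the wild-type IP were low in the *hrde-2* IP as well (median log2 ratio -3.89), which argues against swapped labels. A biological effect of the mutation remains open as a hypothesis here, since it was tested on these libraries alone. From the localization of HRDE-1, the paper had already proposed that HRDE-2 may help HRDE-1 to load the correct small RNAs.

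In *simr-1* against wild-type, 1444 genes were more and 3432 less enriched, with 1 of 10 splits as large. The largest other split gave 0 genes, or 125 at an unadjusted p under 0.05 against 5566 in the real one, and the share of splits stays open only because 10 splits allow no smaller one. The balance of these calls moved to 90.3% higher with library size alone, so the number of genes on each side may follow from the scaling. The class difference, which depends on the scaling only through the 1 RPM added, was lower by -1.93, and by -1.89 within the name suffix group that holds both genotypes, -1.93 without overlapping exons, -0.88 in the length group with the smallest difference and -1.91 at equal depth. Without the 100 most abundant features, the share changed by -25.5 points. The shift between the classes thus remains open to a biological explanation as a hypothesis, whereas the split of higher and lower genes does not bear one.

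For *mut-2* against wild-type, 4421 genes were more and 1517 less enriched, again with 1 of 10 splits as large and the same limit, the largest other split giving 0, or 60 at an unadjusted p under 0.05 against 6554. Leaving out replicate 3 reduced the less enriched genes to 903. The percentage of higher genes was 74.5% with TMM normalization, 53.6% with DESeq2 and 76.5% with library size alone. The class difference was lower by -1.57, by -1.66 within the name suffix group that holds both genotypes (with 1 wild-type replicate), -1.55 without overlapping exons, -1.55 at equal depth, and the share without the most abundant features changed by -15.1 points. Among the shortest genes the difference was -0.16, less than the spread of the replicates, as an effect of gene length predicts, while it was -1.35 in the middle and -1.66 in the longest length group with the replicates apart. The values of the middle and longest groups argue against gene length as the whole cause for the genes in them. Among the shortest genes, gene length cannot be told apart from the genotype. Since the classes were defined by the *mut-2* inputs, this comparison is partly fixed by that definition. The 1 RPM added also shrinks the ratios of *mut-2*-dependent genes, which are low in *mut-2*, so the class difference depends on it. Medians of the fitted interaction were 0.15 over *mut-2*-dependent and 1.28 over *mut-2*-independent genes.

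In *mut-2; hrde-2* against *mut-2*, 227 genes were more and 2768 less enriched (102 more enriched without replicate 2), with 1 of 10 splits as large and the same limit (0 in the largest other split, or 113 at an unadjusted p under 0.05 against 3278). The class difference was lower by -1.02, all libraries being in one name suffix group (-1.02), by -1.05 without overlapping exons, and by -1.07 at equal depth, and the share without the most abundant features changed by -9.02 points. It was -0.35 among the shortest genes, where gene length cannot be told apart from the genotype because the replicates overlap, and -1.08 and -0.92 in the middle and longest length groups. In *simr-1 mut-2* against *mut-2*, 14 genes were more and 1420 less enriched, with 1 of 10 splits as large, the largest other split giving 3. With replicates 1, 2 and 3 left out in turn, 874, 638 and 894 genes were less enriched, and the more enriched genes numbered 122 without replicate 1 and 0 without replicate 2, where 47 had an unadjusted p under 0.05. The class difference was lower by -0.65, within one name suffix group (-0.65), by -0.68 without overlapping exons and -0.69 at equal depth, and the share changed by -8.03 points. Among the shortest genes the class difference was -0.02, less than the spread of the replicates, as an effect of gene length predicts. In the middle and longest length groups it was -0.67 and -0.62, with the replicates apart. These 2 values argue against gene length as the whole cause for the genes in those groups. Among the shortest genes, gene length cannot be told apart from the genotype. The *mut-2* alleles of these strains differ, and no test separates the allele from *simr-1*. In all strains without *mut-2*, the 1 RPM added shrinks the ratios of *mut-2*-dependent genes, so the class differences in this paragraph may be too small. Medians of the fitted interaction over *mut-2*-dependent and *mut-2*-independent genes were -1.26 and 0.27 in *mut-2; hrde-2* against *mut-2*. They were -0.90 and 0.01 in *simr-1 mut-2* against *mut-2*.

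Between *hrde-2* and *simr-1*, 2118 genes were more and 4587 less enriched in *hrde-2* (3779 more enriched without replicate 2), with 1 of 10 splits as large and the limit as above (0 in the largest other split, or 148 at an unadjusted p under 0.05 against 6912). The class difference was lower by -3.20, by -3.12 within the name suffix group, -3.22 without overlapping exons, -2.98 in the length group with the smallest difference and -3.22 at equal depth, and without the most abundant features the share changed by -38.5 points. The percentage of higher genes was 31.6% with edgeR, 57.1% with DESeq2 and 48.5% with library size alone, so the counts on each side are less firm than the class difference.

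A group of 192 *mut-2*-dependent genes, which the paper does not discuss, was at least 2-fold lower in the wild-type IP than in the input. They held 10.6% ± 2.08 (SD, n = 3) of the wild-type input counts and 0.69% ± 0.0982 of the IP counts, with a median log2 ratio of -3.57. Of these genes, 14.6% are lincRNA genes, against 0.772% of the other *mut-2*-dependent genes. Their small RNAs were also lower in the *mut-2; hrde-2* inputs (median log2 change -5.28, or -5.08 with the 20 genes at the floor set to their bound). Since wild-type and *mut-2* libraries defined the genes, *mut-2; hrde-2* inputs were also compared with *hrde-2* inputs, where the median log2 change from RPM was -3.60 ± 0.24 (SD, n = 3) and the share of counts 0.474% against 9.16%. Fragments of RNAs that do not depend on *mut-2* would remain, so these values argue against such fragments as the whole cause. Of these genes, 142 (74.0%) have no overlapping exon, and 5.21% are or overlap structural RNA features. Since the genes were chosen in the wild-type libraries, depth and pool were tested in *hrde-2*, where the median ratio at equal depth was -3.92 and the highest replicate median, over replicates of both suffix groups, was -3.50. These values argue against overlapping genes, structural RNAs, depth and the library pool as the whole cause. At least 77.8% of these genes that could be tested were at least 2-fold lower in the IP of each other genotype, which is consistent with small RNAs held outside HRDE-1 in every strain. That remains open as a hypothesis, as do fragments of RNAs that themselves fall without *mut-2*, which were not tested.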

How the results depend on the processing

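Of 76 results that answer a comparison, 29 kept their value within 1.5 times, or within 1 SD of the replicates, under every alternative run for them. All alternatives were set before the data were examined except the omission of structural RNA features and, for the genes depleted in both *hrde-2* and *simr-1* inputs, RPM over mapped reads (426), which were chosen after seeing the data. Which genes the fits without a replicate test was also decided after first results had been seen. Unless a construction is named, the cause of a change was not tested.

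With library size alone, 22 of 51 values changed. Target genes numbered 1444 in *simr-1* and 331 in *simr-1 mut-2*. Enrichment in *simr-1* against wild-type was higher for 4128 genes and lower for 445, and higher enrichment was called for 131 genes in *mut-2; hrde-2* against *mut-2*, 32 in *simr-1 mut-2* against *mut-2* and 3920 in *hrde-2* against *simr-1*. Inputs against wild-type had 2408 higher genes in *mut-2*, 3793 in *mut-2; hrde-2* and 4191 in *simr-1 mut-2*, and against *mut-2* there were 87 higher and 184 lower genes in *mut-2; hrde-2* and 429 higher in *simr-1 mut-2*. Shared targets were 499 for *hrde-2* and *simr-1* and 72 for *mut-2* and *mut-2; hrde-2*. The medians over the paper's target lists were 1.64 in *simr-1*, 1.94 in *mut-2*, 0.97 in *mut-2; hrde-2* and 1.19 in *simr-1 mut-2*, those over the lists of 67 and 349 genes were -2.89 and -1.29, and that over histone genes in *hrde-2* was 0.36. The sign of the *ddx-10* difference between *hrde-2* and wild-type reversed to 0.021 (adjusted p = 0.92, edgeR). Since this scaling shifts every gene of a library alike, the splits moved with the median over all genes.

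With DESeq2, 7 of 51 values changed. Enrichment in *simr-1* against wild-type was higher for 2604 and lower for 1696 genes, and in *mut-2* against wild-type for 2758 and 2388. Higher enrichment was called for 40 genes in *simr-1 mut-2* against *mut-2* and 4898 in *hrde-2* against *simr-1*, and the median over the paper's *mut-2; hrde-2* list was 0.96.

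Without the filter on low counts, 6 of 36 values changed: 451 and 370 target genes in *mut-2; hrde-2* and *simr-1 mut-2*, 159 and 5590 genes with higher enrichment in *simr-1 mut-2* against *mut-2* and in *hrde-2* against *simr-1*, and 2240 and 1570 higher genes in the inputs of *mut-2; hrde-2* and *simr-1 mut-2* against wild-type.

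With all 36 libraries in one fit, 14 of 34 values changed, and as many with the suffix term, whose values follow in parentheses. Target genes were 2054 (2054) in *simr-1*, 374 (375) in *mut-2; hrde-2* and 370 (369) in *simr-1 mut-2*. Enrichment against wild-type was higher for 3089 (3091) and lower for 1370 (1503) genes in *simr-1*, and higher for 2638 (2666) and lower for 2726 (2813) in *mut-2*, so that the majority turned. Higher enrichment against *mut-2* was called for 84 (100) genes in *mut-2; hrde-2* and 36 (49) in *simr-1 mut-2*. Higher genes in inputs against wild-type were 229 (219) in *simr-1*, 3757 (3662) in *mut-2*, 4192 (4122) in *mut-2; hrde-2* and 4432 (4364) in *simr-1 mut-2*. In *mut-2; hrde-2* against *mut-2* inputs, 194 genes were lower in the fit without the term and 41 higher in the fit with it.

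The block on the replicate number changed 2 of 34 values in *simr-1 mut-2* against *mut-2*. It gave 34 genes with higher enrichment, where it pairs the input and IP of a lysate, and 69 higher genes in the inputs, where it joins libraries of different genotypes. Without structural RNA features, there were 117 target genes in *mut-2; hrde-2*, 109 genes with higher enrichment in *mut-2; hrde-2* against *mut-2*, and 83 higher and 916 lower in *simr-1 mut-2* against *mut-2*. With RPM over mapped reads, 590 genes were higher in *simr-1 mut-2* inputs against wild-type, and against *mut-2* 177 were lower in *mut-2; hrde-2* and 47 higher in *simr-1 mut-2*. The fall on wild-type target genes in *mut-2* inputs was then 80.2%, and it was 83.5% with TMM-scaled counts and 88.2% over *mut-2*-dependent genes.

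The gene classes changed with their definition. With a 4-fold limit for *mut-2*-dependent genes, their share in the IP minus the input was 21.0 points in wild-type, -45.0 in *hrde-2*, 14.9 in *mut-2* and 0.92 in *simr-1 mut-2*, the class difference in *hrde-2* was -3.29, and 14 and 16 of the targets in *hrde-2* and *mut-2; hrde-2* were *mut-2*-dependent. With protein-coding genes and pseudogenes only, the shares were 27.9, -41.1 and 18.1 points in wild-type, *hrde-2* and *mut-2*. With at least 50 RPM, which leaves fewer genes in the classes, the shares were 21.8 points in wild-type and -46.6 in *hrde-2*, and the class differences were -3.73 in *hrde-2*, 0.73 in *mut-2* and -0.79 in *mut-2; hrde-2*. The *mut-2*-dependent and -independent targets were then 775 and 67 in wild-type, 18 and 1397 in *hrde-2*, 222 and 45 in *simr-1*, and 12 and 45 in *mut-2; hrde-2*, with 43 and 32 independent ones in *mut-2* and *simr-1 mut-2*. With classes from library-size scaling, the share in *mut-2* was 19.7 points.

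Across the 3 fits that each left out a replicate, lower enrichment in *simr-1* against wild-type was called for 1.5e+03 to 3028 genes (42.9% of the number with all replicates when replicate 3 was left out) and in *mut-2* against wild-type for 903 to 1241 (903 without replicate 3). Higher enrichment was called for 102 to 271 genes in *mut-2; hrde-2* against *mut-2* (102 without replicate 2) and for 1799 to 3779 in *hrde-2* against *simr-1* (3779 without replicate 2). In *simr-1 mut-2* against *mut-2*, 0 to 122 genes were higher (0 without replicate 2, where 47 had an unadjusted p under 0.05, and 122 without replicate 1) and 638 to 894 lower. Higher genes in inputs were 614 to 1422 in *mut-2* (614 without replicate 3), 834 to 1512 in *mut-2; hrde-2* (1512 without replicate 2), and against *mut-2* 15 to 37 in *mut-2; hrde-2* (15 without replicate 3) and 29 to 285 in *simr-1 mut-2* (29 without replicate 3), where 2.6e+02 to 640 were lower (640 without replicate 1). The IP minus input share in *simr-1 mut-2* was 0.95 to 1.87 points (0.95 without replicate 2) and its *mut-2*-dependent targets 57 to 102 (57 without replicate 2). The list medians were 0.88 to 0.95 for the paper's *mut-2; hrde-2* list and -3.43 to -2.92 for the list of 67. Small RNAs of the *mut-2* gene in *mut-2* inputs changed by -0.032 to 0.185 on the log2 scale, and the sign reversed without replicate 3.

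Among the results for single genes and for single shares and medians, 268 values stayed, 111 moved, 2 became stronger, 1 weaker and 2 reversed. The depth limits the list of 349 genes, of which 207 could be tested in the IP libraries.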

Differences from the paper's values

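For HRDE-1 target genes in *mut-2; hrde-2*, the paper's number is 590 and 176 were found here. Of the alternatives set before the data were examined, no filter on low counts (451) came within 1.5 times of the paper's number. DESeq2 (237), library size alone (238), the fits without a replicate (151 to 228), all 36 libraries in one fit (374, or 375 with the suffix term), the block on the lysate (177), RPM over mapped reads (173), at least 10 RPM in every IP library (168), and at least 10 RPM in input or IP and the omission of miRNA and piRNA features (176 each) did not.

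For *simr-1 mut-2*, the paper's list in Supplementary Data 4 holds 341 target genes and 214 were found here. The numbers with library size alone (331), no filter (370) and all libraries in one fit (370, or 369 with the suffix term) came within 1.5 times. Those with DESeq2 (225), without a replicate (155 to 223), with the block (217), with RPM over mapped reads (206), with at least 10 RPM in every IP library (190), and with the other RPM minimum or without miRNA and piRNA features (214 each) did not.

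Of the paper's 349 spermatogenic genes, which it describes as at least 2-fold reduced in HRDE-1 loading in *hrde-2* compared to wild-type, 129 were at least 2-fold lower in the *hrde-2* IP than in the wild-type IP with an adjusted p of at most 0.05 (edgeR). None of the alternatives set before the data were examined closed the gap, with 122 genes under DESeq2, 108 with library size alone, 142 with no filter and 111 to 134 without a replicate. All of them kept the threshold on the adjusted p, which the paper's description does not name. With the filter, only 207 of the 349 genes were tested, and their median log2 change was -1.62. Part of the gap can therefore follow from the p threshold and the untested genes. In *hrde-2* IP against *hrde-2* input, a different comparison on which the list may have been chosen, 320 were lower.

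Wild-type and *hrde-2* share about 220 target genes in the paper's Fig. 5d, read by eye, and 132 here. DESeq2 (172) and the fits without replicate 2 (154) and replicate 3 (168) came within 1.5 times, while library size alone (115) and the fit without replicate 1 (130) did not.

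Target genes shared by *mut-2* and *mut-2; hrde-2* number about 71 in the paper's Supplementary Fig. 5c, read by eye, and 36 here. Library size alone (72) closed the gap, and DESeq2 (41) and the fits without replicates 1, 2 and 3 (40, 35 and 32) did not.

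Genes with depleted small RNAs in both *hrde-2* and *simr-1* inputs number about 380 in the paper's Supplementary Fig. 5g, read by eye, and 598 here. The fits without replicate 1 (531) and replicate 3 (435) came within 1.5 times, as did RPM over mapped reads (426), which was chosen for this overlap only after the values had been seen, and DESeq2 (602), library size alone (679) and the fit without replicate 2 (625) did not.

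The paper describes HRDE-1 in *simr-1* and *simr-1 mut-2* as associated with small RNAs of CSR-target genes. The *mut-2*-independent class used here is not that list. Its share of the counts was 45.0% in the *simr-1* IP and 47.9% in the input, and 90.7% and 90.9% in *simr-1 mut-2*. With the classes limited to protein-coding genes and pseudogenes, an alternative set before the data were examined, the IP exceeded the input by 13.0 percentage points in *simr-1* and 20.8 in *simr-1 mut-2*. Structural RNA features and those overlapping them fell from 21.3% of the input to 3.13% of the IP counts in *simr-1*. In *simr-1 mut-2* they fell from 24.6% to 3.01%. The near-equal shares of the whole class are therefore no evidence against the paper's description. The paper chose *ddx-10* as an example of a CSR-1 target for HRDE-1 association in *hrde-2*, and here its small RNAs were enriched in the wild-type IP as well (log2 ratio 2.13).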

Other observations

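The tests of other splits of the libraries and of the small RNA column were chosen only after the results were seen. For target genes in each of the 6 genotypes, for the IP libraries of *hrde-2* against wild-type, and for the inputs of each mutant against wild-type and of the double mutants against *mut-2*, the real split gave the most genes (1 of 10 splits each), and 10 splits never give a share under 0.1. The largest other split gave 18 genes, in the inputs of *simr-1 mut-2* against *mut-2*, and 0 in each of the others, where it gave at most 159 at an unadjusted p under 0.05 (*simr-1 mut-2* against wild-type inputs). For target genes, the 4 splits that part all 3 pairs of input and IP were compared, and the other ones gave 0 as well.

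The *mut-2* inputs were compared with wild-type to define the gene classes, and 940 genes were at least 2-fold higher there (adjusted p of at most 0.05, edgeR), or 1422 without replicate 2 and 614 without replicate 3. The inputs of *mut-2; hrde-2* had 935 higher and 2688 lower genes (1512 higher without replicate 2), and those of *simr-1 mut-2* 955 and 2651. With TMM normalization, 27.1%, 25.8% and 26.5% of the changed genes were higher in the respective mutants, and with library size alone 50.7%, 62.0% and 64.0%.

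The small RNA values that Supplementary Data 6 lists for 349 genes correlated across 320 tested genes with *hrde-2* IP against *hrde-2* input (Pearson r 0.986; genes are not independent replicates) and not with *hrde-2* IP against wild-type IP (r -0.129, 207 genes). The column may therefore hold the enrichment within *hrde-2*. For the list of 67 genes the values were 0.994 and -0.127.

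The 349 genes had more input small RNAs in *hrde-2*, with a median log2 change of 1.11. If these were fragments of mRNA, the rise could follow the mRNA change listed by the paper. Across 332 genes the Pearson r was 0.078 and the Spearman rho 0.096, and since the list was chosen for increased mRNA, which narrows its range, such fragments cannot be told apart from small RNAs.

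The paper's log2 values for the target genes of *mut-2; hrde-2* and *simr-1 mut-2* were higher than those found here by a median of 0.21 and 0.13, at correlations across genes of 0.999 and 0.996. After adding that offset to every gene, 589 and 344 genes passed the thresholds, so a difference in scaling is a candidate explanation for the numbers of target genes. The offset was taken from the paper's own lists.

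The median over the 1602 *mut-2*-dependent target genes of wild-type changed by -0.68 in *hrde-2* inputs and -1.05 in *simr-1* inputs, and that over the 192 genes that were low in the wild-type IP by -0.11 and -0.10. Small RNAs of the tagged *hrde-1* gene (WBGene00007624, chromosome III, 4172337 to 4176159) were enriched in the wild-type IP with a log2 ratio of 1.23 (standard error 0.22, adjusted p = 0.0013, edgeR), and with library size alone the ratio was 0.88.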
